# RNA-binding deficient TDP-43 drives cognitive decline in a mouse model of TDP-43 proteinopathy

**DOI:** 10.7554/eLife.85921

**Published:** 2023-10-11

**Authors:** Julie C Necarsulmer, Jeremy M Simon, Baggio A Evangelista, Youjun Chen, Xu Tian, Sara Nafees, Ariana B Marquez, Huijun Jiang, Ping Wang, Deepa Ajit, Viktoriya D Nikolova, Kathryn M Harper, J Ashley Ezzell, Feng-Chang Lin, Adriana S Beltran, Sheryl S Moy, Todd J Cohen

**Keywords:** TDP-43, proteinopathy, neurodegeneration, mouse model, Mouse, Human

## Abstract

TDP-43 proteinopathies including frontotemporal lobar degeneration (FTLD) and amyotrophic lateral sclerosis (ALS) are neurodegenerative disorders characterized by aggregation and mislocalization of the nucleic acid-binding protein TDP-43 and subsequent neuronal dysfunction. Here, we developed endogenous models of sporadic TDP-43 proteinopathy based on the principle that disease-associated TDP-43 acetylation at lysine 145 (K145) alters TDP-43 conformation, impairs RNA-binding capacity, and induces downstream mis-regulation of target genes. Expression of acetylation-mimic TDP-43^K145Q^ resulted in stress-induced nuclear TDP-43 foci and loss of TDP-43 function in primary mouse and human-induced pluripotent stem cell (hiPSC)-derived cortical neurons. Mice harboring the TDP-43^K145Q^ mutation recapitulated key hallmarks of FTLD, including progressive TDP-43 phosphorylation and insolubility, TDP-43 mis-localization, transcriptomic and splicing alterations, and cognitive dysfunction. Our study supports a model in which TDP-43 acetylation drives neuronal dysfunction and cognitive decline through aberrant splicing and transcription of critical genes that regulate synaptic plasticity and stress response signaling. The neurodegenerative cascade initiated by TDP-43 acetylation recapitulates many aspects of human FTLD and provides a new paradigm to further interrogate TDP-43 proteinopathies.

## Introduction

TDP-43 proteinopathies are characterized by the dysfunction and aggregation of transactivation response element DNA-binding protein of 43 kDa (TDP-43), with ~95% of all amyotrophic lateral sclerosis (ALS) and ~50–60% of all frontotemporal lobar dementia (FTLD-TDP) cases harboring TDP-43 pathology (Neumann et al., 2006; Neumann et al., 2007; Cairns et al., 2007; Hogan et al., 2016). There is significant neuropathologic and clinical overlap between FTLD and ALS with many individuals developing a mixed phenotype, providing strong evidence for a common FTLD/ALS spectrum of disorders (Burrell et al., 2016; Geser et al., 2010; Burrell et al., 2011; Giordana et al., 2011; Geser et al., 2009). It is also notable that TDP-43 pathology is abundant in other sporadic neurodegenerative diseases including Alzheimer disease (AD) (Meneses et al., 2021; Tomé et al., 2020), Limbic-Predominant Age-related TDP-43 Encephalopathy (LATE) (Besser et al., 2020; Nelson et al., 2019), and Parkinson’s disease (PD) (Poulopoulos et al., 2012; Nakashima-Yasuda et al., 2007). The clinical and neuropathological overlap suggests that common pathogenic mechanisms may link TDP-43 to neurodegeneration (Gao et al., 2018; de Boer et al., 2021). However, modeling sporadic TDP-43 pathogenesis has been challenging since its expression levels are tightly regulated (Budini and Buratti, 2011; Ayala et al., 2011), which has precluded a clear separation of TDP-43 disease-related dysfunction from general toxicity resulting from TDP-43 over- or under-expression (Xu et al., 2010; Igaz et al., 2011; Yang et al., 2014; Kraemer et al., 2010). Current knock-in models using TDP-43 disease-causing mutations (Fratta et al., 2018; White et al., 2018; Huang et al., 2020; Stribl et al., 2014; Ebstein et al., 2019) provide valuable insights but may be limited in their application to sporadic disease (Fratta et al., 2018; White et al., 2018; Huang et al., 2020; Stribl et al., 2014; Ebstein et al., 2019).

Under normal physiological conditions, TDP-43 resides in the nucleus to control RNA processing (RNA splicing, transport, and stability) and gene transcription (Buratti and Baralle, 2010; Tollervey et al., 2011; Cohen et al., 2011). Structurally, nuclear retention is primarily mediated by an N-terminal nuclear localization sequence (NLS) through interactions with α1/β-importins (Doll et al., 2022; Pinarbasi et al., 2018), and association with nucleic acids is mediated by two tandem RNA recognition motifs (RRM1/RRM2) (Kuo et al., 2014; Lukavsky et al., 2013), however there is interplay between nucleic acid binding and nuclear localization (Duan et al., 2022; Ayala et al., 2008). The C-terminal glycine-rich domain (also termed the intrinsically disordered or low complexity domain) mediates protein–protein interactions (Ayala et al., 2008; Buratti and Baralle, 2012; Budini et al., 2012) and harbors most, but not all, familial *TARDBP* mutations that are causative for FTLD/ALS (Pesiridis et al., 2009; Sreedharan et al., 2008). In sporadic and most familial TDP-43 proteinopathies, TDP-43 undergoes nuclear depletion and concomitant nuclear or cytoplasmic accumulation and aggregation (Kawakami et al., 2019; Neumann, 2009; Mackenzie and Neumann, 2016). Both TDP-43 loss-of-function (e.g., aberrant cryptic splicing) and gain-of-function (e.g., aggregate-induced toxicity) mechanisms have been proposed as drivers of TDP-43 pathogenesis (Cascella et al., 2016; Diaper et al., 2013; Lee et al., 2011; Vanden Broeck et al., 2014).

How TDP-43 becomes dysfunctional in sporadic disease remains unresolved, however, aberrant TDP-43 post-translational modifications (PTMs), such as phosphorylation, acetylation, and ubiquitination may play a role. PTMs modulate TDP-43’s biochemical properties leading to conformational changes, modulation of nucleic acid-binding affinity, regulation of liquid–liquid phase separation, and propensity to form insoluble TDP-43 aggregates, all of which are disease-associated phenomena (François-Moutal et al., 2019; Sternburg et al., 2022; Buratti, 2018). Among the various PTMs, TDP-43 acetylation at lysine residue 145 (K145) within RRM1 has emerged as a critical regulator of both loss- and gain-of-function toxicity (Cohen et al., 2015; Wang et al., 2017). Acetylated TDP-43 is found within TDP-43 inclusions of sporadic ALS spinal cord motor neurons but not age-matched control tissue (Cohen et al., 2015). Inclusions in FTLD cortex are largely composed of C-terminal fragmented TDP-43 lacking the K145 residue (Igaz et al., 2008; Chhangani et al., 2021), precluding an assessment of Ac-K145 in FTLD patients. However, *TARDBP* mutations that disrupt RNA binding, and thereby may act in a similar manner to TDP-43 acetylation, have been identified in FTLD-TDP patients (e.g., P112H and K181E) (Agrawal et al., 2021; Chen et al., 2019), supporting a pathogenic role for altered nucleic acid binding in disease. Mimicking TDP-43 acetylation with a lysine-to-glutamine substitution (TDP-43^K145Q^) is sufficient to neutralize the positive charge, disrupt RNA binding, and induce several hallmarks of TDP-43 pathology in vitro (Cohen et al., 2015; Wang et al., 2017), supporting a model whereby TDP-43 acetylation drives both loss-of-function (e.g., RNA-binding deficiency) and gain-of-function (e.g., aggregation) toxicity.

Here, we used CRISPR/Cas9 genome editing to introduce a K145Q substitution into the endogenous mouse *Tardbp* gene, thereby generating acetylation-mimic TDP-43^K145Q^ knock-in mice**,** which enabled us to investigate the pathophysiological impacts of an aberrant TDP-43 PTM while leaving native upstream and downstream genomic elements intact. Using mouse cortical neurons, human hiPSC-derived cortical neurons, and aged cohorts of TDP-43^K145Q^ homozygous mice, we found that acetylation-mimic TDP-43^K145Q^-induced nuclear TDP-43 foci and cytoplasmic TDP-43 accumulation, which coincided with several disease-associated and loss-of-function measures including widespread transcriptome and splicing alterations. Finally, we observed prominent FTLD-like cognitive and behavioral deficits in acetylation-mimic TDP-43 mice that correlated with biochemical and splicing alterations in affected brain regions. Our study supports lysine acetylation of TDP-43 as a driver of dysfunction in sporadic TDP-43 proteinopathies.

## Results

### Mouse neurons expressing TDP-43^K145Q^ undergo stress-dependent formation of nuclear TDP-43 foci and loss of TDP-43 splicing function

We originally showed that TDP-43 acetylation can promote RNA-binding deficiency, aggregation, and pathology (Cohen et al., 2015; Wang et al., 2017). We sought to expand these findings by exploring the behavior of acetylation-mimic TDP-43 variants in primary murine cortical neurons. We employed lentiviral vectors that encode either wild-type (TDP-43^wt^), acetylation-deficient (TDP-43^K145R^), and acetylation-mimic (TDP-43^K145Q^) variants to overexpress TDP-43 species in neurons, and then examined their subcellular localization by immunofluorescence microscopy. In the absence of acute cellular stress, most neurons overexpressing TDP-43^K145Q^ showed distinct nuclear foci that were more prominent compared to TDP-43^wt^ or TDP-43^K145R^ constructs (Figure 1A, B). When neurons were exposed to an acute oxidative stressor (200 µM sodium arsenite), a sensitizing agent commonly used to enhance TDP-43 dysfunction (Dewey et al., 2011; Colombrita et al., 2009; Gasset-Rosa et al., 2019; Cohen et al., 2012), there was a significant increase in TDP-43 foci formation with all variants (Figure 1A, C). The response in neurons expressing TDP-43^K145Q^ was very robust, resulting in the formation of numerous large, bright TDP-43-positive foci, as well as smaller TDP-43-positive nuclear foci. These aberrant TDP-43 structures were absent from cells expressing TDP-43^wt^ or acetylation-null TDP-43^K145R^, indicating that acetylation-mimic TDP-43^K145Q^ alters TDP-43 conformation within the nucleus and sensitizes neurons to oxidative stress-induced foci formation. By coupling high content wide-field microscopy with quantitative image analysis, we observed a threefold increase in TDP-43 foci formation in neurons expressing TDP-43^K145Q^ (Figure 1C).

**Figure 1.**
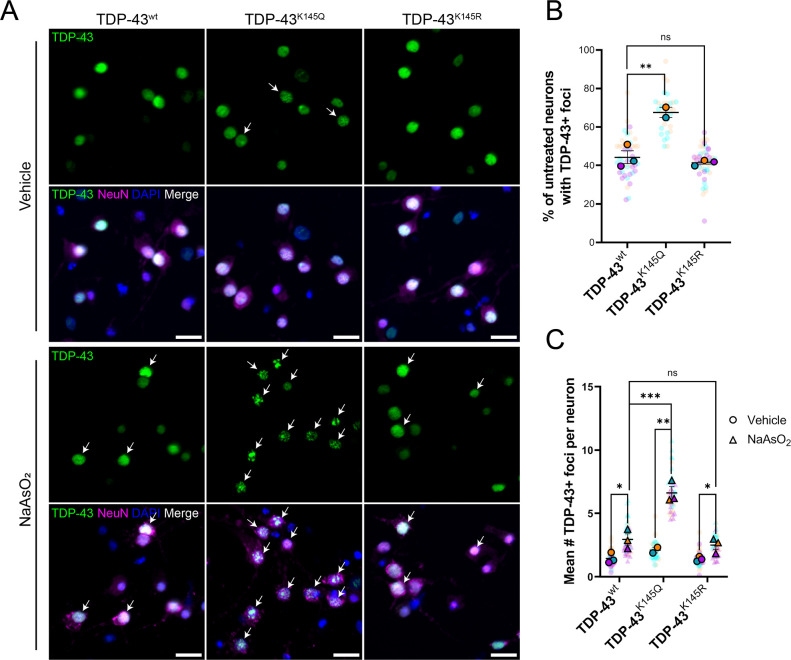
Ectopic expression of acetylation-mimic TDP-43^K145Q^, an RNA-binding deficient mutant, shows accelerated formation of stress-induced nuclear TDP-43 foci. (**A**) Representative immunofluorescence images of TDP-43 in DIV14 mouse primary cortical neurons overexpressing TDP-43^wt^, TDP-43^K145Q^, or TDP-43^K145R^ after vehicle or 200 µM NaAsO_2_ treatment followed by labeling of TDP-43 (green), NeuN (magenta), and DAPI (blue). Arrows highlight nuclei with TDP-43+ foci. Scale bar = 20 µm. (**B**) Quantification of percentage of neurons with TDP-43+ foci in vehicle-treated neurons. (**C**) Quantification of the average number of TDP-43+ foci per neuron. Data shown as Superplots (Lord et al., 2020); solid color bordered symbols and error bars indicate mean value of each biological replicate ± standard error of the mean (SEM); semi-transparent datapoints represent the average value per neuron in a single field of view, 10–110 neurons per field, 48 fields across *n* = 2–4 biological replicates. Statistical analysis completed using a linear mixed-effect model. Statistical significance is represented by asterisks *p < 0.05, **p < 0.01, ***p < 0.001. DIV = day in vitro.

TDP-43 overexpression can result in general toxicity and altered TDP-43 function, depending on the duration and the extent of overexpression (Xu et al., 2010; Ash et al., 2010; Yang et al., 2022). To avoid confounding non-specific toxicity, we transitioned to a more physiologically relevant model to further elucidate the impact of RNA-binding deficient acetylation-mimic TDP-43. We employed CRISPR-Cas9 mutagenesis to introduce a single amino acid substitution at position 145 (K145Q) into the endogenous mouse *Tardbp* locus, thereby generating TDP-43^K145Q^ knock-in mice (Figure 2—figure supplement 1B). By targeting the native mouse gene, we avoided both TDP-43 overexpression and disruption of the *Tardbp* untranslated regions (Budini and Buratti, 2011 ). A TDP-43^K145Q^ founder line was propagated as heterozygotes and continually re-sequenced to confirm retention and propagation of the K145Q substitution (Figure 2—figure supplement 1C, D). Both heterozygous and homozygous TDP-43^K145Q^ mice were born at normal mendelian frequencies and showed no obvious developmental defects.

We first investigated the effects of TDP-43^K145Q^ expression in neurons in vitro by isolating and culturing primary cortical neurons from homozygous TDP-43^K145Q^ mice, hereafter referred to as TDP-43^KQ/KQ^ mice and compared them to TDP-43^wt^-derived neurons. Exposing neurons to acute oxidative stress induced more abundant TDP-43-positive nuclear foci in acetylation-mimic TDP-43^KQ/KQ^ neurons than in TDP-43^wt^ neurons (Figure 2A, B). Quantitative image analysis also revealed variable levels of nuclear clearing and cytoplasmic mislocalization of TDP-43 in TDP-43^KQ/KQ^ neurons, however, no statistically significant differences in TDP-43 localization were found between acetylation-mimic and TDP-43^wt^ neurons (Figure 2A, C). Because TDP-43 foci formation is associated with loss-of-function defects (Garcia Morato et al., 2022; Mann and Donnelly, 2021; Yu et al., 2021), we next investigated if TDP-43 function was impaired by evaluating endogenous targets of TDP-43 activity. We observed a trend toward increased *Tardbp* mRNA in TDP-43^KQ/KQ^ neurons at DIV14 (Figure 2D), which was suggestive of TDP-43 loss of function and auto-regulation. We therefore investigated sortillin-1 (*Sort1*) mRNA splice variants, as a more sensitive endogenous indicator of loss of TDP-43-dependent splicing function. Functional nuclear TDP-43 results in the production of a mature spliced *Sort1* mRNA transcript, however, in the setting of TDP-43 depletion or loss of function, TDP-43 is unable to repress the inclusion of exon 17b, generating a longer *Sort1+ex17b* transcript variant (Prudencio et al., 2012; Tann et al., 2019). RT-qPCR analysis revealed a significant deficit in normal TDP-43 splicing function, with nearly a 10-fold increase in the ratio of *Sort1+ex17b* to *Sort1*-WT mRNA, without significant changes to total *Sort1* mRNA levels in TDP-43^KQ/KQ^ neurons compared to controls (Figure 2E, F). Overall, these results indicate that a single endogenously expressed acetylation-mimic TDP-43^K145Q^ mutation can sensitize TDP-43 to conformational changes that impair its normal splicing function in mouse neurons.

**Figure 2.**
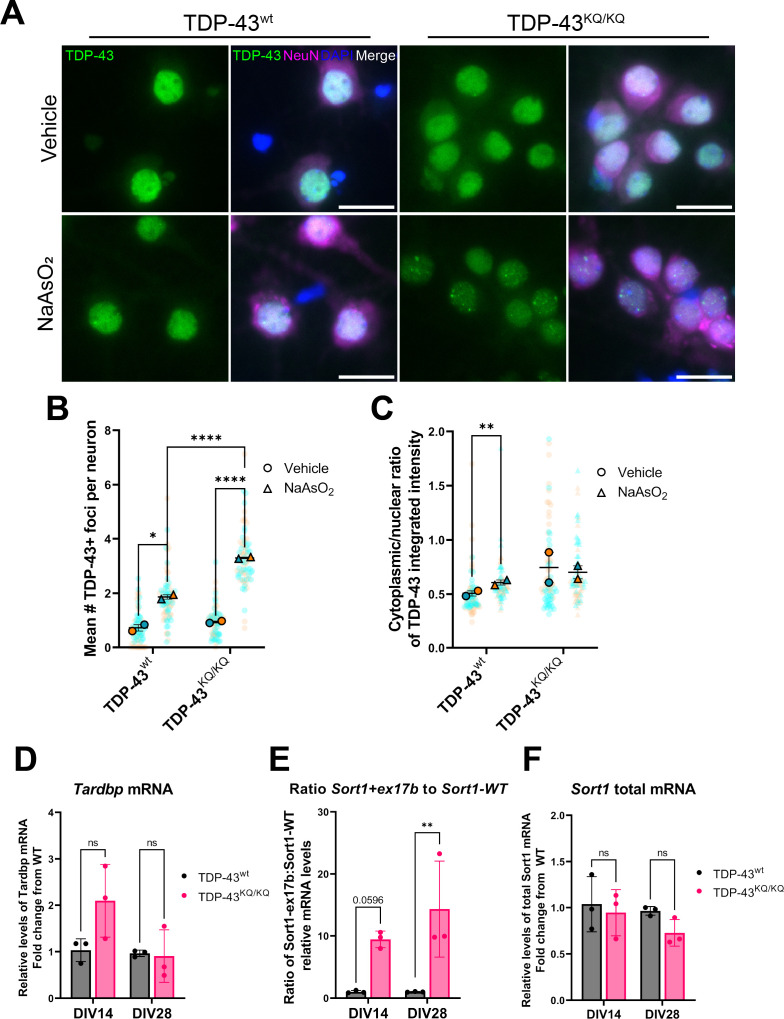
An endogenously encoded acetylation-mimic TDP-43^K145Q^ mutation causes altered TDP-43 localization and functional splicing deficits in mouse primary cortical neurons. (**A**) Representative images of primary cortical neurons derived from TDP-43^wt^ or TDP-43^KQ/KQ^ mice that were treated with vehicle or 200 µM NaAsO_2_ at DIV14 and immunolabeled for endogenous TDP-43 (green), NeuN (magenta), and DAPI (blue). Quantification of the number of TDP-43+ foci (**B**) and the cytoplasmic:nuclear ratio of TDP-43 fluorescence intensity (**C**) in TDP-43^KQ/KQ^ compared to TDP-43^wt^ neurons. RT-qPCR analysis of DIV14 and DIV28 untreated mouse primary cortical neurons using primers specific for mouse (**D**) *Tardbp* [*F*(1,8) = 3.034, p = 0.1197]; and *Sort1* splice variants: (**E**) ratio *Sort1+ex17b:Sort1-WT* [*F*(1,8) = 23.02, p = 0.0014] and (**F**) total *Sort1* mRNA [*F*(1,8) = 5.086, p = 0.0541]. (**B, C**) Data shown as Superplots (Lord et al., 2020); solid color bordered symbols and error bars indicate mean value of each biological replicate ± standard error of the mean (SEM); semi-transparent datapoints represent the average value per neuron in a single field of view, 10–110 neurons per field, 72 fields across *n* = 2–4 biological replicates; one color represents one biological replicate. Statistical analysis performed using a linear mixed-effect model. (**D–F**) Analysis by two-way analysis of variance (ANOVA) followed by Šídák’s multiple comparisons testing. *F* statistics represent main effect of genotype. Statistical significance is represented by asterisks, *p < 0.05, **p < 0.01, ****p < 0.0001, ns = not significant.

**Figure 2—figure supplement 1.**
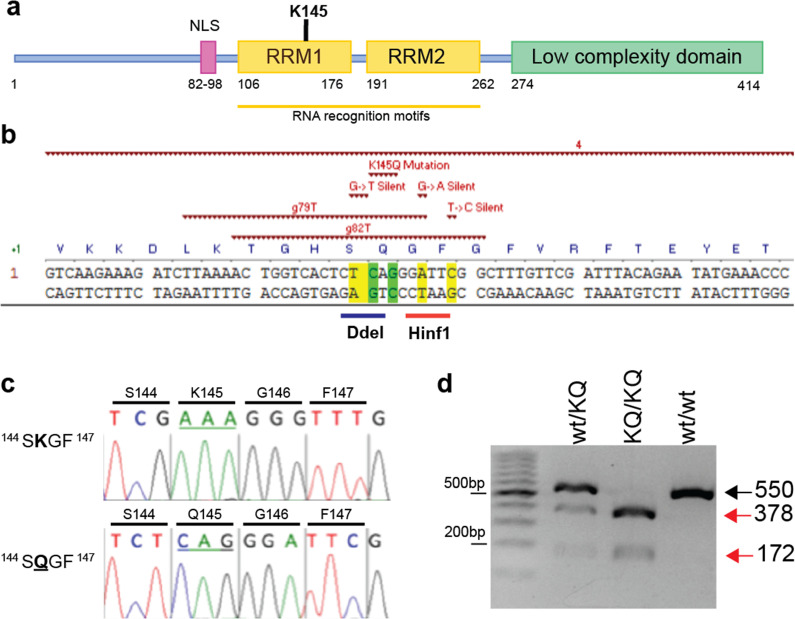
Generation, characterization, and genotyping of TDP-43^K145Q^ knock-in mice. (**a**) A schematic of the TDP-43 protein and its functional domains highlights the location of lysine 145 (K145) in the TDP-43 RNA-binding domain (RRM1). (**b**) Schematic of mouse *Tardbp* gene targeted with a validated guide RNA, g79T above, along with donor nucleotides to insert the K145Q mutation. Two silent mutations were included to create a Hinf1 enzyme digestion site to facilitate genotyping. (**c**) Chromatograph following Sanger sequencing confirms the inserted K145Q mutation in founder animals and subsequently propagated generations. (**d**) Gel electrophoresis of DNA fragments produced following PCR amplification of the modified *Tardbp* region and subsequent incubation of the PCR product with Hinf1 enzyme, which yielded a 550-bp band in TDP-43^wt^ animals (wt/wt), both 378 and 172 bp bands in TDP-43^KQ/KQ^ (KQ/KQ) animals, and all three bands in heterozygous animals (wt/KQ). Figures showing uncropped DNA gel blot images are available in Figure 2—figure supplement 1—source data 1 files. Figure 2—figure supplement 1—source data 1.Figures showing labeled and unlabeled versions of the uncropped DNA gel image presented in Figure 2—figure supplement 1.

### Acetylation-mimic TDP-43^K145Q^ alters TDP-43 function in human neurons

To assess this model’s relevance to human neurons, we used CRISPR/Cas9 to generate a panel of hiPSC lines harboring homozygous acetylation-mimic TDP-43 (TDP-43^K145Q.12^ and TDP-43^K145Q.18^), acetylation-deficient TDP-43 (TDP-43^K145R.2^ and TDP-43^K145R.12^), or unmodified TDP-43 (isogenic control, TDP-43^wt^) (Figure 3—figure supplement 1). We confirmed appropriate editing of the *TARDBP* gene in each line via Sanger sequencing (Figure 3—figure supplement 1B), verified the pluripotency of the hiPSC clones (Figure 3—figure supplement 1C–E), and then differentiated each of the lines into mature cortical neurons (Figure 3—figure supplement 2). We then used immunofluorescent labeling and confocal microscopy to qualitatively assess the distribution and morphology of TDP-43 protein within neurons, both with and without an acute exposure to sodium arsenite. Untreated hiPSC-derived TDP-43^K145Q^ cortical neurons were morphologically identical to TDP-43^wt^ and TDP-43^K145R^ neurons and showed similar patterns of TDP-43 localization (Figure 3A). All hiPSC-derived lines showed a granular nuclear TDP-43 localization pattern under normal conditions, consistent with physiologic de-mixing of nuclear TDP-43 (Gasset-Rosa et al., 2019). Following acute oxidative stress, however, TDP-43^K145Q^ neurons showed apparent TDP-43 nuclear clearing and the formation of large, intensely labeled TDP-43-positive foci (Figure 3A). In comparison, cortical neurons expressing TDP-43^wt^ or TDP-43^K145R^ maintained nuclear TDP-43 and formed small stippled TDP-43 puncta. We note that TDP-43 nuclear clearing and foci formation was more robust in hiPSC-derived neurons compared to mouse neurons, suggesting human neurons may be more sensitive to TDP-43 RNA-binding deficiency. Similar to mouse neurons, hiPSC-derived TDP-43^K145R^ neurons were indistinguishable from TDP-43^wt^ neurons, supporting acetylation-induced charge neutralization as a driver of TDP-43 loss of function rather than an inherent effect of mutation at the K145 locus.

**Figure 3.**
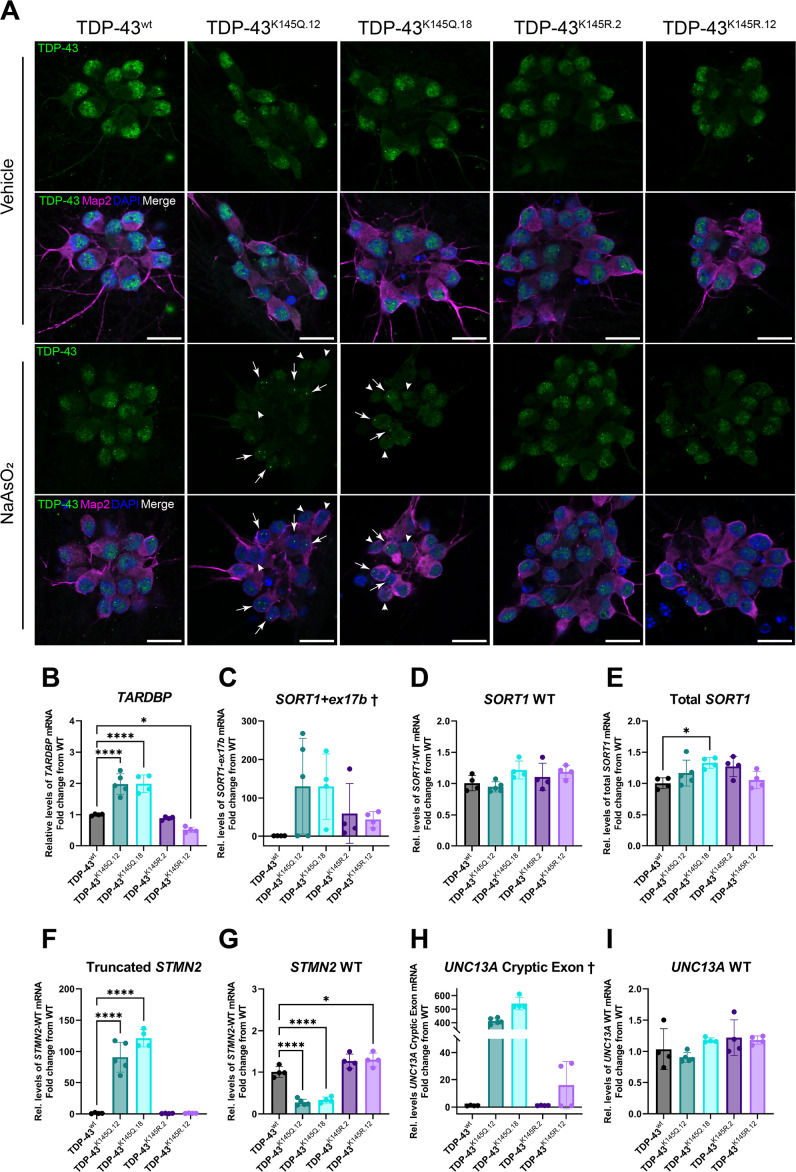
RNA-binding deficient TDP-43^K145Q^ in human-induced pluripotent stem cell (iPSC)-derived mature cortical neurons alters TDP-43 distribution and causes disease-relevant splicing dysregulation. (**A**) Representative confocal images of CRISPR-modified human iPSC-derived cortical neurons harboring homozygous TDP-43^K145Q^ (clonal lines 12, 18) or TDP-43^K145R^ (clonal lines 2, 12) knock-in mutations or an isogenic wild-type TDP-43^wt^ control lacking *TARDBP* modifications. Differentiated cortical neurons were treated with vehicle or 200 µM NaAsO_2_ and then immunolabeled for endogenous TDP-43 (green), Map2 (magenta), and DAPI (blue). Scale bars = 20 µm. Arrows highlight nuclei with few, bright TDP-43+ foci. Arrowheads highlight nuclei with relative depletion of TDP-43 intensity. RT-qPCR analysis of hiPSC-derived mature cortical neuron samples using primers specific for (**B**) human *Tardbp* [*F* = 43.79, p < 0.0001], (**C**) *SORT1+ex17b*, (**D**) *SORT1-*WT [*F* = 2.975, p = 0.0516], (**E**) total *SORT1* mRNA [*F* = 3.461, p = 0.0321], (**F**) truncated *STMN2* [*F* = 79.06, p < 0.0001], (**G**) *STMN2* WT [*F* = 63.93, p < 0.0001], (**H**) *UNC13A* cryptic exon, and (**I**) *UNC13A* WT mRNA [*F* = 2.116, p = 0.1262]. RT-qPCR results compared via ordinary one-way analysis of variance (ANOVA) (*F* statistics and p-values shown in brackets above) followed by Tukey’s multiple comparisons testing. Statistical significance of multiple comparisons testing is represented by asterisks *p < 0.05, ****p < 0.0001. ^†^Graphs are provided for visualization purposes only, because non-detectable levels of *UNC13A* cryptic exon- and *SORT1-ex17b*-containing transcripts in some or all control TDP-43^wt^ and TDP-43^K145R^ neurons prevented statistical comparisons among groups and therefore no statistical significance was reported.

**Figure 3—figure supplement 1.**
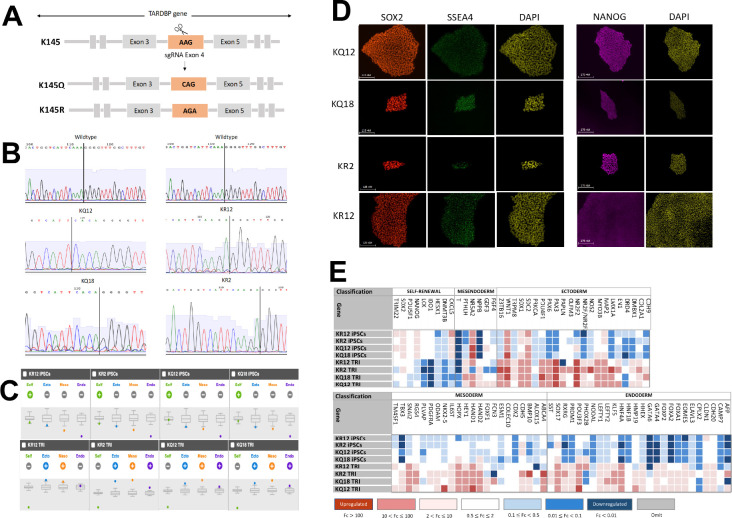
Development of endogenously encoded acetylation-mimic and acetylation-deficient *TARDBP-*induced pluripotent stem cell (iPSC) lines. (**A**) Schematic representation of the nucleotide modifications introduced into exon 4 of the *TARDBP* locus to generate the K145Q and K145R substitutions. (**B**) Chromatograms following Sanger sequencing depicting the wild-type sequence and confirming the lysine modifications in two different subclones for each modification. (**C**) Immunofluorescence staining for pluripotency markers SOX2 (red), SSEA4 (green), and Nanog (magenta). Nuclear staining is shown in yellow. Scale bars = 125 µm (left) and 275 µm (right). (**D, E**) TaqMan human-induced pluripotent stem cell (hiPSC) Scorecard comparing the pluripotency and differentiated capacity to the three germ layers of K145Q and K145R edited clones. Panel (**D**) shows the differentiation index plots of self-renewal genes (green) and differentiation genes for ectoderm (blue), mesoderm (orange), and endoderm (purple) on undifferentiated (top) and day 7 differentiated cells (bottom). Panel (**E**) compares the gene expression profile of the undifferentiated and differentiated cells as a heatmap of the genes that are upregulated (red), have the same expression level (white), or are downregulated (blue). Color legends indicate the fold change in expression of the indicated gene from day 7 of differentiation into the three germ layers relative to the undifferentiated.

**Figure 3—figure supplement 2.**
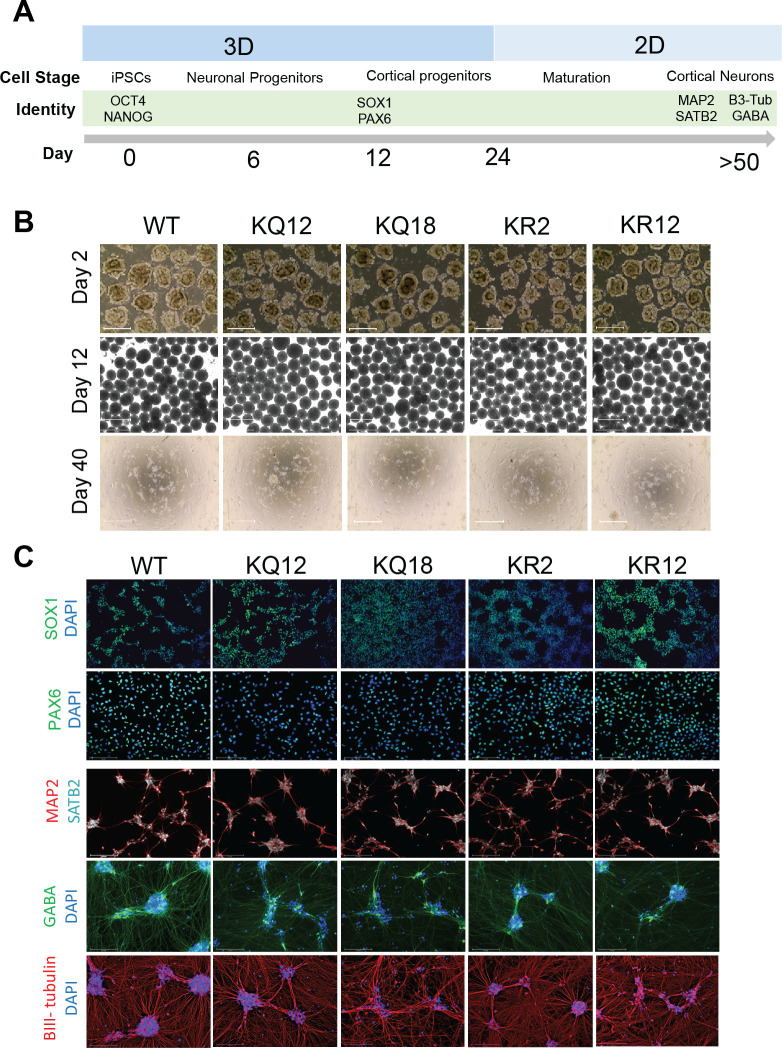
Human-induced pluripotent stem cell (iPSC)-derived cortical neuron differentiation. (**A**) Schematic representation of the timeline of neuronal differentiation detailing culture conditions and identity markers at each cell stage. (**B**) Brightfield images illustrating cell morphology during the differentiation process on day 2 (top), day 12 (middle), and day 45 (bottom). Scale bars = 650 μm (top and middle) and 125 μm (bottom). (**C**) Immunofluorescence staining of SOX1 (green) and PAX6 (green) in neural progenitor cells (NPCs) at day 12, as well as MAP2 (red), SATB2 (cyan), GABA (green), and B-III tubulin (red) in mature cortical neurons at day 46. DAPI (blue) is used to label the nucleus. Scale bars = 125 μm.

We next asked whether hiPSC-derived TDP-43^K145Q^ cortical neurons show more robust functional deficits compared to the mouse neuron data above. We again employed RT-qPCR to measure levels transcripts associated with TDP-43 loss of function, beginning with *TARDBP* as an indicator of impaired TDP-43 autoregulation. In contrast to mouse neurons, we observed an approximately twofold increase *TARDBP* mRNA in TDP-43^K145Q.12^ and TDP-43^K145Q.18^ neurons and a slight but significant reduction in *TARDBP* mRNA in TDP-43^K145R.12^ neurons (Figure 3B). We then assessed TDP-43-dependent splicing activity using primers specific for human *SORT1* splice variants, whose regulation by TDP-43 is conserved in mouse and humans (Prudencio et al., 2012; Tann et al., 2019). The aberrant *SORT1+ex17b* splice variant was undetectable in TDP-43^wt^ neurons, but was present in 60% of TDP-43^K145Q.12^ and 100% of TDP-43^K145Q.18^, TDP-43^K145R.2^, and TDP-43^K145R.12^ neurons (Figure 3C). In samples confirmed to have detectable *SORT1+ex17b* transcript, levels were, on average, considerably higher levels in TDP-43^K145Q^ compared to TDP-43^K145R^ neurons. Appropriately spliced *SORT1*-WT and total *SORT1* transcript levels were comparable across all five lines, with only a slight increase in total *SORT1* transcript in TDP-43^K145Q.12^ neurons (Figure 3D, E). We conclude that *SORT1+ex1b* is a low-abundance transcript that accumulates in TDP-43^K145Q^ neurons.

We also examined neurons for the presence of truncated *STMN2* and *UNC13A* cryptic exon mRNA, which are implicated as ALS–FTLD biomarkers and/or risk genes (Brown et al., 2022; Prudencio et al., 2020; Melamed et al., 2019; Ma et al., 2022). Strikingly, truncated *STMN2* mRNA was approximately 100-fold higher in both TDP-43^K145Q.12^ and TDP-43^K145Q.18^ neuron lines, respectively, compared to TDP-43^wt^ neurons, while no difference from WT was found in TDP-43^K145R^ neurons. (Figure 3F). The unperturbed *STMN2* splice variant (*STMN2* WT) was reduced about 50% in both acetylation-mimic TDP-43^K145Q^ lines but unchanged in TDP-43^K145R.2^ neurons (Figure 3G). We also noted a subtle increase in *STMN2* WT mRNA in TDP-43^K145R^ neurons, suggesting the fully deacetylated state, achieved by acetylation-deficient mimics, may augment *STMN2* levels. RT-qPCR analysis of cryptic exon-included *UNC13A* splice variant (*UNC13A* cryptic exon) failed to detect the abnormal splice product in TDP-43^wt^ and TDP-43^K145R.2^ lines, with only low levels observed in some TDP-43^K145R.12^ samples. In contrast, both TDP-43^K145Q^ lines dramatically accumulated the *UNC13A* cryptic exon containing mRNA (Figure 3H). The mRNA levels of the typical splice variant (*UNC13A* WT) were similar across all five lines (Figure 3I), indicating that the lack of detectable *UNC13A* cryptic exon mRNA in WT and acetylation-deficient neuron lines was not a result of reduced *UNC13A* expression, but rather is likely specific to a lack of cryptic splicing events. Taken together, these results demonstrate that endogenously expressed acetylation-mimic TDP-43^K145Q^ alters TDP-43 localization and conformation in response to stress and impairs splicing in a disease-relevant manner in human iPSC-derived neurons.

### TDP-43 acetylation-mimic mice develop age-dependent cognitive and behavioral defects

To evaluate TDP-43 acetylation-mimic mice, we aged the animals and performed an extensive battery of behavioral analysis to assess cognitive and motor function, which reflect impairments that are commonly found in patients with TDP-43 proteinopathies (Geser et al., 2010). To be sufficiently powered to detect small differences in behavioral phenotypes, we initially focused on TDP-43^wt^ and homozygous TDP-43^KQ/KQ^ mice. Moreover, since there were no significant differences between males and females in any behavioral analyses described below, we pooled both sexes into either WT or TDP-43^KQ/KQ^ groups. At 12 months old, TDP-43^KQ/KQ^ mice showed significant reduction of body weight compared to WT littermates, and this difference was maintained until end point analysis at 18 months old (Figure 4A). Evaluation of exploratory activity and locomotion in an open-field test demonstrated that TDP-43^KQ/KQ^ mice spend significantly more time in the center region (Figure 4B), with no differences in total distance traveled (Figure 4—figure supplement 3A), indicative of decreased anxiety-like behavior (Carola et al., 2002; Seibenhener and Wooten, 2015). Acoustic startle testing revealed impaired prepulse inhibition (PPI) in TDP-43^KQ/KQ^ mice at 12 months old (Figure 4—figure supplement 2A), indicative of deficits in sensorimotor gating, a form of inhibitory behavioral control (Gómez-Nieto et al., 2020; Mena et al., 2016), which is a phenomenon that can be observed in early dementia (Ueki et al., 2006). In 18-month-old animals, evaluation of acoustic startle response and PPI was confounded by hearing impairment (Figure 4—figure supplement 2B), however the altered activity reflected by increased time in the center region of an open-field test was maintained at this age (Figure 4B). Thus, consistent patterns of behavioral disinhibition and reduced anxiety-like behavior were apparent in TDP-43^KQ/KQ^ mice over time.

**Figure 4.**
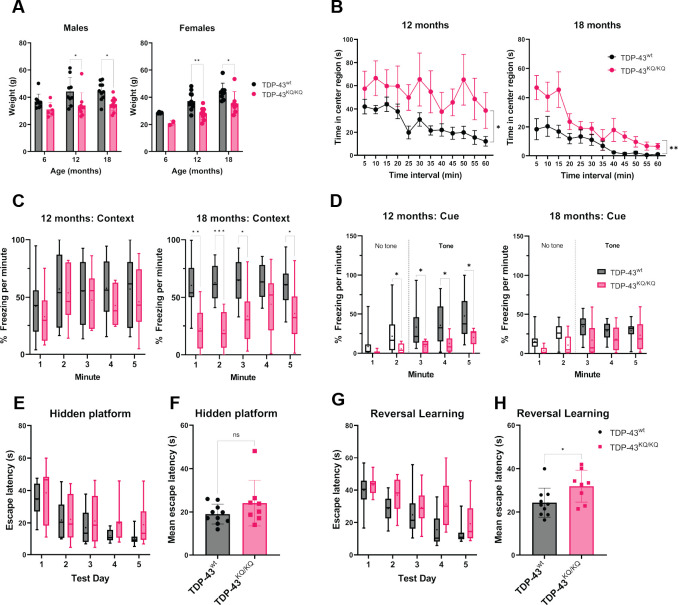
TDP-43^KQ/KQ^ mice develop age-dependent cognitive and behavioral defects. (**A**) Body weight of TDP-43^wt^ and TDP-43^KQ/KQ^ mice in males [left panel; *F*(1,48) = 17.52, p = 0.0001] and females [right panel; *F*(1,36) = 14.17, p = 0 .0006] at different ages. (**B**) Quantification of time in the center region of an open field in mice at 12 months [left panel; *F*(1,20) = 6.118, p = 0.0225] and 18 months [right panel; *F*(1,17) = 9.622, p = 0.0065]. (**C**) Quantification of time spent frozen (immobile) following context-dependent conditioned fear testing at 18 months old [right panel; *F*(1,17) = 5.402, p = 0.0328]. (**D**) Quantification of time spent frozen following cue-dependent conditioned fear testing at 12 months old [left panel; *F*(1,20) = 6.136, p = 0.0223] and 18 months old. Filled bars represent presence of auditory cue (tone) and period of statistical analysis. Morris Water Maze (MWM) analysis displaying time to find a hidden platform (escape latency), quantified as daily trial means per animal (**E**) or average across all days (**F**). Quantification of escape latencies during MWM reversal learning trials in daily trials (**G**) [*F*(1,16) = 5.273, p = 0.0355] and comparing averages per mouse across all days (**H**). Bar and scatter plots shown as mean ± standard deviation (SD). Box and whiskers show line at median, ‘+’ at mean, and whiskers run min to max. (**A**) Two-way analysis of variance (ANOVA) followed by Šídák’s multiple comparisons test. (B–D, E, G) Two-way repeated measures ANOVA followed by Holm–Šídák’s multiple comparisons tests; *F* statistics and p-values in legend represent main effect of genotype. (**F, H**) Unpaired Student’s *t*-test. Sample sizes as follows unless otherwise indicated: 12-month TDP-43^wt^ *n* = 15; 12-month TDP-43^KQ/KQ^ *n* = 7; 1-month TDP-43^wt^ *n* = 10; 18-month TDP-43^KQ/KQ^ *n* = 9; one 18-month TDP-43^KQ/KQ^ extreme outlier removed for MWM analysis (**E, F**). Statistical significance is represented by asterisks *p < 0.05, **p < 0.01, ***p < 0.001; ns = not significant. Further statistical information is located in Figure 4—source data 1 file. Figure 4—source data 1.Complete statistical results and information for quantitative elements shown in Figure 4.

**Figure 4—figure supplement 1.**
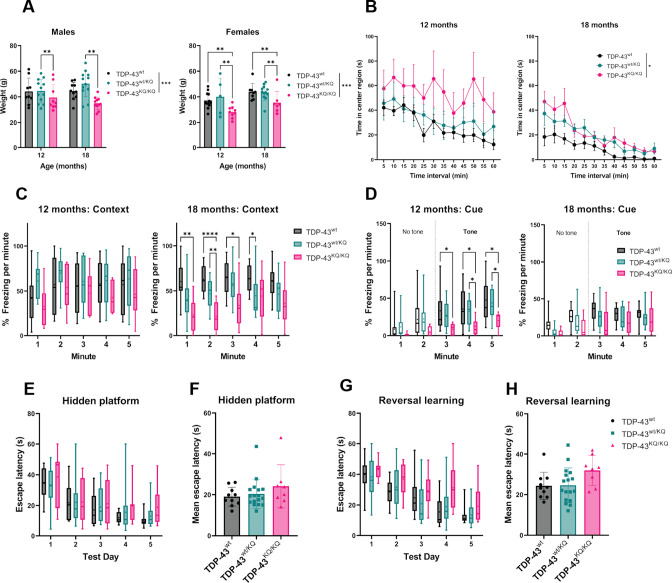
Heterozygous TDP-43^wt/KQ^ animals exhibit mild cognitive and behavioral deficits at levels intermediate to TDP-43^wt^ and TDP-43^KQ/KQ^ mice. (**A**) Body weight of TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice in males [left panel; *F*(2,59) = 7.794, p = 0.001] and females [right panel; *F*(2,59) = 8.744, p = 0.0006] at different ages. (**B**) Quantification of time in the center region of an open field in mice at 12 months [left panel; *F*(2,28) = 2.54, p = 0.0964] and 18 months [right panel; *F*(2,32) = 3.79, p = 0.0329]. (**C**) Quantification of time spent frozen (immobile) following context-dependent conditioned fear testing at 12 months old [left panel; *F*(2,28) = 1.43, p = 0.255] and 18 months old [right panel; *F*(2,33) = 9.13, p = 0.0007]. (**D**) Quantification of time spent frozen following cue-dependent conditioned fear testing at 12 months old [left panel; *F*(2,28) = 3.624, p = 0.0398] and 18 months old. Filled bars represent presence of auditory cue (tone) and period of statistical analysis. Morris Water Maze (MWM) analysis displaying time to find a hidden platform (escape latency), quantified as daily trial means per animal (**E**) or average across all days (**F**). Quantification of escape latencies during MWM reversal learning trials in daily trials (**G**) [*F*(2,32) = 2.788, p = 0.0765] and comparing averages per mouse across all days (**H**). Bar and scatter plots shown as mean ± standard deviation (SD). Box and whiskers show line at median, ‘+’ at mean, and whiskers run min to max. (**A**) Two-way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons tests. (B–D, E, G) Two-way repeated measures ANOVA followed by Tukey’s multiple comparisons tests. (**F, H**) One-way ANOVA followed by Tukey’s multiple comparisons testing. *F* statistics and p-values in legend represent main effect of genotype. Sample sizes as follows unless otherwise indicated: 12-month TDP-43^wt^ *n* = 15; 12-month TDP-43^wt/KQ^ *n* = 9; 12-month TDP-43^KQ/KQ^ *n* = 7; 18-month TDP-43^wt^ *n* = 10; 18-month TDP-43^wt/KQ^ *n* = 17; 18-month TDP-43^KQ/KQ^ *n* = 9; one 18-month TDP-43^KQ/KQ^ extreme outlier removed for MWM analysis (**E, F**). Statistical significance is represented by asterisks *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns = not significant. Further statistical information is available in Figure 4—figure supplement 1—source data 1 file. Figure 4—figure supplement 1—source data 1.Complete statistical results and information for quantitative elements shown in Figure 4—figure supplement 1.

**Figure 4—figure supplement 2.**
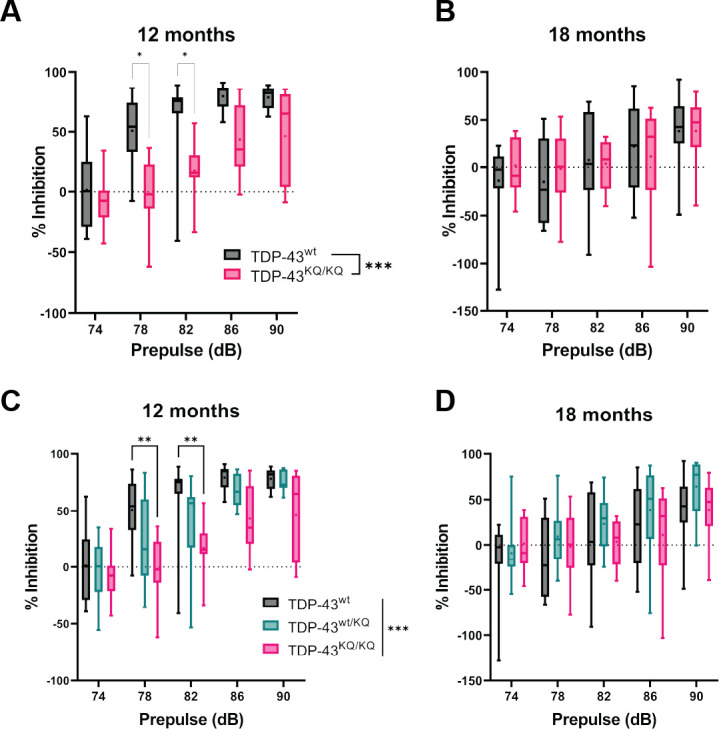
Altered sensorimotor gating and impaired prepulse inhibition (PPI) in TDP-43^KQ/KQ^ mice. Measurement of PPI during acoustic stimulus testing in TDP-43^KQ/KQ^ and TDP-43^wt^ mice showed significantly reduced PPI at (**A**) 12 months [*F*(1,20) = 19.90, p = 0.0002] but not at (**B**) 18 months old. (**C, D**) Inclusion of heterozygous TDP-43^wt/KQ^ animals in analysis of PPI during acoustic stimulus testing demonstrates significantly reduced PPI in TDP-43^KQ/KQ^ animals and an intermediate phenotype in TDP-43^wt/KQ^ mice at 12 months [*F*(2,28) = 10.77, p = 0.0003] but not 18 months old. Box and whiskers show line at median, ‘+’ at mean, and whiskers run min to max. 12-month TDP-43^wt^ *n* = 15; 12-month TDP-43^wt/KQ^ *n* = 9; 12-month TDP-43^KQ/KQ^ *n* = 7; 18-month TDP-43^wt^ *n* = 10; 18-month TDP-43^wt/KQ^ *n* = 17; 18-month TDP-43^KQ/KQ^ *n* = 9. Two-way repeated measures analysis of variance (ANOVA) followed by Šídák’s multiple comparisons tests (**A, B**) or Tukey’s multiple comparisons tests (**C, D**). *F* statistics represent main effect of genotype. Statistical significance is indicated by asterisks *p < 0.05; **p < 0.01; ***p < 0.001. Further statistical information is located in Figure 4—figure supplement 2—source data 1 file. Figure 4—figure supplement 2—source data 1.Complete statistical results and information for quantitative elements shown in Figure 4—figure supplement 2.

**Figure 4—figure supplement 3.**
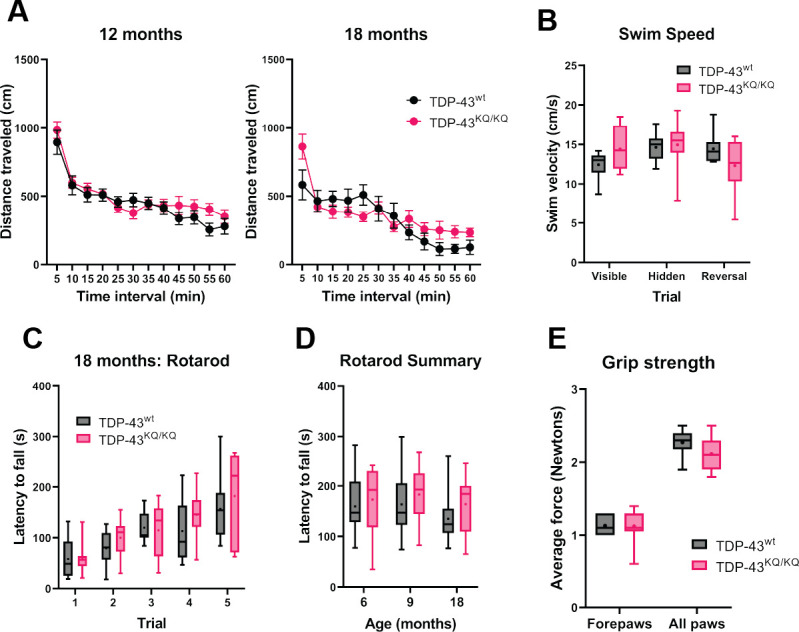
Lack of overt motor deficits in TDP-43^KQ/KQ^ mice up to 18 months of age. (**A**) Quantification of distance traveled by TDP-43^wt^ and TDP-43^KQ/KQ^ mice during open-field assays at 12 and 18 months of age. (**B**) Quantification of swim velocity during Morris Water Maze testing in mice at 18 months old. Assessment of latency to fall off an accelerating rotarod in TDP-43^wt^ compared to TDP-43^KQ/KQ^ mice at 18-month-old quantifying five individual trials (**C**) and the average latency to fall over all five trials at 6, 9, or 18 months old (**D**). (**E**) Grip strength in forepaws and all paws measured by digital force meters shows no genotype differences in grip strength at 18 months old. Scatter plots shown as mean ± standard deviation (SD). Box and whiskers show line at median, ‘+’ at mean, and whiskers run min to max. (**A, C**) Two-way repeated measures analysis of variance (ANOVA) followed by Holm–Šídák’s multiple comparisons tests; (**B, D, E**) two-way ANOVA followed by Holm–Šídák’s multiple comparisons tests. Sample sizes as follows: 6- and 9-month TDP-43^wt^ *n* = 10; 6- and 9-month TDP-43^KQ/KQ^ *n* = 8; 12-month TDP-43^wt^ *n* = 15; 12-month TDP-43^KQ/KQ^ *n* = 7; 18-month TDP-43^wt^ *n* = 10; 18 month TDP-43^KQ/KQ^ *n* = 9; one extreme outlier from 18-month TDP-43^KQ/KQ^ group removed for open-field analysis (**A**). Further statistical information is located in Figure 4—figure supplement 2—source data 1 file. Figure 4—figure supplement 3—source data 1.Complete statistical results and information for quantitative elements shown in Figure 4—figure supplement 3.

We next performed contextual and cue-dependent fear conditioning as an index of hippocampal and cortical function (Chen et al., 1996; Curzon et al., 2009; Phillips and LeDoux, 1992; Kim and Jung, 2006; Marschner et al., 2008). Context-dependent fear testing revealed reduced freezing times in TDP-43^KQ/KQ^ mice, with trends observed at 12 months old and significant deficits appearing at 18 months (Figure 4C). Similarly, auditory cue-dependent fear testing revealed significant impairments in associative cue learning in TDP-43^KQ/KQ^ mice at 12 months of age (Figure 4D), a behavior thought to be mediated by the amygdala and higher-order cortical regions important in inhibitory control (Sierra-Mercado et al., 2011). As mentioned above, general auditory defects in both genotypes at 18 months of age confounded interpretations of any cue-dependent learning deficits at this advanced age (Figure 4D). Morris Water Maze testing was used to evaluate swimming ability and spatial learning (Vorhees and Williams, 2006), which showed equivalent swim speeds, suggesting no motor impairments in TDP-43^KQ/KQ^ mice at 18 months of age (Figure 4—figure supplement 2D). While assessment of spatial learning showed a trend toward impaired acquisition learning (Figure 4E, F), we observed more prominent defects in reversal learning after moving the location of the platform, as determined by significant delays in escape latency. Our findings support deficits in cognitive flexibility in TDP-43^KQ/KQ^ mice (Figure 4G, H; Nicholls et al., 2008). We also analyzed cognitive impairments in heterozygous TDP-43^wt/KQ^ mice, which showed a mild intermediate phenotype (Figure 4—figure supplement 1).

To determine any ALS-like motor phenotypes, we assessed motor function and were surprised to find no overt signs of motor impairment in TDP-43^KQ/KQ^ mice at 18 months of age. TDP-43^KQ/KQ^ mice performed similarly to WT littermates as assessed by rotarod testing (Figure 4—figure supplement 3C, D) and in grip strength as measured using digital force meters (Figure 4—figure supplement 3E). Moreover, there were no differences in swim speed or distance traveled in an open field at any age tested (Figure 4—figure supplement 3A, B). We note that we cannot currently exclude the possibility of more subtle motor phenotypes or the emergence of motor defects in aged mice beyond 18 months old. The preferential deficits in learning and behavioral control support an age-dependent FTLD- or dementia-like phenotype in acetylation-mimic TDP-43^KQ/KQ^ mice.

### TDP-43^KQ/KQ^ mice show hallmarks of TDP-43 dysfunction in the absence of neurodegeneration

Given the preferential cognitive phenotype observed in TDP-43^KQ/KQ^ mice (Figure 4), we focused on the neocortex and hippocampus of aged animals. We examined neuronal density in the neocortex of 12- and 18-month-old TDP-43^wt^ and TDP-43^KQ/KQ^ mice by immunofluorescence, widefield microscopy, and quantitative image analysis of the NeuN-positive neuronal cell density and area occupied by NeuN-positive cells in the neocortex. We did not observe any evidence of neuron loss in the neocortex of TDP-43^KQ/KQ^ mice at 12 or 18 months of age (Figure 5A–C). Similarly, we observed no astrogliosis (GFAP intensity and area occupied by GFAP+ cells) or microgliosis (Iba1 intensity and area occupied by Iba1+ cells) in the neocortex or hippocampus (Figure 5—figure supplement 1).

**Figure 5.**
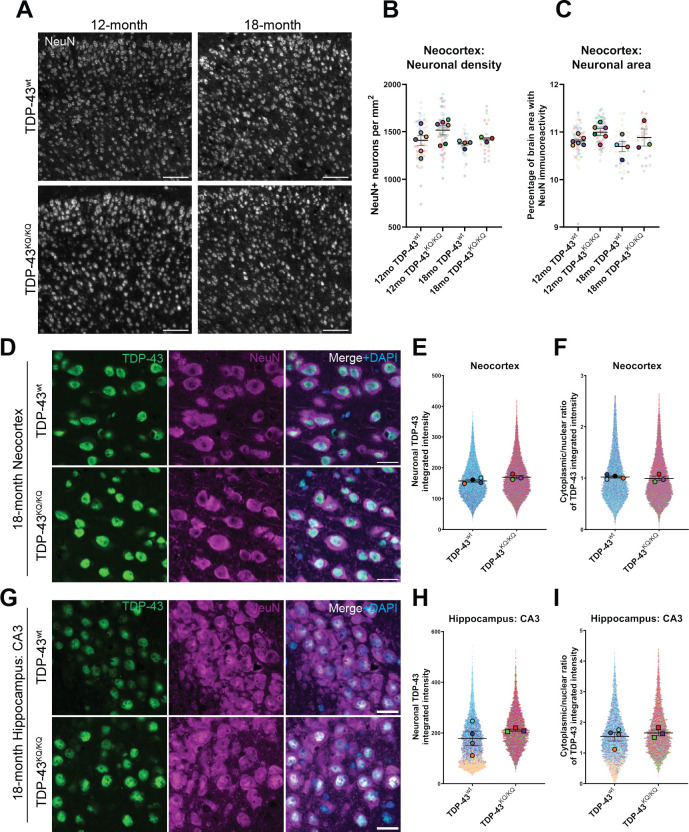
No evidence of neuronal loss in aged TDP-43^KQ/KQ^ mice with retention of predominantly nuclear TDP-43. (**A**) Representative confocal immunofluorescence images of NeuN+ neurons in the neocortex of 12- and 18-month TDP-43^wt^ or TDP-43^KQ/KQ^ mice. (**B**) Quantification of NeuN+ neurons per square millimeter (mm) in TDP-43^wt^ and TDP-43^KQ/KQ^ mice neocortex. (**C**) Quantification of the percent of neocortex area that is occupied by cells with NeuN immunoreactivity. Representative confocal images of neocortex (**D**) and hippocampus (**G**) sections from 18-month-old TDP-43^wt^ and TDP-43^KQ/KQ^ mice immunolabeled with TDP-43 (green), NeuN (magenta), and DAPI (blue). (**E, H**) Quantification of TDP-43 fluorescence intensity within NeuN+ neurons in the neocortex (**F**) or hippocampal CA3 region (**H**). (**F, I**) Quantification of the nuclear:cytoplasmic ratio of TDP-43 fluorescence intensity within NeuN+ neurons in the neocortex (**F**) and hippocampus (**I**). Scale bars = 100 µm (**A**), 20 µm (**D, G**). SuperPlots (Lord et al., 2020) show average value per animal in solid color bordered symbol (as mean ± standard error of the mean [SEM]) over top of semi-transparent individual values from each animal. One color represents one animal. Individual datapoints in (**B**) and (**C**) represent density in a single field of view, with 10–16 fields across 4 brain sections per animal, *n* = 3–4 mice per genotype of 18-month-old animals and *n* = 6 mice per genotype of 12-month-old animals. Individual datapoints in **E, F** and **H, I** represent values from a single neuron within one field of view, with 1000–5000 neurons per animal across 12–16 fields from 4 (neocortex) or 2 (hippocampus) brain sections of *n* = 3–4 mice per genotype of 18-month-old animals. Statistical analyses performed using linear mixed-effect models. Omission of asterisks indicates no statistical significance.

**Figure 5—figure supplement 1.**
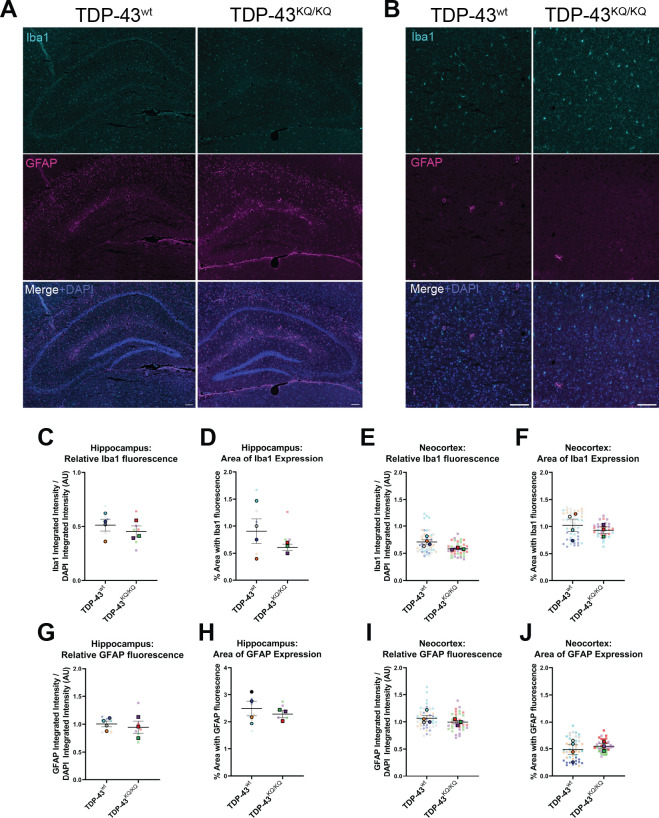
No evidence of astrogliosis or microgliosis in the hippocampus or neocortex of 18-month-old TDP-43^KQ/KQ^ mice. Representative widefield microscopy images of immunofluorescent labeling of microglia (Iba1+ cells, top panel), astrocytes (GFAP+ cells, middle panel) and a DAPI counterstain (merged image, bottom panel) of 18-month TDP-43^wt^ or TDP-43^KQ/KQ^ mouse hippocampus (**A**) and neocortex (**B**). Quantification of Iba1 protein expression as measured by the integrated intensity of Iba1 fluorescence relative to DAPI fluorescence in the hippocampus (**C**) and neocortex (**E**), and by the percent of the brain region occupied by Iba1 fluorescence in the hippocampus (**D**) and neocortex (**F**). (**G–J**) Quantification of GFAP protein expression as measured by the integrated intensity of GFAP fluorescence relative to DAPI fluorescence in the hippocampus (**C**) and neocortex (**E**), and by the percent of the brain region occupied by GFAP fluorescence in the hippocampus (**D**) and neocortex (**F**). SuperPlots (Lord et al., 2020) show average value per animal in a solid color bordered symbol (as mean ± standard error of the mean [SEM]) over top of semi-transparent individual values from each animal. One color represents one animal. Individual datapoints in C, D, G, H represent one image of bilateral hippocampi from a coronal brain section (two sections per animal). Individual datapoints in E, F, I, J represent one image of a unilateral segment of neocortex from a coronal brain section (6 sections per animal, total of 12 cortical regions imaged). For statistical analyses in **C–J**, average values from *n* = 4 TDP-43^wt^ and *n* = 3 TDP-43^KQ/KQ^ 18month mice were compared using unpaired student’s t-tests.

We next evaluated TDP-43 aggregation and cytoplasmic mislocalization in 18-month-old mice, a time at which cognitive deficits were most pronounced (de Boer et al., 2021; Neumann, 2009). We initially used confocal microscopy, and automated quantitative image analysis to assess TDP-43 morphology and localization in the neocortex and hippocampus, which did not reveal nuclear or cytoplasmic TDP-43-positive inclusions in any brain region or genotype (Figure 5D, G). In addition to searching for aggregate pathology, we also evaluated TDP-43 abundance, as measured by fluorescence intensity, in NeuN-positive neurons, as TDP-43 expression is altered in FTLD-TDP and other TDP-43 proteinopathies (Budini and Buratti, 2011; Mishra et al., 2007; Gitcho et al., 2009; Chen-Plotkin et al., 2008), and visualized the single-cell resolution data using SuperPlots (Lord et al., 2020). We observed trends toward elevated TDP-43 protein levels in the neocortex and the CA3 region of the hippocampus (Figure 5E, F) and potential subtle increases in the cytoplasmic to nuclear TDP-43 ratio within CA3 neurons (Figure 5G, J), however these effects were variable and not statistically significant. Given the technical challenge of accurate image segmentation at the subcellular level within tissue samples, we sought more sensitive methods to assess TDP-43 pathology in TDP-43^KQ/KQ^ mice.

We turned to an alternative biochemical approach of sequentially fractionating isolated hippocampus and neocortex tissue to generate soluble (Radioimmunoprecipitation assay (RIPA) buffer-extracted) and insoluble (Urea-extracted) protein fractions. TDP-43^KQ/KQ^ mouse neocortex harbored insoluble phosphorylated TDP-43 at the disease-associated Ser409/410 locus (Neumann et al., 2009) (p409/410) at 12 months of age, which was even more prominent at 18 months (Figure 6A, C), a timepoint at which TDP-43^KQ/KQ^ mice showed behavioral and cognitive defects (Figure 4). Notably, p409/410 abundance was minimal in the hippocampus of 12-month-old TDP-43^KQ/KQ^ mice but increased by 18 months (Figure 6D, F), coinciding with the onset of hippocampal-mediated learning deficits (Figure 4C). Though p409/410 was elevated in TDP-43^KQ/KQ^ mice, we were surprised to find that the total insoluble TDP-43 pool was not altered, suggesting that increased TDP-43 phosphorylation may precede overt conversion from soluble to insoluble TDP-43.

**Figure 6.**
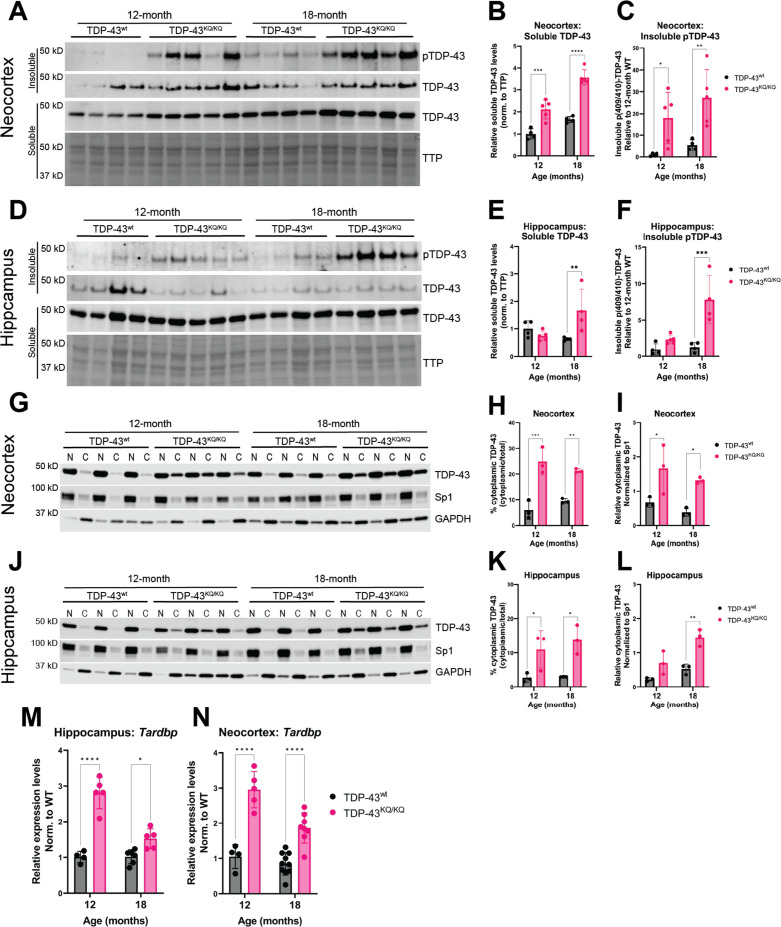
Hyperphosphorylated and mislocalized TDP-43 protein and autoregulated induction of the *Tardbp* transcript is found in the neocortex and hippocampus of aged TDP-43^KQ/KQ^ mice. (**A–F**) Western blot images comparing soluble and insoluble protein fractions in neocortex (**A**) and hippocampus (**D**) from TDP-43^wt^ and TDP-43^KQ/KQ^ mice at 12 and 18 months of age. Quantification of soluble TDP-43 protein levels in neocortex and hippocampus tissue relative to total transferred protein (TTP) (neocortex (**B**) *F*(1,14) = 97.67, p < 0.0001; hippocampus (**E**) main effect of genotype *F*(1,13) = 3.699, p = 0.0766 and main effect of genotype × age interaction *F*(1,13) = 10.21, p = 0.0070). Quantification of insoluble phosphorylated p(409/410)-TDP-43 levels in neocortex and hippocampus tissue [neocortex (**C**) *F*(1,14) = 18.81, p = 0.0007; hippocampus (**F**) *F*(1,13) = 23.07, p = 0.0003]. (**G–I**) Western blot images following isolation of soluble nuclear and cytoplasmic protein fractions from neocortex (**G**) and hippocampus (**J**) of TDP-43^wt^ and TDP-43^KQ/KQ^ mice at 12 and 18 months of age. (**J–L**) Quantification of cytoplasmic TDP-43 measured as percent of total TDP-43 in neocortex and hippocampus [neocortex (**H**) *F*(1,8) = 69.38, p < 0.0001; hippocampus (**K**) *F*(1,8) = 22.40, p = 0.0015] and relative cytoplasmic mislocalization of TDP-43 after normalizing to cytoplasmic/nuclear ratio of the nuclear Sp1 protein in neocortex and hippocampus (neocortex (**I**) *F*(1,8) = 19.79, p = 0.0021; hippocampus (**L**) *F*(1,8) = 29.94, p = 0.0006). *Tardbp* expression was analyzed by qPCR in the (**M**) hippocampus [*F*(1,16) = 76.86; p < 0.0001] and (**N**) neocortex [*F*(1,23) = 80.74; p < 0.0001] of TDP-43^KQ/KQ^ and TDP-43^wt^ mice at 12 and 18 months old. Relative expression (RQ) values in each sample were determined using the Plaff method and *B-actin* and *Pgk1* as housekeeping genes. (**A–F**) *n* = 4 TDP-43^wt^ and *n* = 5 TDP-43^KQ/KQ^ at all ages and regions except 18-month hippocampus *n* = 4 TDP-43^KQ/KQ^. (**F–L**) *n* = 4 all ages and regions. (**M**) Neocortex *n* = 4 12-month TDP-43^wt^, *n* = 5 12-month TDP-43^KQ/KQ^, *n* = 10 18-month TDP-43^wt^, *n* = 9 18-month TDP-43^KQ/KQ^. (**N**) Hippocampus *n* = 4 12-month TDP-43^wt^, *n* = 5 12-month TDP-43^KQ/KQ^, *n* = 6 18-month TDP-43^wt^, *n* = 6 18-month TDP-43^KQ/KQ^. Data are presented as mean ± standard deviation (SD). Two-way analysis of variance (ANOVA) followed by Šídák’s multiple comparisons test. *F* statistics represent the main effect of genotype unless otherwise stated. Statistical significance represented by asterisks, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Further statistical information is available in Figure 6—source data 1 file. Figures showing uncropped western blot images are available in Figure 6—source data 2 files. Full images of western blots are available in Figure 6—source data 3 files. Figure 6—source data 1.Complete statistical results and information for quantitative elements shown in Figure 6. Figure 6—source data 2.Figures showing uncropped western blot images of those presented in Figure 6A,D,G,J. Figure 6—source data 3.Full uncropped images of western blots shown in Figure 6.

**Figure 6—figure supplement 1.**
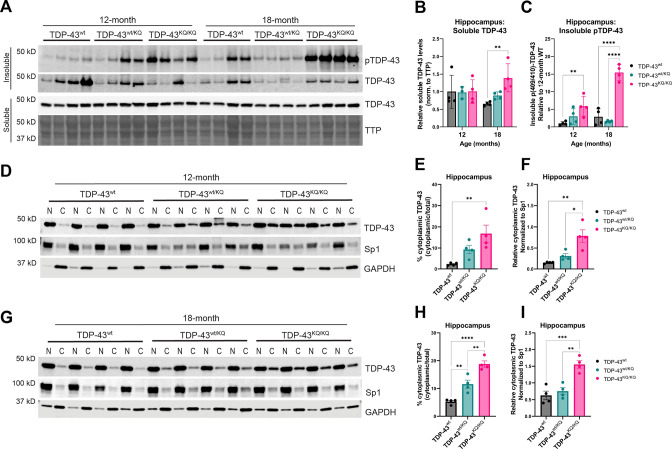
Intermediate levels of TDP-43 hyperphosphorylation and mislocalization in the hippocampus of aged heterozygous TDP-43^wt/KQ^ compared to TDP-43^wt^ and homozygous TDP-43^KQ/KQ^ mice. (**A**) Western blot images comparing soluble and insoluble protein fractions in the hippocampus from TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice at 12 and 18 months of age. (**B**) Quantification of soluble TDP-43 protein levels in hippocampus tissue relative to total transferred protein (TTP) [*F*(1,14) = 97.67, p < 0.0001 and main effect of genotype × age interaction *F*(1,13) = 10.21, p = 0.0070]. (**C**) Quantification of insoluble phosphorylated p(409/410)-TDP-43 levels in hippocampus [*F*(1,13) = 23.07, p = 0.0003]. (**D**) Western blot images following isolation of soluble nuclear and cytoplasmic protein fractions from the hippocampus of TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice at 12 months of age. Quantification of cytoplasmic TDP-43 measured as (**E**) a percent of total TDP-43 [*F*(1,8) = 22.40, p = 0.0015] and (**F**) relative cytoplasmic mislocalization of TDP-43 after normalizing to cytoplasmic/nuclear ratio of the nuclear Sp1 protein [*F*(1,8) = 29.94, p = 0.0006]. (**G**) Western blot images following isolation of soluble nuclear and cytoplasmic protein fractions from the hippocampus of TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice at 18 months of age. Quantification of cytoplasmic TDP-43 measured as (**H**) a percent of total TDP-43 [*F*(1,8) = 22.40, p = 0.0015] and (**I**) relative cytoplasmic mislocalization of TDP-43 after normalizing to cytoplasmic/nuclear ratio of the nuclear Sp1 protein [*F*(1,8) = 29.94, p = 0.0006]. (**A–I**) Hippocampus samples from *n* = 4 animals for each genotype and age tested. Data are presented as mean ± standard deviation (SD). (**B, C**) Two-way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons testing. (**E–H**) One-way ANOVA followed by Tukey’s multiple comparisons testing. *F* statistics represent the main effect of genotype unless otherwise stated. Statistical significance represented by asterisks, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Further statistical information is located in Figure 6—figure supplement 1—source data 1 file. Figures showing uncropped western blot images are available in Figure 6—figure supplement 1—source data 2 files. Full images of western blots are available in Figure 6—figure supplement 1—source data 3 files. Figure 6—figure supplement 1—source data 1.Complete statistical results and information for quantitative elements shown in Figure 6—figure supplement 1. Figure 6—figure supplement 1—source data 2.Figures showing uncropped western blot images of those presented in Figure 6—figure supplement 1A,D,G. Figure 6—figure supplement 1—source data 3.Full uncropped images of western blots shown in Figure 6—figure supplement 1.

**Figure 6—figure supplement 2.**
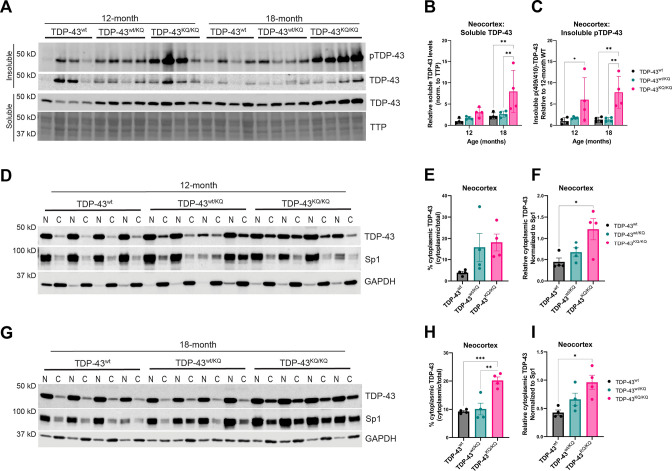
Intermediate levels of TDP-43 hyperphosphorylation and mislocalization in the neocortex of aged heterozygous TDP-43^wt/KQ^ compared to TDP-43^wt^ and homozygous TDP-43^KQ/KQ^ mice. (**A**) Western blot images comparing soluble and insoluble protein fractions in the neocortex from TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice at 12 and 18 months of age. (**B**) Quantification of soluble TDP-43 protein levels in hippocampus tissue relative to total transferred protein (TTP) [*F*(2,17) = 3.110, p = 0.0706]. (**C**) Quantification of insoluble phosphorylated p(409/410)-TDP-43 levels in neocortex [*F*(2,18) = 49.76, p < 0.0001]. (**D**) Western blot images following isolation of soluble nuclear and cytoplasmic protein fractions from the neocortex of TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice at 12 months of age. Quantification of cytoplasmic TDP-43 measured as (**E**) a percent of total TDP-43 [*F*(2,9) = 7.617, p = 0.0116] and (**F**) relative cytoplasmic mislocalization of TDP-43 after normalizing to cytoplasmic/nuclear ratio of the nuclear Sp1 protein [*F*(2,9) = 12.91, p = 0.0023]. (**G**) Western blot images following isolation of soluble nuclear and cytoplasmic protein fractions from the neocortex of TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice at 18 months of age. Quantification of cytoplasmic TDP-43 measured as (**H**) a percent of total TDP-43 [*F* (2,9) = 37.88, p < 0.0001] and (**I**) relative cytoplasmic mislocalization of TDP-43 after normalizing to cytoplasmic/nuclear ratio of the nuclear Sp1 protein [*F*(2, 9) = 19.09, p = 0.0006]. (**A–I**) Neocortex samples from *n* = 4 animals for each genotype and age tested. Data are presented as mean ± standard deviation (SD). (**B, C**) Two-way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons testing. (**E–H**) One-way ANOVA followed by Tukey’s multiple comparisons testing. *F* statistics represent the main effect of genotype unless otherwise stated. Statistical significance represented by asterisks, *p < 0.05, **p < 0.01, ***p < 0.001. Further statistical information is located in Figure 6—figure supplement 2—source data 1 file. Figures showing uncropped western blot images are available in Figure 6—figure supplement 2—source data 2 files. Full images of western blots are available in Figure 6—figure supplement 2—source data 3 files. Figure 6—figure supplement 2—source data 1.Complete statistical results and information for quantitative elements shown in Figure 6—figure supplement 2. Figure 6—figure supplement 2—source data 2.Figures showing uncropped western blot images of those presented in Figure 6—figure supplement 2A,D,G. Figure 6—figure supplement 2—source data 3.Full uncropped images of western blots shown in Figure 6—figure supplement 2.

**Figure 6—figure supplement 3.**
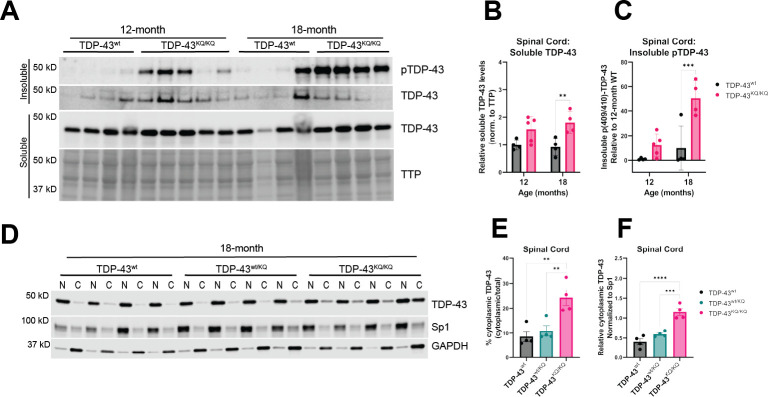
Spinal cord tissue from aged TDP-43^KQ/KQ^ mice contains insoluble, hyperphosphorylated, and mislocalized TDP-43. (**A**) Western blot images comparing soluble and insoluble protein fractions in spinal cord tissue from TDP-43^wt^ and TDP-43^KQ/KQ^ mice at 12 and 18 months of age. (**B**) Quantification of soluble TDP-43 protein levels in the spina cord relative to total transferred protein (TTP) [*F*(1,13) = 17.13, p = 0.0012]. (**C**) Quantification of insoluble phosphorylated p(409/410)-TDP-43 levels in spinal cord tissue [*F* (1,13) = 19.27, p = 0.0007]. (**D**) Western blot images following isolation of soluble nuclear and cytoplasmic protein fractions from the spinal cord of TDP-43^wt^, TDP-43^wt/KQ^, and TDP-43^KQ/KQ^ mice at 18 months of age. Quantification of cytoplasmic TDP-43 measured as (**E**) a percent of total TDP-43 [*F*(2,9) = 12.02, p = 0.0029] and (**F**) relative cytoplasmic mislocalization of TDP-43 after normalizing to cytoplasmic/nuclear ratio of the nuclear Sp1 protein [*F*(2,9) = 30.53, p < 0.0001]. (**B, C**) Two-way ANOVA followed by Tukey's multiple comparisons testing. (**E, F**) One-way ANOVA followed by Tukey’s multiple comparisons testing. All *F* statistics represent the main effect of genotype unless otherwise stated. Statistical significance represented by asterisks, **p<0.01, ***p<0.001, ****p<0.0001. Further statistical information is located in Figure 6—figure supplement 3—source data 1 file. Figures showing uncropped western blot images are available in Figure 6—figure supplement 3—source data 2 files. Full images of western blots are available in Figure 6—figure supplement 3—source data 3 files. Figure 6—figure supplement 3—source data 1.Complete statistical results and information for quantitative elements shown in Figure 6—figure supplement 3. Figure 6—figure supplement 3—source data 2.Figures showing uncropped western blot images of those presented in Figure 6—figure supplement 3A,D. Figure 6—figure supplement 3—source data 3.Full uncropped images of western blots shown in Figure 6—figure supplement 3.

We also examined soluble TDP-43 levels, as acetylation-induced loss of function may result in autoregulatory feedback that increases the production of TDP-43 (Budini and Buratti, 2011). The soluble TDP-43 pool was significantly increased in TDP-43^KQ/KQ^ at 12 months in the neocortex and at 18 months in both neocortex (Figure 6A, B) and hippocampus (Figure 6D, E), an indicator of autoregulated TDP-43 protein levels. Biochemical analysis of TDP-43 solubility and phosphorylation in heterozygous TDP-43^wt/KQ^ animals revealed no significant differences in soluble TDP-43 or insoluble p409/410 levels compared to TDP-43^wt^ mice (Figure 6—figure supplement 1A–C, Figure 6—figure supplement 2A–C). To assess TDP-43 mislocalization using a biochemical approach, we performed subcellular fractionation to isolate nuclear and cytoplasmic proteins from the neocortex and hippocampus and found a striking increase in cytoplasmic TDP-43 in TDP-43^KQ/KQ^ mice at both 12 and 18 months of age (Figure 6G–L). Similar to the intermediate levels of cognitive decline in heterozygous TDP-43^wt/KQ^ mice, we observed trends toward increased cytoplasmic TDP-43 in TDP-43^wt/KQ^ mice, particularly at 18 months old (Figure 6—figure supplement 1D–I, Figure 6—figure supplement 2D–I).

Finally, we evaluated whether TDP-43^KQ/KQ^ mice show TDP-43 dysfunction in the spinal cord. Surprisingly, TDP-43^KQ/KQ^ mice harbored insoluble p(409/410)-TDP-43 (Figure 6—figure supplement 3A, C) and moderate increases in cytoplasmic TDP-43 mislocalization (Figure 6—figure supplement 3D–F) in the spinal cord at 18 months old, despite the lack of any overt motor deficits in TDP-43^KQ/KQ^ animals (Figure 4—figure supplement 2). We thus found that a similar biochemical signature of TDP-43 abnormalities is present in the spinal cord, yet does not correlate with motor deficits in 12- to 18-month-old mice. Our findings suggest TDP-43 phosphorylation and mislocalization occur as early events, prior to the formation of mature TDP-43 inclusion pathology and may drive the progressive FTLD-TDP-like phenotype in TDP-43^KQ/KQ^ mice.

### Disease-linked transcriptomic and splicing defects are prevalent in acetylation-mimic TDP-43^KQ/KQ^ mice

TDP-43 acetylation drives RNA dissociation and loss of TDP-43 function (Cohen et al., 2015), implying that reduced RNA-binding capacity may impact transcriptional regulation and mRNA splicing (Duan et al., 2022; Sternburg et al., 2022; Hallegger et al., 2021). 

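Total RNA was sequenced from the neocortex and hippocampus of mice homozygous for the acetylation-mimic substitution in endogenous TDP-43 (TDP-43 KQ/KQ) and of TDP-43 wt mice, all 18 months old, after removal of ribosomal RNA. The neocortex is represented by 5 TDP-43 wt libraries (3 females, 2 males) and 6 TDP-43 KQ/KQ libraries (3 females, 3 males), and the hippocampus by 4 TDP-43 wt libraries (3 females, 1 male) and 5 TDP-43 KQ/KQ libraries (3 females, 2 males). The libraries come from 5 litters in the neocortex and 4 in the hippocampus, and in each region 2 of these litters are represented by 1 library. The labels do not state which neocortex and hippocampus libraries share a mouse, but the female libraries of the 2 regions agree in genotype, number and litter and are probably from the same 6 mice. The hippocampus males, all of litter 5, match neocortex TDP-43 wt male 2 and TDP-43 KQ/KQ males 2 and 3 in genotype and litter. Their numbers differ, but they may share mice too, and no fit or split joins them. The authors aligned reads to the mm10 mouse genome, estimated transcript abundance, applied a variance-stabilizing transformation and removed the effects of sex and litter. The deposited values are on a scale like log2, and each gene is given relative to its mean over the neocortex TDP-43 KQ/KQ libraries. They hold differences between libraries, but neither the expression level of a gene nor the sequencing depth, so the precision of each value was taken from the spread between libraries.
Genotype was tested in each region with limma, with sex and litter fitted again so that the degrees of freedom spent on removing them were not counted as free. This leaves 4 residual degrees of freedom in the neocortex and 3 in the hippocampus, and a library that is alone in its litter adds nothing to the genotype estimate. Hippocampus TDP-43 KQ/KQ female 3 is not alone in its litter but adds nothing to it either. Without that library the coefficients go from 6 to 5 and the residual degrees of freedom stay at 3. Without hippocampus TDP-43 wt male 1, litter 5 holds no TDP-43 wt library, and genotype rests on TDP-43 KQ/KQ female 1 against TDP-43 wt females 1 and 2. Without hippocampus TDP-43 KQ/KQ female 1, it rests on TDP-43 wt male 1 against TDP-43 KQ/KQ males 1 and 2. In these fits of the hippocampus alone 1 group is 1 library, so calls made or lost in them decide nothing. All log2 fold changes are TDP-43 KQ/KQ minus TDP-43 wt and are given with their standard error, and genes past a Benjamini-Hochberg adjusted p of 0.05 are called. After genes at the floor were left out, 18329 genes were tested in the neocortex and 18310 in the hippocampus. A second model took both regions in 1 fit with shared sex and litter terms (17863 genes, 11 residual degrees of freedom). On simulated values for 17863 genes, the regional model called 87 of 100 genes changed by 0.5 and 99 of 100 changed by 1 (log2) in the neocortex, and 50 and 95 of 100 in the hippocampus. These shares were obtained with 200 genes changed and need not hold in the real libraries. The count of 0 given below for the hippocampus thus does not show that few genes changed by this much.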

We performed total RNA sequencing to determine how mimicking TDP-43 acetylation affects RNA profiles in vivo. We examined the neocortex and hippocampus of 18-month-old TDP-43^wt^ or TDP-43^KQ/KQ^ mice, representing the regions and timepoints with the most striking biochemical and behavioral and abnormalities and identified nearly 400 differentially expressed genes (DEGs) in each brain region in TDP-43^KQ/KQ^ mice compared to TDP-43^wt^, after correcting for underlying batch effects. 

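In the neocortex, 7 genes passed the test, of which 2 rose and 5 fell in TDP-43 KQ/KQ mice. Beside Tardbp, the gene that rose was Spsb1 (0.55 ± 0.065, adjusted p = 0.0322), an adaptor that brings substrates to a ubiquitin ligase and that lies within 10 Mb of Tardbp on chromosome 4. The genes that fell were the guidance molecule Sema5b, the zinc finger gene Zfp180 (-0.50 ± 0.048, adjusted p = 0.0135), the homeobox gene Meis2 (-0.47 ± 0.048, adjusted p = 0.0139), the ubiquitin ligase subunit Gid4 (-0.54 ± 0.057, adjusted p = 0.0139) and the myeloid receptor Clec5a (-0.52 ± 0.055, adjusted p = 0.0140). Without single libraries these calls ended: the adjusted p of Zfp180 was 0.0721 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.105 without TDP-43 KQ/KQ female 1; 0.268 without TDP-43 wt male 2; 0.0512 without TDP-43 KQ/KQ male 2, that of Meis2 0.0721 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.136 without TDP-43 KQ/KQ female 1; 0.268 without TDP-43 wt male 2; 0.0534 without TDP-43 KQ/KQ male 2, that of Gid4 0.0741 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.268 without TDP-43 wt male 2; 0.0534 without TDP-43 KQ/KQ male 2, that of Clec5a 0.0611 without TDP-43 wt female 1; 0.0741 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.175 without TDP-43 KQ/KQ female 1; 0.208 without TDP-43 wt male 2; 0.0550 without TDP-43 KQ/KQ male 2, and that of Spsb1 0.0905 without TDP-43 wt female 1; 0.0633 without TDP-43 wt female 2; 0.0721 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.365 without TDP-43 KQ/KQ female 1; 0.426 without TDP-43 wt male 2; 0.0512 without TDP-43 KQ/KQ male 2. The log2 fold changes in these fits stayed close to those of all libraries, at -0.48 to -0.51 for Zfp180, -0.45 to -0.48 for Meis2, -0.46 to -0.55 for Gid4, -0.47 to -0.59 for Clec5a and 0.51 to 0.60 for Spsb1. With no filter on low values the neocortex fit called 0 genes (2573 at an unadjusted p under 0.05 by limma), so all 7 calls ended, Tardbp (adjusted p = 0.121) and Sema5b (adjusted p = 0.104) among them. That fit takes in 1816 genes at the floor. The prior degrees of freedom, which limma borrows across genes, were 1.21 in it against 5.35 with the filter. In the hippocampus limma called 0 genes, with 2224 at an unadjusted p under 0.05, against 2503 in the neocortex. Gid4 (-0.62 ± 0.077, adjusted p = 0.152) and the stress-induced arrestin Txnip (0.84 ± 0.10, adjusted p = 0.152) were among the genes of the hippocampus with the lowest p.
With both regions in 1 model, 40 genes were called in the neocortex (19 higher, 21 lower) and 69 in the hippocampus (25 higher, 44 lower), or 92 in either region. Of these, 6 rose and 11 fell in both regions, and none moved in opposite directions. The genes that passed in this model in the hippocampus include Txnip (0.69 ± 0.10, adjusted p = 0.00851) and Gid4 (-0.63 ± 0.056, adjusted p = 2.54e-04). With the libraries of a female mouse joined by a random effect, chosen after seeing the data, 36 and 51 were called. Of these, 35 and 51 were among the 40 and 69, so the other calls ended. Values given below for both regions in 1 model are without this random effect, and which single calls ended with it is not given. Of the study's own DEGs, 371 of the 371 tested in the neocortex and 385 of 385 in the hippocampus had the study's direction, which is no independent evidence since these are the same libraries. Without single libraries the model of both regions, with no random effect, called 7 (neocortex TDP-43 KQ/KQ female 1), 8 (neocortex TDP-43 wt female 2), 10 (neocortex TDP-43 wt female 3), 14 (neocortex TDP-43 wt male 2, hippocampus TDP-43 wt male 1), 15 (neocortex TDP-43 KQ/KQ male 2, hippocampus TDP-43 KQ/KQ female 1), 24 (neocortex or hippocampus TDP-43 KQ/KQ female 2), 117 (neocortex TDP-43 KQ/KQ male 1) or 123 (hippocampus TDP-43 wt female 2) genes in the neocortex, and 30 to 46 without the others except neocortex TDP-43 KQ/KQ female 3 (28). In the hippocampus it called 8 (hippocampus TDP-43 KQ/KQ female 1), 19 (hippocampus TDP-43 wt male 1), 28 (hippocampus TDP-43 KQ/KQ male 2), 33 (neocortex or hippocampus TDP-43 wt female 3), 38 (hippocampus TDP-43 wt female 2), 39 (neocortex TDP-43 wt male 2 or TDP-43 KQ/KQ male 2), 40 (neocortex TDP-43 wt female 1), 43 (hippocampus TDP-43 wt female 1), 45 (hippocampus TDP-43 KQ/KQ male 1), 46 (neocortex TDP-43 KQ/KQ female 1), 114 (hippocampus TDP-43 KQ/KQ female 3) or 137 (neocortex TDP-43 KQ/KQ male 1). Of the 8 genes, 1 was higher and 7 lower, and of the 19 genes, 2 were higher and 17 lower. So of the 25 rises called in the hippocampus with all libraries, at most 1 and 2 kept their call without these libraries. This holds for the rises in the hippocampus named below from this model.
In the fits of each region alone the counts also depend on single libraries and on the terms in the model. In the neocortex 0 genes were called without TDP-43 wt male 2, and 1 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1. There were 2 without TDP-43 KQ/KQ male 2 and 3 without TDP-43 KQ/KQ female 1. In the hippocampus the fit without TDP-43 wt male 1 rests on 1 TDP-43 KQ/KQ library, so its count is not given. With genotype as the only term, 2745 and 373 genes passed, but on simulated values this model gave 16.3% and 10.9% of 17663 unchanged genes a p under 0.05.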

As expected by acetylation-induced loss of TDP-43 function and subsequent autoregulation, the *Tardbp* transcript was increased (Supplementary file 1a, b). 

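Tardbp encodes TDP-43, which binds its own transcript and lowers its level, and its transcript was higher in every TDP-43 KQ/KQ library than in every TDP-43 wt library of the same region. In the neocortex the deposited values were -1.00 ± 0.062 (mean ± SD, n = 5) in TDP-43 wt mice and 0 ± 0.095 (n = 6) in TDP-43 KQ/KQ mice, where 0 is the mean of the neocortex TDP-43 KQ/KQ libraries for every gene (exact permutation p = 0.00216, two-sided). In the hippocampus they were -0.82 ± 0.19 (n = 4) and 0.011 ± 0.11 (n = 5; exact permutation p = 0.00794, two-sided). Each of these is the smallest p that the numbers of libraries allow, and both are approximate, since the permutation ignores litter and sex, whose earlier removal leaves the libraries not fully exchangeable. With sex and litter in the model, Tardbp rose in the neocortex (0.99 ± 0.069, adjusted p = 0.00192), where the call ended only without TDP-43 wt male 2 (log2 fold change 0.86, adjusted p = 0.0775) among the libraries left out in turn, and with no filter on low values (adjusted p = 0.121). In the hippocampus the change was of similar size (0.86 ± 0.13, adjusted p = 0.204) and passed with both regions in 1 model (0.83 ± 0.095, adjusted p = 0.00163). No difference between the regions was called for Tardbp (adjusted p = 0.900). The gene lies on chromosome 4 from 148612382 to 148627084 in the GRCm38 (mm10) assembly.

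**Figure D1:**
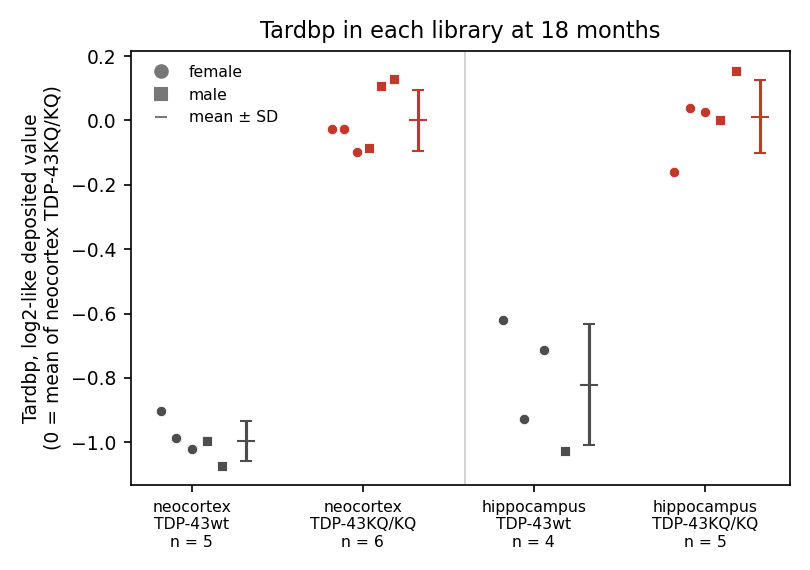
Tardbp in each library at 18 months, on the deposited log2-like scale on which 0 is the mean of the neocortex TDP-43 KQ/KQ libraries. Circles are females, squares are males, and bars show mean ± SD.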

Follow-up RT-qPCR analysis confirmed a two- to threefold increase in *Tardbp* expression in the neocortex and hippocampus (Figure 6M, N), as well as the spinal cord (Figure 7—figure supplement 1A), which correlated with increased TDP-43 protein levels (Figure 6B, E; Figure 6—figure supplement 3A–C).

We then clustered the DEGs based on their up- or downregulation and the brain region affected (Figure 6), which revealed largely similar patterns of transcriptional alterations, with some distinct differences (Figure 7, Figure 7—figure supplement 2, Supplementary file 1a, b). 

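Genes that the study lists as changed in one region mostly had the same sign in the other region, with smaller medians. Among its genes higher in the neocortex alone, 144 of 164 were also higher in the hippocampus, with a median log2 fold change of 0.24 in the neocortex and 0.13 in the hippocampus. Among those higher in the hippocampus alone, 94 of 105 were higher in the neocortex (medians 0.36 in the hippocampus and 0.087 in the neocortex). The genes lower in the neocortex alone were lower in the hippocampus for 84 of 92 (-0.23 in the neocortex, -0.13 in the hippocampus), and those lower in the hippocampus alone were lower in the neocortex for 136 of 164 (-0.27 and -0.066). All 48 genes higher in both regions and all 68 lower in both kept their direction in both, with medians of 0.30 and 0.33, and of -0.28 and -0.33, in the neocortex and hippocampus.
The difference between the regions was tested for each gene, and limma called 0 of 17863 genes (1654 at an unadjusted p under 0.05; 0 and 1041 with shared sex and litter terms). These tests take all libraries as independent, although the female ones are probably paired by mouse and males of litter 5 may be. With each female mouse as a random effect, chosen after seeing the data, 855 genes differed between the regions with sex and litter terms for each region and 0 with shared terms (1488 at an unadjusted p under 0.05 by limma). The 855 became 0 without the neocortex or hippocampus library of TDP-43 KQ/KQ female 1 or of TDP-43 wt female 2, and 5319 and 4845 without the neocortex or hippocampus library of TDP-43 wt female 1, and the mouse correlation behind them went from -0.047 to 0.88 (0.63 with all), so whether single genes differ between the regions is not settled here. Adjusted over the list alone, the difference passed for 43 of the 105 genes higher in the hippocampus alone and 39 of the 164 lower there alone, and for none of the genes listed in the neocortex alone; with both regions in 1 model these counts were 0 and 28, and 14 of the genes higher and 4 of those lower in the neocortex alone. The study formed these groups from the same libraries by whether each region passed, so they are no independent evidence of a difference.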

To investigate the potential biological implications of the altered transcriptome, we performed Gene Ontology (GO) term enrichment analyses on DEGs identified in each of the six clusters (Supplementary file 1c). In both brain regions, the most highly downregulated genes were involved in developmental processes, including many related to CNS development and maintenance, such as neurogenesis (e.g., *Sema5b*, *Rnd2*, *Brinp1*), gliogenesis (e.g., *Tlr2*, *Olig2*, *Sox10*), and myelination (e.g., *Nkx2-2*, *Nkx6-2*, *Sox10*). 

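All 7 of these genes beside Sema5b were lower in TDP-43 KQ/KQ mice in both regions. Sox10 and Nkx2-2, transcription factors that drive oligodendrocyte differentiation, were -0.56 ± 0.096 and -0.42 ± 0.077 in the hippocampus and -0.35 ± 0.084 and -0.28 ± 0.064 in the neocortex, and Nkx6-2, which acts in the same lineage, -0.70 ± 0.088 and -0.42 ± 0.11. Olig2, needed to specify that lineage, was -0.19 ± 0.058 in the neocortex and -0.22 ± 0.081 in the hippocampus. Tlr2, a receptor of innate immunity found mainly on microglia, was -0.32 ± 0.068 and -0.24 ± 0.070. Rnd2, which guides the migration of young neurons, was -0.21 ± 0.056 and -0.27 ± 0.081, and Brinp1, which restrains the cell cycle of neural precursors, -0.20 ± 0.062 and -0.27 ± 0.064. None of the 7 passed over all genes (adjusted p 0.178 to 0.274 in the neocortex and 0.152 to 0.357 in the hippocampus). Without TDP-43 wt male 1 the log2 fold change of Nkx6-2 in the hippocampus was -0.87. With both regions in 1 model Nkx2-2 fell in the neocortex (adjusted p = 0.0449). Sox10, Nkx2-2 and Nkx6-2 fell in the hippocampus in that model (adjusted p = 0.0155, 0.00576 and 0.0232). For none of the 7 did the difference between the regions pass (adjusted p 0.71 to 0.958). The neocortex TDP-43 KQ/KQ male 3 library stood apart from the other TDP-43 KQ/KQ libraries in Rnd2 (-0.094, others -0.0056 to 0.038).
Genes of the oligodendrocyte lineage were tested as lists set by hand. Of 22 oligodendrocyte and myelin genes, of which 5 are in the study's tables, 22 were lower in the neocortex and 21 in the hippocampus (medians -0.15 and -0.33; -0.24 to -0.099 without single libraries in the neocortex), with the myelin genes Ermn, Bcas1 and Gjb1 leading in the neocortex and Mag and Gjb1 in the hippocampus. No member passed over all genes in either region fitted alone (1 fell in the hippocampus with both regions in 1 model), and adjusted over the list alone 4 fell in the neocortex, and 18 fell and 1 (Enpp2, also abundant in the choroid plexus) rose in the hippocampus. The list passed in the neocortex (adjusted p = 1.36e-07 by camera, adjusted p = 0.555 with an estimated correlation) and in the hippocampus (adjusted p = 4.63e-13 by camera, adjusted p = 0.311 with an estimated correlation). Astrocyte (median -0.17, -0.26 to -0.094 without single libraries), homeostatic microglia (-0.20, -0.27 to -0.077) and pan-neuronal genes (-0.13, -0.20 to -0.10) were lower in the hippocampus too. Meningeal (0.63, 0.35 to 0.74 without single libraries) and choroid plexus genes (1.63, 0.30 to 2.99) were higher there. A fall of oligodendrocyte genes in the hippocampus is thus not told from a different mix of tissues in the libraries. In the neocortex homeostatic microglia (median -0.19), disease-associated microglia (-0.17), astrocyte (-0.091) and striatal neuron genes (-0.34) were lower as well. Pan-neuronal genes were at -0.032 there and glutamatergic synapse genes at 0.065. A different mix of tissues is not told apart in the neocortex either. Of 10 oligodendrocyte transcription factors, of which 6 are in those tables, 7 were lower in the neocortex (median -0.068, -0.13 without TDP-43 wt male 2 and -0.038 without TDP-43 KQ/KQ female 1; adjusted p = 0.0402 by camera, adjusted p = 0.509 with an estimated correlation) and 9 in the hippocampus (-0.25; adjusted p = 9.39e-06 by camera, adjusted p = 0.311 with an estimated correlation); adjusted over the list alone 4 and 6 fell. The neocortex call of these factors ended when some libraries were left out (adjusted p = 0.0775 without TDP-43 wt female 1; 0.0915 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.0712 without TDP-43 KQ/KQ female 1). The 11 oligodendrocyte precursor genes, among them C1ql1, Vcan and Pdgfra, did not pass in the neocortex (median -0.032, -0.059 to 0.0054 without single libraries; adjusted p = 0.461) or the hippocampus (0.019, -0.064 to 0.076 without single libraries; adjusted p = 0.362). As many of the 33 lists were called in 48 of 100 splits of the same libraries in the neocortex and in 16 of 100 in the hippocampus. Other splits called a median of 12 and 11, against 13 and 18 here. With an estimated correlation between genes 0 passed.

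**Figure D2:**
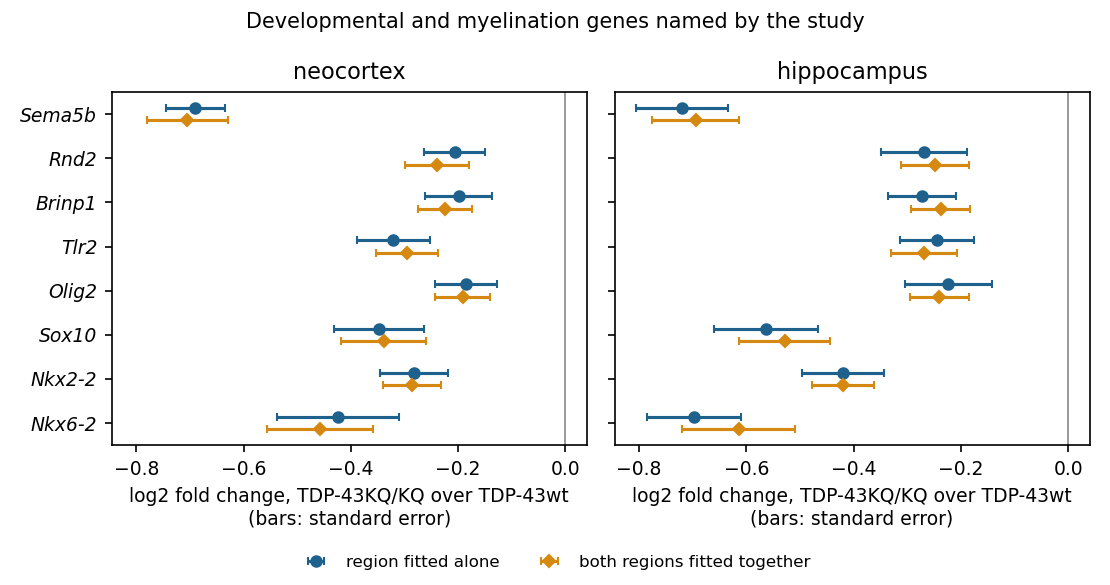
Log2 fold changes of Sema5b and 7 other genes, in each region fitted alone (circles) and in the fit of both regions together (diamonds). Bars show standard errors.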

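Sema5b encodes a transmembrane semaphorin that steers growing axons and removes synapses. It fell in the TDP-43 KQ/KQ neocortex (-0.69 ± 0.056, adjusted p = 0.00367) and had a value of the same size in the hippocampus (-0.72 ± 0.086, adjusted p = 0.152), where it passed with both regions in 1 model (-0.69 ± 0.080, adjusted p = 0.00163). On the deposited scale the neocortex libraries were at 0.71 ± 0.059 (mean ± SD) in TDP-43 wt mice against 0 ± 0.10 in TDP-43 KQ/KQ mice, and the hippocampus libraries at 0.41 ± 0.14 against -0.29 ± 0.079. Among the genes the study lists as reduced, Sema5b had the lowest log2 fold change in the neocortex (rank 1 of 160) and in the hippocampus (rank 1 of 232). Between the regions Sema5b did not differ past the threshold (adjusted p = 0.969). The neocortex call ended without some libraries (adjusted p = 0.0505 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.208 without TDP-43 wt male 2), with log2 fold changes of -0.66 to -0.63, and with no filter on low values (adjusted p = 0.104).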

*Sema5b* was the most dramatically reduced transcript in the hippocampus, and the third most highly reduced in the cortex (Supplementary file 1a, b) with a twofold reduction in expression in TDP-43^KQ/KQ^ mice. Downregulated genes in both the hippocampus and neocortex were also enriched for terms related to synapse homeostasis and transmembrane signaling, however the dysregulated pathways were distinct. 

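Gad1 and Gad2, which make GABA, Abat, which degrades it, and Gnb5, a G-protein subunit that shapes inhibitory receptor signalling, were lower in the TDP-43 KQ/KQ neocortex. Their log2 fold changes there were -0.22 ± 0.061, -0.32 ± 0.094, -0.21 ± 0.063 and -0.14 ± 0.054, and in the hippocampus -0.15 ± 0.084, -0.018 ± 0.082, -0.099 ± 0.075 and -0.059 ± 0.074. Over all genes none passed in the neocortex (adjusted p 0.244 to 0.324) or hippocampus (adjusted p 0.494 to 0.946); adjusted over the list alone, all 4 fell in the neocortex and 0 in the hippocampus, which is no independent evidence as the study chose them from these libraries. The difference between the regions did not pass for any (adjusted p 0.560 to 0.927), and the hippocampal value of Gad2 was 0.016 with both regions in 1 model.
A wider list of 25 GABAergic neuron and synapse genes, of which 7 are in the study's tables, was lower in both regions, for 21 members in the neocortex (median -0.13; adjusted p = 1.52e-06 by camera, adjusted p = 0.152 with an estimated correlation; adjusted p = 0.0227 by fry, a call that ended at 0.0846 without TDP-43 wt female 1; 0.138 without TDP-43 wt female 2; 0.380 without TDP-43 KQ/KQ female 1; 0.153 without TDP-43 wt male 2; 0.0688 without TDP-43 KQ/KQ male 2; 0.139 without TDP-43 KQ/KQ male 3) and 20 in the hippocampus (median -0.12, -0.19 to -0.097 without single libraries; adjusted p = 1.46e-05 by camera, adjusted p = 0.311 with an estimated correlation). The interneuron peptide genes Crhbp and Sst led in the neocortex, and Npy, Cort and Crhbp with the calcium buffer Pvalb in the hippocampus, where Npy (-0.44 ± 0.066), Sst (-0.43 ± 0.095) and Crhbp (-0.49 ± 0.10) fell with both regions in 1 model (adjusted p = 0.00338, 0.00773 and 0.0222). No member passed in either region fitted alone, and adjusted over the list alone 8 fell in the neocortex and 5 in the hippocampus. For this list the difference between the regions did not pass (adjusted p = 0.369). In the hippocampus pan-neuronal (median -0.13) and hippocampal subfield genes (-0.15) were lower too, while meningeal (0.63) and choroid plexus genes (1.63) were higher. A different mix of tissues in the libraries is thus not told there from a change of GABAergic genes, Npy, Sst and Crhbp among them.
Genes of striatal projection neurons, which also use GABA, were lower in the neocortex for all 22 tested (median -0.34; adjusted p = 1.79e-16 by camera, adjusted p = 0.501 with an estimated correlation). Meis2 fell over all genes (2 members with both regions in 1 model), and adjusted over the list alone 17 did, among them Penk (-0.67 ± 0.10) and Sh3rf2 (-0.50 ± 0.071). Without TDP-43 wt female 1, the TDP-43 wt library lowest in these genes, Penk and Sh3rf2 passed over all genes (adjusted p = 0.0145 and 0.0371). In the hippocampus the list did not pass (median -0.012, -0.047 to 0.0037 without single libraries; adjusted p = 0.706), and its difference between the regions did (adjusted p = 6.10e-10 by camera, adjusted p = 0.261 with an estimated correlation). These markers also varied together among neocortex libraries of 1 genotype. A different share of striatal tissue in the dissections is thus not told from a fall of GABAergic genes in the neocortex, Gad1 and Gad2 among them.
In the hippocampus, the postsynaptic scaffold gene Homer3 (-0.50 ± 0.10), the kinase genes Camk2a (-0.25 ± 0.087) and Camk4 (-0.12 ± 0.079), the synapse-to-nucleus messenger gene Nsmf (-0.28 ± 0.075) and the AMPA receptor subunit partner Cnih2 (-0.32 ± 0.086) were lower in TDP-43 KQ/KQ mice. Camk2a and Camk4 were both looked up, as Camk4a is not a mouse gene symbol. Over all genes none passed (adjusted p 0.263 to 0.570), and adjusted over the list alone 4 of the 5 fell. In the neocortex their values were near 0 (-0.0050, 0.084, -0.0077, 0.016 and -0.014, in that order), with the sign of Homer3, Camk4, Nsmf and Cnih2 changing when single libraries were left out. No difference between the regions passed for these genes with libraries taken as independent (adjusted p 0.328 to 0.847). With each female mouse as a random effect it passed for Homer3, Nsmf and Cnih2 (adjusted p 0.0248 to 0.0411), which ends without single libraries of TDP-43 KQ/KQ female 1 or TDP-43 wt female 2. Of 27 glutamatergic synapse genes, of which the study lists 7, 23 were lower in the hippocampus (median -0.14; adjusted p = 2.82e-06 by camera, adjusted p = 0.311 with an estimated correlation), led by Camk2b (-0.34 ± 0.071), which fell there with both regions in 1 model (adjusted p = 0.00698). In the neocortex 19 were higher (median 0.065, adjusted p = 0.0546 by camera; adjusted p = 0.0108 without TDP-43 wt female 1; 0.0303 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1). None of the 27 passed over all genes in either region fitted alone, 4 fell in the hippocampus adjusted over the list alone, and the list's difference between the regions passed (adjusted p = 1.27e-09 by camera, adjusted p = 0.224 with an estimated correlation). The fall in the hippocampus is not particular to glutamatergic genes: 14 of 15 pan-neuronal genes were also lower there (median -0.13), as were marker genes of hippocampal subfields (median -0.15). Oligodendrocyte and myelin (-0.33), homeostatic microglia (-0.20, -0.27 to -0.077 without single libraries) and astrocyte genes (-0.17, -0.26 to -0.094) were lower too. Meningeal (median 0.63, 0.35 to 0.74 without single libraries) and choroid plexus genes (1.63, 0.30 to 2.99) were higher, as were pericyte and smooth muscle (0.22) and reactive astrocyte genes (0.11). A different mix of tissues in the libraries is thus not told from a change of synaptic genes.

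**Figure D3:**
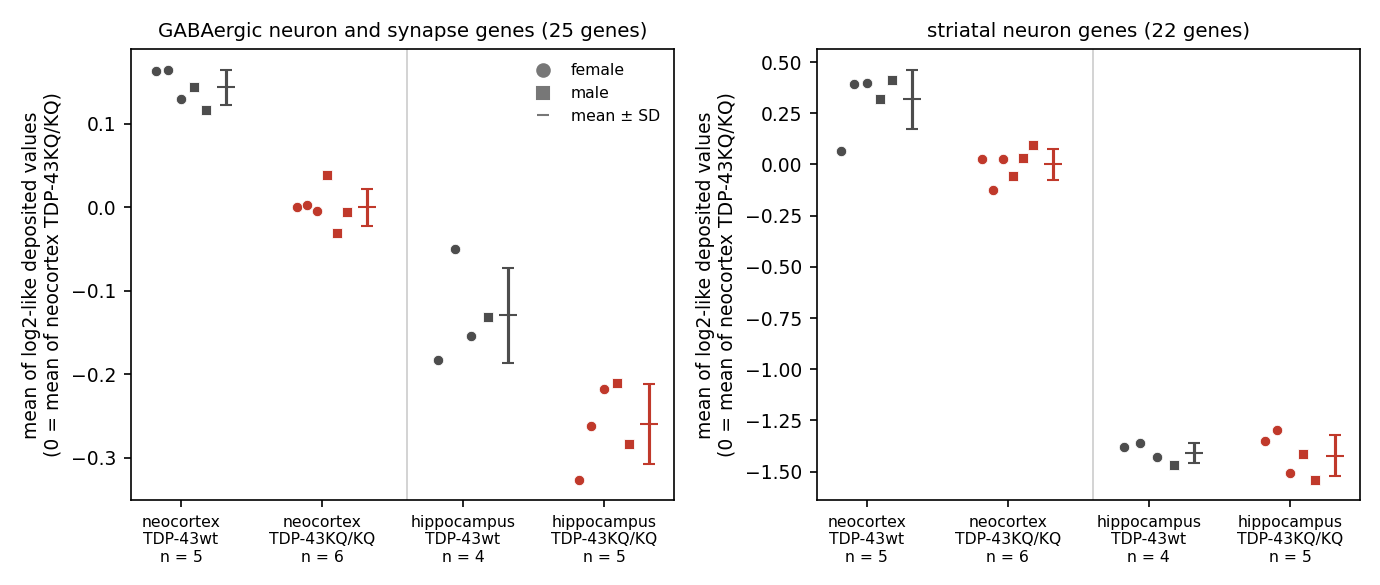
Mean of the deposited log2-like values over the GABAergic neuron and synapse genes (left) and the striatal neuron genes (right) in each library. Circles are females, squares are males, and bars show mean ± SD.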

Genes related to GABAergic synapses (e.g., *Gad1*, *Gad2*, *Abat*, *Gnb5*) were selectively downregulated in the neocortex, while trans-synaptic signaling and ion transport mechanisms (e.g., *Homer3*, *Camk4a*, *Nsmf*, *Cnih2*) were decreased in the hippocampus.

**Figure 7.**
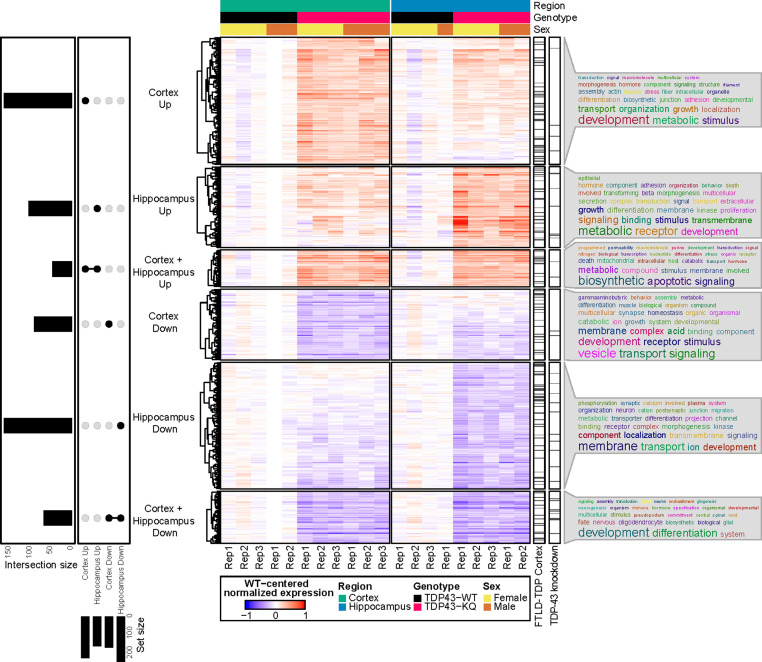
RNA sequencing of aged TDP-43^KQ/KQ^ mouse brain reveals dysregulation of neurodegeneration and FTLD-TDP-associated pathways. Genes differentially expressed between TDP-43^KQ/KQ^ (TDP43-KQ) and TDP-43^wt^ (TDP43-WT) cortex and hippocampus were compared and their intersections were defined as six gene groups, as represented by an UpSet plot (left). Normalized gene expression values, centered around the mean of TDP-43^wt^ samples for each brain region, were then hierarchically clustered and plotted as a heatmap (center, red indicates expression higher than that of WT, blue indicates expression lower than WT). Genes that were significantly altered in human FTLD-TDP temporal and/or frontal cortex (Hasan et al., 2022, ‘FTLD-TDP Cortex’ bar), or striatal mouse brain TDP-43-knockdown (Polymenidou et al., 2011, ‘TDP-43 knockdown’ bar) were demarcated with tick marks. Each gene group was assessed for over-enrichment of Gene Ontology terms and these results were summarized as word clouds (right). Neocortex *n* = 5 TDP-43^wt^, *n* = 6 TDP-43^KQ/KQ^; hippocampus *n* = 4 TDP-43^wt^, *n* = 5 TDP-43^KQ/KQ^.

**Figure 7—figure supplement 1.**
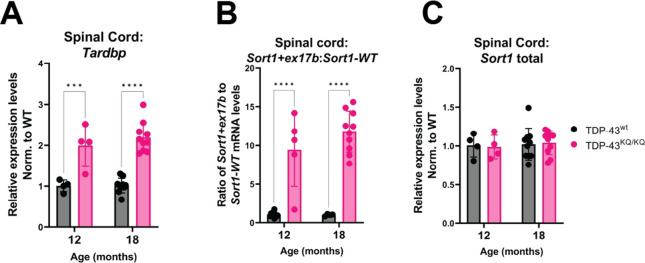
Spinal cord tissue from TDP-43^KQ/KQ^ mice shows evidence of altered TDP-43 autoregulation and aberrant splicing of *Sort1* compared to TDP-43^wt^. (**A**) *Tardbp* expression was analyzed by qPCR in the spinal cord of TDP-43^wt^ and TDP-43^KQ/KQ^ animals at 12 and 18 months old [*F*(1,24) = 68.79, p < 0.0001]. qPCR analysis of WT and TDP-43^KQ/KQ^ spinal cord tissue samples using primers specific for *Sort1* splice variants to show (**B**) the ratio of *Sort1-ex17b:Sort1-WT* mRNA levels [*F*(1,25) = 92.18, p < 0.0001] and (**C**) total *Sort1* mRNA levels. Relative expression (RQ) values in each sample were determined using the Plaff method and *B-actin* and *Pgk1* as housekeeping genes. Data are presented as mean ± standard deviation (SD) and *F* statistic represents main effect of genotype, unless otherwise stated. Two-way analysis of variance (ANOVA) followed by Šídák’s multiple comparisons test. ***p <0 .001, ****p < 0.0001. Further statistical information is available in Figure 7—figure supplement 1—source data 1 file. Figure 7—figure supplement 1—source data 1.Complete statistical results and information for quantitative elements shown in Figure 7—figure supplement 1.

**Figure 7—figure supplement 2.**
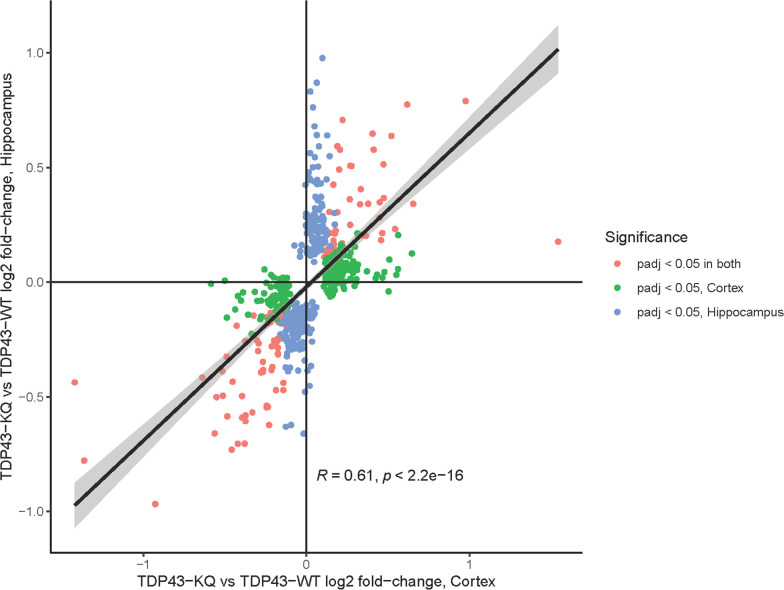
Significant correlation between differentially expressed genes (DEGs) in the neocortex and hippocampus of TDP-43^KQ/KQ^ mice. Scatterplot and smoothed linear model relating the log2 fold change of DEGs in the hippocampus and neocortex of TDP-43^KQ/KQ^ (TDP43-KQ) compared to TDP-43^wt^ (TDP43-WT) mice at 18 months old. DEGs that are only significant in the hippocampus are colored in blue, DEGs that are significant only in the neocortex are colored in green, and DEGs significant in both tissues are colored in pink. Log2 fold changes were moderately correlated (Pearson correlation coefficient *R* = 0.61) and the relationship was statistically significant (p < 0.0001).

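Over the 640 genes that the study lists in either region and that were tested in both, log2 fold changes in the neocortex and hippocampus had Pearson's r = 0.687 (Spearman's rho 0.709), and 89.5% of the genes had the same sign in both. The correlation is across genes, which are not independent replicates, so no p is given for it. Leaving out each library in turn gave r from 0.642 (without hippocampus TDP-43 wt female 2) to 0.725 (without hippocampus TDP-43 wt female 1). Over all 17863 genes tested in both regions r was 0.311, with 63.7% of the genes of the same sign; with both regions in 1 model it was 0.485, with 67.5%. The study chose the 640 genes from the same libraries, and its removal of sex and litter was made over both regions jointly. The genes called in both regions with both in 1 model were Ahsa2, Klf15, Mlph, Spsb1, Tardbp and Trp53inp1, which rose, and Alox5, Ccl28, Cdc42ep1, Cdc42ep2, Gid4, Gpr84, Nkx2-2, Sema5b, Spop, Synrg and Zfp180, which fell. Over the 92 genes called in either region in that model, r was 0.862.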

In contrast, there was significant upregulation of cellular stress response genes (*Sesn1*, *Nrros*, *Plat*, *Klf15*) and many apoptotic regulators (e.g., *Trp53inp1*, *Pmaip1*, *Bcl2l1*, *Plekhf1*) in both the hippocampus and neocortex, along with an over-representation of GO terms related to metabolism, localization, and cell adhesion (Figure 7, Supplementary file 1c). 

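Klf15, a transcription factor switched on by glucocorticoids, was higher in TDP-43 KQ/KQ mice in the neocortex (0.43 ± 0.070) and hippocampus (0.38 ± 0.084), as were the stress sensor Sesn1 (0.20 ± 0.047 and 0.22 ± 0.071) and Nrros, which limits reactive oxygen species in myeloid cells (0.33 ± 0.081 and 0.37 ± 0.079). The plasminogen activator Plat was 0.30 ± 0.068 in the neocortex. Among regulators of cell death, the p53-induced gene Trp53inp1 was 0.50 ± 0.11 and 0.67 ± 0.086, the pro-apoptotic BH3-only gene Pmaip1 0.33 ± 0.066 and 0.32 ± 0.087, the anti-apoptotic Bcl2l1 0.14 ± 0.051 and 0.25 ± 0.074, and Plekhf1, which links lysosomes to apoptosis, 0.35 ± 0.080 and 0.36 ± 0.088. None of the 8 passed over all genes (adjusted p 0.135 to 0.298 in the neocortex and 0.152 to 0.308 in the hippocampus). Adjusted over the list alone, all 4 stress genes and all 4 regulators of cell death rose in both regions, which is no independent evidence as the study chose them from these libraries. With both regions in 1 model, Klf15 (adjusted p = 0.0117 and 0.0363) and Trp53inp1 (adjusted p = 0.0340 and 0.0132) rose in both regions and Pmaip1 in the hippocampus (adjusted p = 0.0364).
Of 22 p53 target genes, 15 were higher in the neocortex (median 0.033, 0.0046 to 0.077 without single libraries) and 16 in the hippocampus (median 0.12, 0.040 to 0.17 without single libraries), led by Pmaip1, Trp53inp1, Sesn1 and Dram1 in the neocortex and Trp53inp1, Apaf1, Perp and Pmaip1 in the hippocampus. No p53 target passed over all genes in either region fitted alone, and adjusted over the list alone 5 and 4 rose. The list passed in the neocortex (adjusted p = 0.0496 by camera, adjusted p = 0.501 with an estimated correlation) and hippocampus (adjusted p = 0.00386 by camera, adjusted p = 0.311 with an estimated correlation), but not without the 6 members in the study's tables (adjusted p = 0.840 and 0.477). The study chose those members by their change in these same libraries, so their removal cannot count against the list. Nor are the calls with them independent evidence. The neocortex call also ended without single libraries (adjusted p = 0.0850 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.49 without TDP-43 wt male 2; 0.0790 without TDP-43 KQ/KQ male 2; 0.0507 without TDP-43 KQ/KQ male 3). Of 19 BCL2 family and caspase genes, 14 were higher in the neocortex (median 0.044, 0.0062 to 0.098 without single libraries; adjusted p = 0.0696 by camera; adjusted p = 0.0301 without TDP-43 wt male 2; 0.0328 without TDP-43 KQ/KQ male 3; 0.0422 with both regions in 1 model, where adjusted p = 0.510 with an estimated correlation) and 8 in the hippocampus (median -0.023, -0.033 to 0.0080 without single libraries; adjusted p = 0.774); none passed over all genes in either region fitted alone, and adjusted over the list alone 2 rose in the neocortex and 0 in the hippocampus.
Of 24 glucocorticoid-responsive genes, 19 were higher in each region, with Klf15, Errfi1, Sgk1 and Arrdc2 leading in the neocortex and Txnip, Pdk4, Tsc22d3 and Klf15 in the hippocampus. Their median log2 fold change was 0.33 in the neocortex (adjusted p = 5.22e-08 by camera, adjusted p = 0.501 with an estimated correlation) and 0.37 in the hippocampus (adjusted p = 2.22e-07 by camera, adjusted p = 0.311 with an estimated correlation). No member passed over all genes in either region fitted alone, and adjusted over the list alone 15 rose and 1 fell in the neocortex, and 11 rose and 1 fell in the hippocampus. With both regions in 1 model Klf15 rose over all genes in the neocortex, and 4 members (Txnip, Klf15, Pdk4 and Sgk1) in the hippocampus; adjusted over the list alone 14 rose and 1 fell, and 12 rose and 1 fell. Without the 12 members in the study's tables the list did not pass in either region (adjusted p = 0.398 and 0.416). This cannot count against the list, since the study chose those members by their change in the same libraries. For the same reason the calls with these 12 members are no independent evidence, as the list was written after the study's tables had been read.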

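F3, which encodes tissue factor and starts coagulation, was 0.29 ± 0.084 in the TDP-43 KQ/KQ hippocampus, Plat, the tissue plasminogen activator that dissolves clots, 0.51 ± 0.096, and Cd59a, which blocks the last step of the complement cascade, 0.69 ± 0.14. In the neocortex F3 was 0.070 ± 0.053 and Cd59a 0.22 ± 0.093. In the hippocampus none passed over all genes (adjusted p 0.254 to 0.293). Without TDP-43 wt male 1 the log2 fold change of Cd59a there was 1.02. F3 and Plat rose in the hippocampus with both regions in 1 model (adjusted p = 0.0445 and 0.0165). Adjusted over the list alone, all 3 rose in the hippocampus and 1 in the neocortex, which is no independent evidence since the study chose these genes from these libraries. No difference between the regions passed for them with libraries taken as independent (adjusted p 0.461 to 0.663). With each female mouse as a random effect it passed for Cd59a (adjusted p = 0.0353), but not without single libraries of TDP-43 KQ/KQ female 1 or TDP-43 wt female 2.
Of 26 coagulation and complement genes, of which 7 are in the study's tables, 15 were higher in the hippocampus, among them Plat and Cd59a, and 17 were lower in the neocortex. The list did not pass in the hippocampus (median 0.090, 0.017 without TDP-43 wt female 2; adjusted p = 0.0768; adjusted p = 0.0122 without TDP-43 KQ/KQ female 1; with both regions in 1 model it passed, with a median of 0.19 and adjusted p = 0.0155 by camera, adjusted p = 0.300 with an estimated correlation) or the neocortex (median -0.074, 0.019 without TDP-43 KQ/KQ female 1; adjusted p = 0.143; adjusted p = 0.00655 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1, again toward lower values; median 0.00096, adjusted p = 0.429 with both regions in 1 model). No member passed over all genes in either region fitted alone; adjusted over the list alone 9 rose and 5 fell in the hippocampus (C1qa, C1qb, C1qc, C3 and F10, though with both regions in 1 model C3 was -0.085 ± 0.47 and F10 0.073 ± 0.19), and 1 rose and 1 fell in the neocortex. For the list the difference between the regions passed (adjusted p = 0.00285 by camera, adjusted p = 0.294 with an estimated correlation).
Genes of the meninges and of the choroid plexus, tissues that adjoin the hippocampus, were higher in the TDP-43 KQ/KQ hippocampus. All 22 meningeal and perivascular fibroblast genes were higher (median 0.63, 0.35 without TDP-43 wt male 1; adjusted p = 3.55e-17 by camera, adjusted p = 0.311 with an estimated correlation), of which 4 are in the study's tables, led by Bmp7, Col1a2, Lum and Slc13a4, and all 17 choroid plexus genes (median 1.63, 0.30 without TDP-43 KQ/KQ female 1 and 2.99 without TDP-43 wt male 1; adjusted p = 4.63e-13 by camera, adjusted p = 0.311 with an estimated correlation), led by Wfikkn2, Kcnj13, Steap1 and Prlr, with 1 in those tables. None passed over all genes, and adjusted over the list alone 17 and 17 rose. With both regions in 1 model 9 and 1 did, with medians of 0.49 and 1.07, and 1 meningeal gene rose over all genes. Permutation of the list means, which ignores litter and sex, gave p = 0.0238 and 0.127 (adjusted p = 0.0655 and 0.182). Without TDP-43 wt male 1 the log2 fold changes of Kcnj13, Prlr, Slc13a4, Steap1, Wfikkn2 and Lum ran from 0.85 in Lum to 3.89 in Prlr. That fit sets TDP-43 KQ/KQ female 1 alone against 2 TDP-43 wt libraries. Col1a2 passed without TDP-43 wt female 1 (adjusted p = 0.0348). On the deposited scale the mean of the choroid plexus genes ran from 0.31 to 3.30 in TDP-43 KQ/KQ hippocampus libraries, the highest in TDP-43 KQ/KQ female 1, and from -0.12 to 1.76 in TDP-43 wt libraries. In the neocortex the meningeal genes had a median of 0.0084 (-0.098 to 0.16 without single libraries; adjusted p = 0.378; adjusted p = 2.98e-08 without TDP-43 KQ/KQ female 1) and the choroid plexus genes a median of -0.16 (-0.53 to 0.15 without single libraries; adjusted p = 0.211; adjusted p = 0.0373 without TDP-43 wt female 2; 4.02e-08 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1), and the difference between the regions passed for both lists (adjusted p = 2.91e-17 and 1.87e-14 by camera, adjusted p = 0.224 and 0.280 with an estimated correlation).

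**Figure D4:**
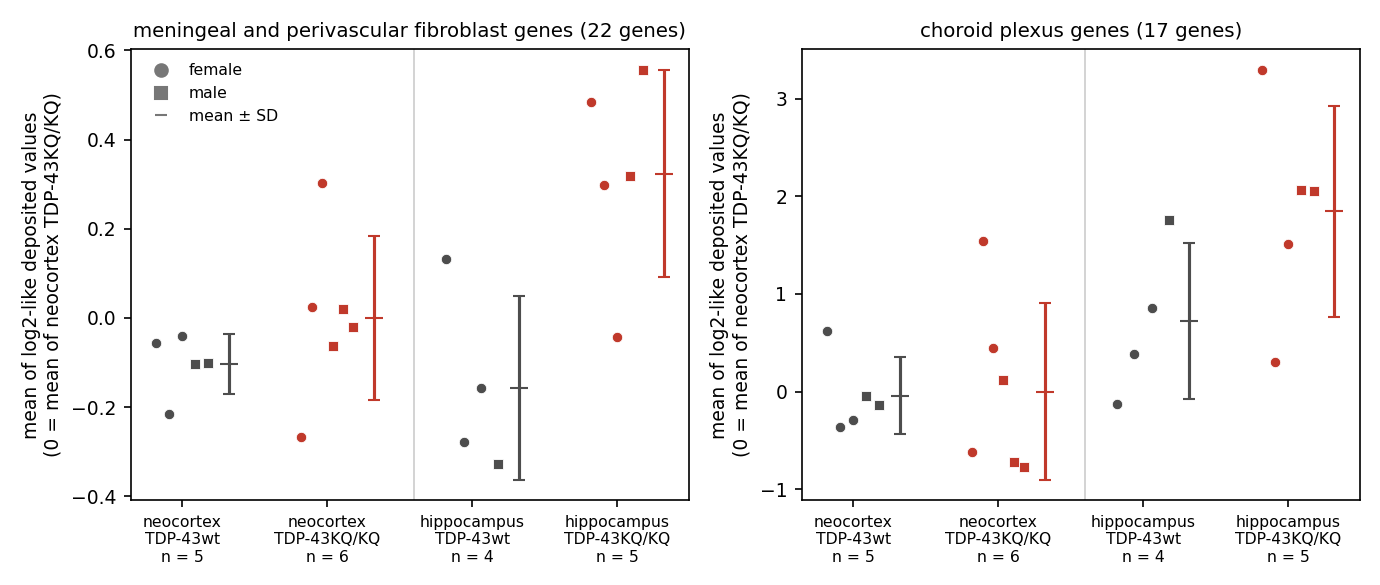
Mean of the deposited log2-like values over the meningeal and perivascular fibroblast genes (left) and the choroid plexus genes (right) in each library. Circles are females, squares are males, and bars show mean ± SD.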

Several pathways were uniquely altered including coagulation and complement cascades, which were only upregulated in the hippocampus (e.g., *F3*, *Plat*, *Cd59a*). Interestingly, while genes associated with trans-synaptic signaling were decreased in the hippocampus, another set of genes involved in this same pathway was upregulated in the cortex (e.g.*, Syt7*, *Synpo*, *Nptx1*, *Spg11*) (Supplementary file 1c).

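The calcium sensor of transmitter release Syt7 (0.25 ± 0.071), the spine apparatus gene Synpo (0.21 ± 0.052), the neuronal pentraxin Nptx1, which gathers AMPA receptors (0.31 ± 0.076), and Spg11, needed for axonal and lysosomal upkeep (0.24 ± 0.068), were higher in the TDP-43 KQ/KQ neocortex. In the hippocampus Syt7, Synpo and Nptx1 were on the other side of 0 (-0.059 ± 0.078, -0.031 ± 0.064 and -0.16 ± 0.13) and Spg11 was 0.13 ± 0.085; the sign of Nptx1 there changed without TDP-43 KQ/KQ female 1 (0.011). None of the 4 passed over all genes in the neocortex (adjusted p 0.215 to 0.248) or the hippocampus (adjusted p 0.57 to 0.863), and with both regions in 1 model the lowest neocortex value was that of Synpo (adjusted p = 0.0653). Adjusted over the list alone, all 4 rose in the neocortex and 0 in the hippocampus, which is no independent evidence, as the study took these genes from the same libraries. For none of the 4 did the difference between the regions pass with libraries taken as independent (adjusted p 0.337 to 0.862). It passed for Syt7, Synpo and Nptx1 with each female mouse as a random effect (adjusted p 0.0278 to 0.0372), but not without single libraries of TDP-43 KQ/KQ female 1 or TDP-43 wt female 2.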

Given the cognitive defects in TDP-43^KQ/KQ^ mice, we sought to draw parallels between the TDP-43^KQ/KQ^ mouse and the human FTLD-TDP transcriptome. 

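The human FTLD-TDP data are not analysed here; the genes that the study lists as shared with them were followed in the mouse libraries. The 28 genes that the study lists as lower in the TDP-43 KQ/KQ hippocampus and in FTLD-TDP frontal cortex include the secretory granule gene Chgb (-0.39 ± 0.087), the synaptic vesicle gene Rph3a (-0.30 ± 0.068), the potassium channel genes Kcnab2 (-0.29 ± 0.066) and Kcnv1 (-0.48 ± 0.11), and the calcium sensor Hpca (-0.39 ± 0.088). All 28 were lower in the hippocampus here (median -0.20), 0 fell over all genes and 20 fell adjusted over the list alone. Pan-neuronal and hippocampal subfield genes were also lower there (medians -0.13 and -0.15). Meningeal (0.63, 0.35 to 0.74 without single libraries) and choroid plexus genes (1.63, 0.30 to 2.99) were higher. A different mix of tissues in the libraries therefore stays open for these 28. With both regions in 1 model Kcnab2, Hpca and the Numb-like gene Numbl fell (adjusted p = 0.0391, 0.0382 and 0.0416). The 22 genes shared with temporal cortex were also all lower (median -0.23; 0 fell over all genes, 16 adjusted over the list alone), and a different mix of tissues stays open for them too. In the neocortex these genes went both ways, with medians of -0.012 and -0.026, and the difference between the regions did not pass for Chgb, Rph3a, Kcnab2, Kcnv1 or Hpca with libraries taken as independent (adjusted p 0.328 to 0.884). With each female mouse as a random effect it passed for all of these but Kcnv1 (adjusted p 0.0248 to 0.0325), though not without single libraries of TDP-43 KQ/KQ female 1 or TDP-43 wt female 2.
The 21 genes given in the study's text as higher in the TDP-43 KQ/KQ hippocampus and in FTLD-TDP frontal cortex (the heading of this overlap says lower, while the study's own DEG table has them higher) include the collagen gene Col1a2 (1.00 ± 0.13), also a member of the meningeal list, the endoplasmic reticulum stress gene Herpud1 (0.47 ± 0.079), the transcription factor Atoh8 (0.36 ± 0.068) and the transporter Slc16a9 (0.67 ± 0.13). All were higher in the hippocampus (median 0.36; 0 rose over all genes, 20 adjusted over the list alone), and Herpud1 and Wdsub1 rose with both regions in 1 model (adjusted p = 0.00983 and 0.0293). Without TDP-43 wt male 1 the log2 fold change of Slc16a9 was 0.99, and without TDP-43 wt female 1 Col1a2 passed (adjusted p = 0.0348). In the neocortex 20 of the 21 were higher (median 0.073). As the study chose all these genes from the same libraries, their directions are no independent evidence.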

Comparison of the DEGs in TDP-43^KQ/KQ^ mice to the mouse orthologs of those found in FTLD-TDP frontal or temporal cortex tissue (Hasan et al., 2022) revealed marked overlap between our mouse and their human datasets (Figure 7, see ‘FTLD-TDP Cortex’ bar), particularly in the hippocampus, as measured by statistical enrichment analyses that found over-representation of FTLD-TDP DEGs in our TDP-43^KQ/KQ^ dataset (Supplementary file 1d; p = 0.0003 ‘Hippocampus Down’ vs Downregulated in FTLD-TDP frontal cortex; p = 0.0014 ‘Hippocampus Down’ vs Downregulated in FTLD-TDP temporal cortex; p = 0.0048 ‘Hippocampus Up’ vs Upregulated in FTLD-TDP frontal cortex). A similar alignment comparing DEGs from TDP-43^KQ/KQ^ mice to those following TDP-43 knockdown in mouse striatum also identified commonly altered genes, particularly in the TDP-43^KQ/KQ^ downregulated gene sets (Figure 7, see ‘TDP-43 knockdown’ bar; Supplementary file 1d; p = 0.019 ‘Hippocampus Down’ vs Downregulated in TDP-43-KD; p = 0.046 ‘Cortex Down + Hippocampus Down’ vs Upregulated in TDP-43-KD). 

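The data of the TDP-43 knockdown in striatum are not analysed here. The 8 genes that the study lists as lower in the TDP-43 KQ/KQ hippocampus and after knockdown include Lynx1, which restrains nicotinic receptors (-0.40 ± 0.063), the secreted signal Wnt9a (-0.45 ± 0.098), the potassium channel subunit Kcnmb4 (-0.37 ± 0.086) and the perineuronal net gene Hapln4 (-0.50 ± 0.12). All 8 were lower in the hippocampus (median -0.34; 0 fell over all genes, 7 adjusted over the list alone), with Lynx1 falling when both regions were in 1 model (adjusted p = 0.0391), and in the neocortex 6 were lower (median -0.077). Pan-neuronal and hippocampal subfield genes were lower in the hippocampus too (medians -0.13 and -0.15), while meningeal and choroid plexus genes were higher (0.63 and 1.63). A different mix of tissues in the libraries thus stays open for these 8. The 6 genes listed as lower in both regions but higher after knockdown are Tlr2, Plek, Ptpn6, Irf8, C1qb and Olig2, of which the first 5 belong to microglia and other myeloid cells. Their medians were -0.25 in the neocortex and -0.25 in the hippocampus, all 6 were lower in both, 0 fell over all genes and 6 in each region adjusted over the list alone; Irf8, a transcription factor of microglia, fell in the hippocampus with both regions in 1 model (-0.30 ± 0.058, adjusted p = 0.0393). Homeostatic microglia genes were lower in general (medians -0.19 in the neocortex and -0.20 in the hippocampus, there -0.077 without TDP-43 KQ/KQ female 1). Hippocampus TDP-43 wt female 2 stood apart in their mean (0.41, other TDP-43 wt libraries 0.078 to 0.12). A change of the first 5 genes is thus not told from a general fall of microglial genes. The lists of 8 and of 6 genes were chosen by the study from these libraries and are no independent evidence.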

Taken together, we identified distinct FTLD-TDP signatures including altered synaptic gene expression and stress response signaling that reflect acetylation-induced TDP-43 dysfunction.

Alternative splicing defects, particularly impaired repression of cryptic exons, due to TDP-43 dysregulation are strongly implicated in FTLD and ALS pathogenesis (Melamed et al., 2019; Ma et al., 2022; Ling et al., 2015; Arnold et al., 2013; Prudencio et al., 2020; Humphrey et al., 2017). In line with our findings above that TDP-43^KQ/KQ^ mouse primary cortical neurons in vitro show splicing deficits (Figure 2E, F), we identified widespread splicing alterations in vivo. Analysis of TDP-43^KQ/KQ^ neocortex identified 289 differentially spliced genes (DSGs), with 81.7% of loci containing at least one cryptic splice junction, and 29.8% containing two cryptic splice junctions (Supplementary file 1e). In the hippocampus, we found 126 DSGs, 77.0% of which contain a cryptic splice junction and 41.3% that are formed by two cryptic splice sites (Supplementary file 1f). The alternative splicing events were relatively consistent between brain regions, as over 70% of the DSGs identified in the hippocampus were also present in the cortex. Among the most significant DSGs identified were known TDP-43 splicing targets (e.g., *Kcnip2*, *Pdp1*, *Poldipp3*, *Ppfibp1*, *Dnajc5*, *Tmem2*, *Sort1*) (Fratta et al., 2018; Arnold et al., 2013; Polymenidou et al., 2011), transcripts associated with particular neurodegenerative diseases (e.g., *Mapt*, *Atxn1*, *Lrrk2*) (Trabzuni et al., 2012; Park et al., 2016; Giesert et al., 2013; Lacognata et al., 2015; Rosas et al., 2020; Manek et al., 2020; Banfi et al., 1994), and also many robustly altered transcripts that are poorly characterized but linked to neurodegeneration (e.g., *Nrxn3*, *Nos1*, *Arfgef2*, *Arhgap10*, *Lrp8*, *Smarca4*, *Rims2*). Of all identified DSGs, the most substantially altered transcript was *Sort1,* encoding the Sortilin-1 (Sort1) protein. We noticed that exclusion of a *Sort1* 3′ exon was reduced by 55.9% in TDP-43^KQ/KQ^ cortex and by 57.0% in the hippocampus (Figure 8A), such that the aberrantly spliced *Sort1* transcript was the predominant variant detected, comprising nearly 80% of all *Sort1* transcripts, aligning with our findings from TDP-43^KQ/KQ^ primary mouse cortical neurons.

**Figure 8.**
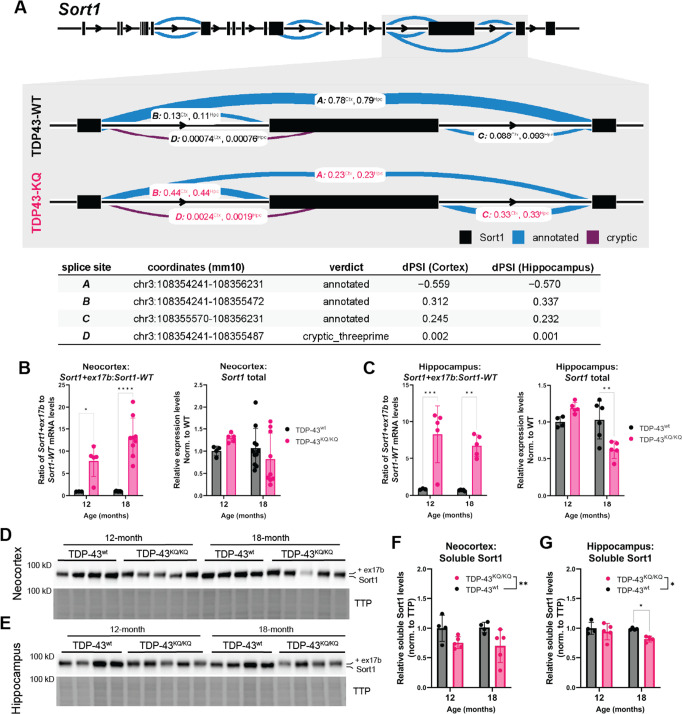
Dysfunctional splicing regulation of the *Sort1* transcript in TDP-43^KQ/KQ^ mice. (**A**) Differential splicing analysis of TDP-43^wt^ and TDP-43^KQ/KQ^ neocortex (Ctx) and hippocampus (Hpc) using LeafCutter (Li et al., 2018) (visualized with LeafViz Knowles, 2022) demonstrates reduction in exclusion of a 3′ exon within the *Sort1* transcript. Diagram in (**A**) shows full-length *Sort1* gene in upper panel and highlights the differentially spliced region in gray. Chromosomal location, intron start and end points, annotation status, and Δ percent spliced in (dPSI) of the intronic region is listed in the lower table. qPCR analysis of additional WT and TDP-43^KQ/KQ^ neocortex (**B**) and hippocampus (**C**) samples using primers specific for *Sort1* splice variants to show the ratio of *Sort1-ex17b:Sort1-WT* mRNA levels and total *Sort1* mRNA levels [**B** neocortex; *Sort1-ex17b:Sort1-WT* ratio, *F*(1,22) = 51.85, p < 0.0001; *Sort1* total, *F*(1,25) = 0.01856, p = 0.8927; **C** hippocampus; *Sort1-ex17b:Sort1-WT* ratio, *F*(1,14) = 39.54, p < 0.0001, *Sort1* total *F*(1,16) = 2.086, p = 0.1679]. (**D–G**) Images of western blots probed for Sort1 protein from neocortex (**D**) and hippocampus (**E**) lysates from 12- and 18-month-old mice. The Sort1 protein band intensity is plotted relative to total transferred protein (TTP) and quantified in **F, G** [neocortex, *F*(1,14) = 9.308, p = 0.0086; hippocampus, *F*(1,13) = 6.117, p = 0.0280]. (**A**) Neocortex *n* = 5 TDP-43^wt^, *n* = 6 TDP-43^KQ/KQ^; hippocampus *n* = 4 TDP-43^wt^, *n* = 5 TDP-43^KQ/KQ^. (**B**) Neocortex *n* = 3 12-month TDP-43^wt^, *n* = 5 12-month TDP-43^KQ/KQ^, *n* = 9 18-month TDP-43^wt^, *n* = 9 18-month TDP-43^KQ/KQ^. (**C**) Hippocampus *n* = 3 12-month TDP-43^wt^, *n* = 5 12-month TDP-43^KQ/KQ^, *n* = 5 18-month TDP-43^wt^, n = 5 18-month TDP-43^KQ/KQ^. (**D–G**) *n* = 4 12-month TDP-43^wt^, *n* = 5 12-month TDP-43^KQ/KQ^, *n* = 4 18-month TDP-43^wt^, *n* = 4 (hippocampus) or *n* = 5 (neocortex) 18-month TDP-43^KQ/KQ^. Data are presented as mean ± standard deviation (SD). Two-way analysis of variance (ANOVA) followed by Šídák’s multiple comparisons test. *F* statistics represent main effect of genotype, unless otherwise stated. Statistical significance is represented by asterisks, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Further statistical information is located in Figure 8—source data 1 file. Figures showing uncropped western blot images are available in Figure 8—source data 2 files. Full images of western blots are available in Figure 8—source data 3 files. Figure 8—source data 1.Complete statistical results and information for quantitative elements shown in Figure 8. Figure 8—source data 2.Figures showing uncropped western blot images of those presented in Figure 8D,E. Figure 8—source data 3.Full uncropped images of western blots shown in Figure 8.

SORT1, the human homolog of mouse Sort1, is a highly expressed neurotrophic factor receptor that binds progranulin (PGRN) and regulates endosomal/lysosomal function through a pathway that is genetically linked to FTLD-TDP (Carlo et al., 2014; Hu et al., 2010; Xu et al., 2019; Pallesen and Vaegter, 2012; Mohagheghi et al., 2016). Because TDP-43 depletion results in *SORT1* exon 17b inclusion, this leads to the production of a soluble and putatively toxic SORT1 variant that is increased in FTLD-TDP patients (Prudencio et al., 2012; Tann et al., 2019; Polymenidou et al., 2011). To confirm that the altered 3′ splicing in our sequencing data was indeed *Sort1* exon 17b inclusion, we performed qPCR using primers specific for the mouse *Sort1+ex17b* transcript or the appropriately spliced variant (*Sort1-WT*), and a primer pair that recognizes all *Sort1* variants (*Sort1* total) on tissues isolated from TDP-43^KQ/KQ^ or WT mice (Prudencio et al., 2012). We found the ratio of aberrant *Sort1-ex17b* to appropriately spliced *Sort1-WT* was increased approximately 10-fold in the neocortex (Figure 8B) and hippocampus (Figure 8C) of TDP-43^KQ/KQ^ mice at both 12 and 18 months of age, which corroborates our RNA sequencing analysis showing that the exon-included *Sort1+ex17b* variant predominates in these tissues. The total level of *Sort1* transcript in vivo varied with age, with slightly increased levels at 12 months and reduced levels at 18 months of age, suggestive of a negative feedback mechanism regulating *Sort1* expression. Spinal cord tissue revealed similar levels of abnormal *Sort1* splicing in TDP-43^KQ/KQ^ animals at 12 and 18 months of age, however total *Sort1* mRNA expression did not significantly change with age (Figure 7—figure supplement 1B, C).

To determine whether the *Sort1+ex17b* transcript in TDP-43^KQ/KQ^ mice leads to the generation of a distinct Sort1 protein product, we immunoblotted hippocampus and cortex homogenates and identified a higher molecular weight Sort1 variant in TDP-43^KQ/KQ^ compared to WT mice (Figure 8D, E), consistent with *Sort1* exon 17b inclusion. The abnormal Sort1 protein showed decreased steady-state stability in TDP-43^KQ/KQ^ mice, as suggested by reduced protein levels in acetylation-mimic animals, compared to controls (Figure 8F, G). These data are strongly suggestive of failure to repress exon inclusion in TDP-43^KQ/KQ^ mice, leading to an altered Sort1-progranulin axis and supporting an aberrant splicing profile that resembles alterations seen in human FTLD-TDP.

## Discussion

Here, we developed novel neuronal and mouse models of RNA-binding deficient acetylation-mimic TDP-43 (TDP-43^K145Q^). Using a combination of molecular, cellular, and transcriptomic readouts combined with in vivo behavioral assays, we provide evidence that aberrant TDP-43^K145Q^ recapitulates key hallmarks of TDP-43 proteinopathies, including altered TDP-43 solubility and localization, impaired autoregulation, and abnormal splicing function. Taken together, our findings suggest that TDP-43 acetylation-induced dysfunction likely contributes to disease progression.

Our prior mass spectrometry analysis originally identified acetylated lysines K145 and K192 (Cohen et al., 2015), though a more recent study identified residues K84 (within the NLS) and K136 (within RRM1) as additional lysine residues of interest (Garcia Morato et al., 2022). Any normal physiological or cellular role for TDP-43 acetylation remains unclear. However, given its impact on RNA binding, one can imagine TDP-43 acetylation may fine-tune TDP-43’s normal nuclear and cytoplasmic functions, but becomes corrupted due to aging and/or stress exposure (Ebert et al., 2022). It is likely that acetylation within the RRMs generally impairs TDP-43 RNA-binding function, as multiple studies have shown that acetylation-mimic TDP-43^K136Q^ or TDP-43^K145Q^ variants phenocopy one another, with both showing nuclear foci formation and reduced affinity for target RNAs. Therefore, deficiency in RNA binding may explain why acetylation, or acetylation-mimic mutations within RRM1, alter TDP-43 dynamics and lead to pathology. Indeed, RNA-binding deficient TDP-43, including RRM mutations or deletions, showed increased TDP-43 phase separation, aggregation, nuclear egress, and neurotoxicity (Kuo et al., 2014; Garcia Morato et al., 2022; Yu et al., 2021; Chiang et al., 2016). Conversely, enhancing RNA binding was suggested to mitigate these phenotypes (Mann and Donnelly, 2021; Mann et al., 2019; Grese et al., 2021), in part due to TDP-43 retention within the nucleus (Duan et al., 2022). Thus, impaired RNA binding achieved by excessive lysine acetylation, or other RRM modifications, likely promotes TDP-43 pathogenesis in the form of mislocalization, aggregation, RNA dysregulation, and impaired autoregulation, as we observe with the TDP-43^K145Q^ models described in this study.

Primary TDP-43^KQ/KQ^ knock-in mouse and human iPSC-derived cortical neurons formed nuclear TDP-43+ foci that were exacerbated by acute oxidative stress. The acetylation-induced loss of RNA binding likely destabilized TDP-43 thus creating a more aggregate-prone conformation that can be further exacerbated by stressors (e.g, sodium arsenite) and likely other factors. Based on our original description of these TDP-43 foci, and several more recent studies of acetyl-mimic TDP-43 variants (Garcia Morato et al., 2022; Yu et al., 2021; Keating et al., 2023), the nuclear TDP-43+ foci observed in our neuronal models likely represent a spectrum of phase-separated structures, including anisosomes (Yu et al., 2021), and more immobile gel-like or solid aggregates. Future studies are needed to determine the molecular composition of these TDP-43+ foci, which could lead to a better understanding of their biogenesis, progression, and perhaps their dissolution. For example, it is conceivable that re-establishing TDP-43/RNA interactions could alleviate TDP-43 foci formation, suppress aggregation, and provide potential therapeutic avenues for us to consider (Maharana et al., 2018).

Homozygous TDP-43^KQ/KQ^ knock-in mice showed impaired cognitive function, as well as behavioral disinhibition in the absence of overt motor deficits up to 18 months of age, supporting an FTLD-like phenotype in this model. The progressive behavioral defects and parallel increases in insoluble phosphorylated TDP-43 in the neocortex and hippocampus are also consistent with age as a driver of the FTLD-TDP phenotype. Even heterozygous TDP-43^wt/KQ^ mice showed intermediate levels of both cognitive impairment and biochemical perturbations when compared to wild-type and homozygous littermates, suggesting a dose-dependent effect of TDP-43 acetylation. We were surprised to find no overt motor deficits at 18 months old despite the presence of mislocalized and phosphorylated TDP-43 in the spinal cord of TDP-43^KQ/KQ^ mice. We speculate this could be due to any of the following non-mutually exclusive possibilities. (1) The levels of insoluble phosphorylated TDP-43 in the spinal cord have not crossed a critical threshold required for functional decline. (2) There is a time-dependent delay in the accumulation of TDP-43 and the onset of motor symptoms that could emerge beyond 18 months, which will require additional studies in aged cohorts of mice. (3) Spinal motor neurons in mice may possess some intrinsic resilience that suppresses functional decline. (4) It is possible that TDP-43^KQ/KQ^ mice do indeed show subtle motor deficits that could be detected by more sensitive measures, such as electromyography-based techniques (Arnold et al., 2015; Shefner, 2001), for which future studies are warranted. (5) Finally, it remains plausible that phosphorylated TDP-43 is not inherently toxic or associated with functional decline in the spinal cord or other tissues (Gruijs da Silva et al., 2022; Li et al., 2011).

TDP-43^KQ/KQ^ mice show striking similarities to other TDP-43 depletion models. For example, the RNA profiles in TDP-43^KQ/KQ^ brain, particularly the hippocampus, were similar to a mouse model of striatal TDP-43 knock down (Figure 7), including upregulation of immune response genes (*Serpine1*, *Serping1*) and altered splicing of TDP-43 targets (*Kcnip2*, *Sort1*, *Dnajc5*, *Pdp1*, *Poldip3*) (Polymenidou et al., 2011). 

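Serping1, the inhibitor of the first complement component, was 0.29 ± 0.13 in the TDP-43 KQ/KQ hippocampus (adjusted p = 0.433) and 0.014 ± 0.076 in the neocortex (adjusted p = 0.942), where its log2 fold change was -0.086 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; -0.027 without TDP-43 wt male 2. It did not pass over all genes in either region. With both regions in 1 model its hippocampal value was 0.41 ± 0.13 (adjusted p = 0.188), and the difference between the regions did not pass (adjusted p = 0.677).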

Similar splicing deficits were found in conditional CAMKIIa-driven *Tardbp* knockout mice, accompanied by an FTLD-like phenotype with disinhibitory behavior and spatial learning deficits resembling those seen in TDP-43^KQ/KQ^ mice (Wu et al., 2019; LaClair et al., 2016). Hippocampal knockdown of TDP-43 in adult mice impaired learning and memory, likely due to synaptic loss (Ni et al., 2023). This aligns with our finding of cognitive decline without overt cortical neuron loss or neurodegeneration. We suspect that TDP-43 loss of function causes synaptic dysfunction that may eventually lead to neurodegeneration beyond 18 months. In contrast to the lethality associated with complete TDP-43 depletion (Kraemer et al., 2010), the K145Q substitution creates a powerful yet viable partial loss of function model, which lacks developmental defects and ALS-like motor phenotypes. In addition, transcript profiles in TDP-43^KQ/KQ^ mice do not entirely align with striatal TDP-43 knockdown (Polymenidou et al., 2011). This is likely in part because the K145Q mutation retains some level of RNA-binding capacity, leaving some TDP-43-dependent processes unperturbed. Acetylated TDP-43 could also lead to gain-of-function toxicity due to altered RNA-binding patterns and conformational instability, leading to nuclear export, enhanced phosphorylation and aggregation, and a dysregulated transcriptome, as we observe in TDP-43^KQ/KQ^ mice. Both loss- and gain-of-function effects have been proposed for familial disease-causing *TARDBP* mutations (Cascella et al., 2016; Diaper et al., 2013; Arnold et al., 2013; Halliday et al., 2012), and TDP-43 acetylation may act in a similar manner.

RNA sequencing revealed profound transcriptomic alterations within aged TDP-43^KQ/KQ^ mouse brains. Many up- and downregulated transcripts identified in acetylation-mimic mice were also differentially expressed in FTLD-TDP human tissue (Figure 7), particularly genes associated with cellular stress response, synaptic regulation, apoptotic signaling, and cellular adhesion (Hasan et al., 2022; Gerrits et al., 2022). Disease-related alternative splicing events were also common in TDP-43^KQ/KQ^ neurons and mouse brain. For example, the altered splicing of *Sort1* and subsequent generation of *Sort1+ex17b* observed in TDP-43 acetylation-mimic mice (Figure 8) are also observed in FTLD-TDP brain (Prudencio et al., 2012; Hu et al., 2010). Moreover, SORT1 facilitates the endocytosis and lysosomal degradation of PGRN (Hu et al., 2010; Pallesen and Vaegter, 2012), a protein whose deficiency is causative of 10–30% familial FTLD cases (Baker et al., 2006; Sieben et al., 2012; Greaves and Rohrer, 2019). In humans, SORT1+ex17b contains an additional proteolytic site, resulting in the production of a soluble toxic variant that impairs the function of SORT1, prevents binding to PGRN and impacts neuronal survival (Prudencio et al., 2012; Carlo et al., 2014). A recent study showed that TDP-43 depletion increased SORT1+ex17b, impaired brain-derived neurotrophic factor (BDNF) signaling, and reduced synaptic plasticity in mice (Tann et al., 2019). Importantly, hiPSC-derived cortical neurons expressing acetylation-mimic TDP-43^K145Q^ showed impaired splicing of putative FTLD-ALS spectrum disease biomarkers *UNC13A* and *STMN2* (Brown et al., 2022; Prudencio et al., 2020; Melamed et al., 2019; Ma et al., 2022). We speculate that acetylated TDP-43 alters SORT1/PGRN signaling, as well as other pathways critical to neurotransmission, contributing to the synaptic dysregulation that is so evident in our transcriptome data. Future mechanistic studies are aimed at interrogating SORT1-PGRN, UNC13A, and STMN2-related signaling pathways in TDP-43^KQ/KQ^ mice and hiPSC-derived neurons.

Other aberrantly spliced transcripts in TDP-43^KQ/KQ^ mice provide additional insight into pathogenic mechanisms. The synaptic regulators *Arfgef2* (Sheen et al., 2004) and *Arhgap10* (Sekiguchi et al., 2020; Cuttler et al., 2021) were among the most affected transcripts. Concurrently, *Sema5b* which regulates synaptic connections and axon guidance (Duan et al., 2014; Jung et al., 2019; O’Connor et al., 2009; Kantor et al., 2004), was strongly downregulated in TDP-43^KQ/KQ^ hippocampus and cortex, as were other genes involved in synapse homeostasis and signaling. Furthermore, splicing of LRP8 (low-density lipoprotein receptor-related protein 8) was significantly altered in TDP-43^KQ/KQ^ mice, and abnormalities in LRP8 can cause learning and memory defects, likely by disrupting Reelin-mediated synaptic plasticity and long-term potentiation (LTP) (Telese et al., 2015; Beffert et al., 2005; Reddy et al., 2011; Hinrich et al., 2016). Similarly, *Nos1*, encoding the neuronal nitric oxide synthase (nNOS) protein that regulates LTP and synaptic plasticity via the production of nitric oxide (Hardingham et al., 2013; Calabrese et al., 2007), showed aberrant splicing patterns in TDP-43^KQ/KQ^ mice. Importantly, all of these synaptic regulators (*Nos1, Lrp8, Argef2, Sema5b*) and other significantly altered splice variants (e.g., *Adipor2*, *Mapk14*, *Smarca4*, *Sort1*, *Mapt*) have been linked to AD and other neurodegenerative diseases (Park et al., 2016; Hinrich et al., 2016; Calabrese et al., 2007; Sun et al., 2020; Zhu et al., 2001; Alam and Scheper, 2016; Waragai et al., 2017; Shi et al., 2021; Guix et al., 2005; Chong et al., 2018; Seto et al., 2022). Our transcriptome data strongly suggest that splicing and transcriptional abnormalities due to TDP-43 acetylation impacts synaptic plasticity, neurotransmission, and neuronal survival pathways in the TDP-43^KQ/KQ^ model, which overlaps with abnormalities found in human FTLD-TDP patients. We suspect that this prominent RNA signature may underlie the cognitive decline in TDP-43^KQ/KQ^ neocortex and hippocampus.

Given the correlation between TDP-43 acetylation and FTLD-TDP presented in this study, it is perhaps surprising that acetylated TDP-43 (detected with an acetylation-specific ac-K145 antibody) is found within ALS spinal cord inclusions but has not yet been detected in FTLD-TDP cortex (Cohen et al., 2015). However, TDP-43 pathology in FTLD-TDP cases is dominated by the presence of C-terminal fragments lacking RRM1 thereby precluding detection of the acetylated K145 site (Igaz et al., 2008; Berning and Walker, 2019). It remains possible that TDP-43 acetylation still occurs in FTLD-TDP at one or more additional lysine residues, and thus future mass spectrometry studies will be needed to determine whether a TDP-43 acetylation profile occurs earlier in the progression of FTLD-TDP prior to C-terminal fragmentation.

In conclusion, disrupting RNA binding with an acetylation-mimic TDP-43^K145Q^ mutation results in an age-dependent, dementia-like phenotype characterized by signatures of FTLD, including progressive cognitive deficits, TDP-43 mislocalization and phosphorylation, impaired autoregulation, and prominent RNA dysregulation. TDP-43 acetylation affected many known FTLD-associated pathways, including STMN2, SORT1, and stress response signaling, while also pinpointing new putative pathways as mediators of disease pathogenesis. By developing models of TDP-43 acetylation, we expand our understanding of sporadic TDP-43 proteinopathies and provide new avenues to identify therapeutics that target the pathogenic mechanisms underlying TDP-43 proteinopathies.

## Methods

### Animal husbandry

Mice were housed in ventilated microbarrier cages on racks providing high efficiency particulate air (HEPA)-filtered air supply to each cage. Animals were kept on a 12-hr light–dark cycle with access to food and water ad libitum. All animal husbandry, experiments, and procedures were performed in strict compliance with animal protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the University of North Carolina at Chapel Hill (Protocol #21.257).

### Primary neuron cultures

Murine primary cortical neurons were performed using wild-type C57Bl/6 mice (Charles River) or TDP-43^wt/KQ^ breeding pairs. Timed pregnant females at embryonic days 15–16 were lethally anesthetized with isoflurane. The abdominal cavity was opened, and the uterus incised to remove the placentas and embryonic sacs, which were washed briefly in ice-cold 70% ethanol and then placed in cold 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES)-buffered Bank’s balanced salt solution (HBSS). The embryos were transferred into a 10-cm dish containing cold HBSS, the embryos removed from the amniotic sac, and the brains were extracted from the cranium. For TDP-43^wt/KQ^ dissections, process was paused for approximately 2 hr to permit genotyping of the fetuses, during which the brains were stored at 4°C protected from light in a Hibernate-E (BrainBits NC9063748) solution supplemented with B27 (Gibco 17504044) and GlutaMAX (Thermo Fisher 35050061). After genotyping, if applicable, the cerebral cortices from each brain were isolated under a stereomicroscope, pooled by genotype, minced with forceps, and digested for 30 min at 37°C in a filter-sterilized HBSS solution containing 20 U/ml papain (Worthington Biochemical LS003126), 1 mM EDTA, 0.2 mg/ml l-cysteine, and 5 U/ml DNAse (Promega M6101). The enzyme solution was removed, and the digested tissue was washed twice with sterile HBSS. Warm plating media [BrainPhys media (Stemcell 05790), 5% fetal bovine serum, 1× penicillin/streptomycin (Gibco 15140122), 1× B27, 1× GlutaMAX] containing 5 U/ml DNAse, was added and the tissue was dissociated mechanically using a P1000 pipette. The resulting cell suspension was spun down for 5 min at 1.5 rcf to pellet the cells, resuspended in plating media, and filtered through a 40-mm cell strainer. Cells were counted using a hemocytometer and plated onto poly-D-lysine (PDL)-coated 12-well tissue culture plates (Corning 356470) at 300 K cells/well (for RNA extraction) or 96-well glass bottom black wall plates (Cellvis P96-1.5H-N) at 30 K/well (for immunofluorescence and microscopy). 16–24 hr after plating, all plating media was removed and replaced with neuronal cell media (BrainPhys, 1× GlutaMAX, 1× B27, 1× penicillin/streptomycin). Cultures were incubated at 37°C, 5% CO_2_ and 95% humidity with half-media exchanges every 3 days for the duration of all experiments.

### Lentivirus preparation and neuron transduction

Lentiviral vectors were constructed in-house using the pUltra vector as a backbone for cloning via restriction enzyme digestion followed by ligation. The pUltra construct was acquired from Addgene (gift from Malcolm Moore; Addgene plasmid # 24129; http://n2t.net/addgene:24129; RRID:Addgene_24129) (Lou et al., 2012). To generate TDP-43 constructs, TDP-43 variant gene fragments were PCR amplified using TDP-43 F′ and R′ primers (Supplementary file 3) and a pcDNA5/TO- myc-TDP-43^wt^, -myc-TDP-43^K145Q^, or -myc-TDP-43^K145R^ plasmid (Cohen et al., 2015) as the template. The pUltra construct was digested with AgeI and BamHI, and then incubated with the appropriate TDP-43 PCR product in the presence of T4 DNA ligase and T4 Polynucleotide Kinase for 1 hr at room temperature (RT). The resulting ligation product was transformed into NEB stable competent cells using standard protocols.

Lentiviral production was performed by co-transfecting (CalPhos Mammalian Transfection Kit, TakaRa 631312) 37.5 μg lenti-plasmid with 25 μg psPAX2, 12.5 μg VSVG, and 6.25 μg REV for each 15 cm dish of lenti-X 293T cells (Takara 632180) and 3 dishes of cells were used for each lentiviral production. Three days after transfection, culture media were collected and centrifuged at 2000 × *g* for 10 min. Lentiviral particles were purified using a double-sucrose gradient method. Briefly, the supernatants were loaded onto a 70–60−30–20% sucrose gradient and centrifuged at 70,000 × *g* for 2 hr at 17°C (Beckman Optima LE-80K Ultracentrifuge, SW 32 Ti Swinging-Bucket Rotor). The 30–60% fraction containing the viral particles was retrieved, resuspended in phosphate-buffered saline (PBS), filtered with a 0.45-μm filter flask before loaded onto a 20% sucrose cushion, and centrifuged a second time at 70,000 × *g* for 2 hr at 17°C. The supernatants were carefully discarded, and the viral particles present in the pellet were resuspended in PBS, aliquoted and stored at −80°C.

Lentivirus aliquots were evaluated for neuronal transduction ability prior to each experiment and diluted to approximately equal concentrations of effective virus. Lentiviral transductions were performed on DIV10 for a DIV14 harvest or DIV24 for a DIV28 harvest. In brief, lentiviruses were diluted to a 2× concentration in neuronal media, and then added to plates via half-media exchange. Twenty-four hours after viral transduction, all virus-containing media was removed and replaced with 50% fresh neuronal media and 50% conditioned media from plates containing WT non-transduced neurons. Neurons were then cultured to DIV14 or DIV28 as the experiment required.

### hiPSC-derived cortical neurons

#### iPSC maintenance

The HPC26 iPSCs were maintained on Matrigel-coated dishes (Corning 354480) in StemFlex Medium (Thermo Fisher Scientific A3349401) and passaged every 3–4 days with 0.5 mM EDTA dissociation solution as previously described (Beltran et al., 2021).

#### CRISPR/Cas9 genome editing

We used a control wild-type HPC26 cell line (Beltran et al., 2021) to generate two separate point mutations in the TARDBP gene that encodes the TDP-43 protein. Both mutations created single amino acid substitutions to change lysine 145 to glycine or arginine (K145Q and K145R). Benchling was used to design two guide RNAs and the corresponding single-stranded DNA donor oligos. The guide RNAs were purchased from Synthego, and the donor oligos from IDT. Genome editing was performed as described in Battaglia et al., 2019. Briefly, 3 × 10^5^ iPSCs were electroporated on the Neon electroporation system (Thermo Fisher Scientific) with recombinant protein complexes made of Cas9 v2 protein (Thermo Fisher Scientific A36498), 900 ng sgRNA-TARDBP and 2700 ng of single-stranded donor oligonucleotide-K145Q or donor oligonucleotide-K145R (Supplementary file 3). Seventy-two hours after electroporation, cells were plated for single-cell screening on a 96-well plate format using the limited dilution method. After 2 weeks, single cells were expanded, genome DNA collected and the exon 4 of TARDBP amplified using the specific primers Ex4Fr and Ex4Rv (Supplementary file 3). Screening for single or double allele gene edits was performed by Sanger sequencing (Figure 3—figure supplement 1a–c).

#### Characterization of edited iPSC clones

Stemness edited iPSCs were assessed by immunofluorescent staining of the pluripotency factors OCT4, SOX2, SSEA4, and Tra-1–60 using specific antibodies (Supplementary file 4) as described (Beltran et al., 2021; Figure 3—figure supplement 1d, e). To confirmed stemness and differentiation capabilities of the edited iPSCs we used the Taqman hPSC Scorecard (Thermo Fisher A15871) as described in Battaglia et al., 2019. Briefly, iPSCs were differentiated into all three germ layers using STEMdiff Trilineage Differentiation Kit (StemCell Technologies), a monolayer-based protocol to directly differentiate hES cells in parallel into the three germ layers. Non-differentiated and differentiated cells were lysed and total RNA purified using the RNeasy kit (QIAGEN 74004). RNA reversed transcription was performed with the high-capacity cDNA Reverse Transcription kit (Thermo Fisher 4368813) following the Taqman Scorecard’s manufacture guidelines. qRT-PCR was carried out using the QuantStudio 7 Flex Real-Time PCR system. The TaqMan PCR assay combines DNA methylation mapping, gene expression profiling, and transcript counting of lineage marker genes (Bock et al., 2011).

#### iPSC-derived cortical neurons

We adapted, modified, and standardized a protocol to generate mature cortical neurons from iPSCs using a dual SMAD inhibition protocol (Chambers et al., 2009; Shi et al., 2012). First, undifferentiated iPSCs were collected with Accutase, counted and 3 × 10^5^ cells cultured in StemScale PSC medium (A4965001) supplemented with 10 µM Y27632 (PeproTech 1293823) and cultured in suspension on an orbital shaker at 37°C and 5% CO_2_. After 48 hr, cells were dissociated with Accutase and 3 × 10^5^ cells differentiated into NPCs as neutrosphere in StemScale PSC medium supplemented with 10 µM Y27632 (PeproTech 1293823) and 1.5 µM CHIR99021 (PeproTech 2520691), 10 µM SB431542 (PeproTech 3014193) and 50 nM LDN-193189 (Sigma SML0755). CHIR99021 was removed after 24 hr and cells were cultured for 10 days with daily medium changes and neurospheres dissociated at 1:3 ratio twice a week. Then NPCs were expanded for 7 days in the presence of 20 ng/ml FGF (Peprotech 100-18B) in Neuronal Expansion Medium [1:1 Advanced Dulbecco's Modified Eagle Medium (DMEM)/F12 (12634028) and Neural Induction Supplement (A1647801)]. NPCs were plated for maturation on PDL/Laminin-coated plates or coverslips in cortical neuron maturation medium [1:1 Advanced DMEM/F12 and Neurobasal; 1× GlutaMAX, 100 mM B-mercaptoethanol, 1× B27, 0.5× N2, 1× non-essential amino acids (NEAA), and 2.5 mg/ml insulin (Sigma-Aldrich I9278)] supplemented with 10 ng/ml BDNF, 10 ng/ml glial cell-derived neurotrophic factor (GDNF), and 10 µM N-[N-(3,5-difluorophenacetyl)- L-alanyl]-S-phenylglycine t-butyl ester (DAPT). Seventy-two hours after plating, cells were treated with 1 µg/ml Mitomycin C for (Sigma M5353) for 1 hr. Cellular identity was assessed specific markers of neuronal progenitor (PAX6, SOX2, and SOX1), and mature neurons (MAP2, TUJ1, CTIP2, and SATB2) (Figure 3—figure supplement 2; Supplementary file 4). All reagents were purchased from Thermo Fisher unless otherwise noted.

### Primary mouse neuron and hiPSC-derived cortical neuron arsenite treatments and immunocytochemistry

On DIV14 (mouse primary neurons) or mature hiPSC-derived cortical neurons (~DIV50)**,** neurons were treated for 2 hr with 200 µM sodium arsenite (NaAsO_2_) or vehicle (molecular biology grade water). Following treatment, neurons were fixed with 4% paraformaldehyde (PFA) in 1× PBS and washed with 1× PBS. Neurons were permeabilized with 0.3% Triton X-100 in 1× PBS for 15 min at RT, blocked in an 8% normal goat serum (NGS) 0.2% Triton X-100 in 1xPBS solution for 1–2 hr at RT, and incubated with primary antibodies (Supplementary file 4) diluted in 4% NGS, 0.2% Triton X-100, 1×xPBS solution overnight at 4°C. The next day, the neurons were washed with 1xPBS, followed by application of fluorescent secondary antibodies (Supplementary file 4) diluted in 4% NGS, 0.2% Triton X-100, 1xPBS solution for 2 hr at RT, covered. Cells were washed four times with 1× PBS, with the third wash containing 1 µg/ml 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI). 96-Well plates were preserved in an 85% glycerol in 1× PBS solution containing 0.4% sodium azide for microbial prevention. Coverslips were mounted onto pre-cleaned glass slides using ProLong Diamond Antifade Mountant (Invitrogen P36961).

### Cultured neuron fluorescence microscopy and image analysis

Mouse primary cortical neurons in 96-well plates were visualized via automated fluorescence microscopy using EVOS M7000 Imaging System (Thermo Fisher AMF7000) equipped with Olympus ×20/0.75 NA UPlanSApo and Olympus ×40/0.95 NA UPlanSApo objectives, and the following filter cubes: DAPI (357/44 nm Excitation; 447/60 nm Emission), GFP (482/25 nm Excitation; 524/24 nm Emission), Texas Red (585/29 nm Excitation; 628/32 nm Emission), and Cy5.5 (655/40 nm Excitation; 794/160 nm Emission). Images were acquired in an automated fashion, using DAPI fluorescence as the autofocus substrate, taking 16–32 images per well of 2–3 wells per experimental condition. Automated quantitative image analysis was performed using CellProfiler 4.0 (Carpenter et al., 2006; Stirling et al., 2021) to measure TDP-43 fluorescence intensity within neuronal compartments and to count TDP-43-positive foci within neurons. To identify neurons and subcellular compartments, DAPI was used to delineate nuclei and NeuN was used to label neuronal soma. hiPSC-derived cortical neurons were imaged on a Leica SP8X Falcon confocal microscope equipped with a ×63/1.40 NA Plan Apochromatic (oil) objective and hybrid GaAsP detectors, Leica Application Suite X Life Sciences software (Leica, Wetzlar, Germany).

### Mouse model generation and genotyping

#### CRISPR/Cas9 reagents

Cas9 guide RNAs targeting the mouse *Tardbp* K145 codon were identified using Benchling software (Benchling, San Francisco, CA, USA). Three guide RNAs were selected for activity testing. Guide RNAs were cloned into a T7 promoter vector followed by in vitro transcription and spin column purification (RNeasy, QIAGEN). Guide RNAs were tested for cleavage activity by in vitro cleavage assay. Each guide RNA was incubated with Cas9 protein (UNC Protein Expression and Purification Core Facility) and PCR-amplified guide RNA target site. The products were run on an agarose gel for analysis of target site cleavage. Based on this assay, the guide RNA selected for genome editing in embryos was Tardbp-g79T (Supplementary file 3). The donor oligonucleotide for insertion of the K145Q and silent genotyping mutations was Tardbp-K145Q-T (Supplementary file 3). Two silent mutations were induced to create a unique HinfI restriction enzyme digestion site and permit genotyping by PCR and gel electrophoresis.

C57BL/6J zygotes were microinjected with microinjection buffer (5 mM Tris–HCl pH 7.5, 0.1 mM EDTA) containing (1) 20 ng/µl Cas9 mRNA, 10 ng/µl g79T guide RNA, and 50 ng/µl donor oligonucleotide (founder #9) or (2) 20 ng/µl Cas9 mRNA, 400 nM Cas9 protein, 10 ng/µl g79T guide RNA, and 50 ng/µl donor oligonucleotide (founders #23, 26, 39, 44, 53). Injected embryos were implanted in recipient pseudopregnant females and resulting pups were screened by PCR and sequencing for the presence of the desired mutant allele. Founder lines were propagated as heterozygotes and regularly sequenced to confirm retention of the K145Q and silent mutations.

We assessed the likelihood of off-target mutations using prediction algorithms to ensure low likelihood of off-target effects. The Benchling MIT off-target score for Tardbp-g79T is 72 (Anderson et al., 2018), and the CRISPOR-generated MIT off-target score is 86. CRISPOR also gave a Cutting frequency determination score of 86 (Concordet and Haeussler, 2018; Haeussler et al., 2016; Doench et al., 2016). Moreover, all of the predicted exonic off-target sites from CRISPOR have four mismatches, making them unlikely to be mutated. Sequencing of the founder lines and their progeny did not detect any insertions or deletions within a 550-bp region surrounding the *Tardbp* locus.

#### TDP-43^K145Q^ mouse line genotyping

Each mouse was genotyped prior to any experimental use. DNA was extracted from ear punch or toe clip tissue using the HotSHOT method (Truett et al., 2000). PCR amplification of the modified *Tardbp* locus was performed with ApexRed master mix (Genesee Scientific 42-138B) and *TDPKQ* F′ and *TDPKQ* R′ primers (Supplementary file 3) using the following cycling parameters: 95°C denaturation for 3 min; 15 cycles of 95°C for 30 s, 72°C for 30 s then −1°C per cycle, 72°C 60 s; 25 cycles of 95°C for 30 s, 58°C for 30 s, 72°C for 60 s; 72°C extension for 5 min. The PCR product was then incubated with HinfI enzyme (New England Biosystems R0155S) in CutSmart buffer (New England Biosystems B7204) for 1 hr at 37°C. Digested PCR products were separated on a 2% agarose Tris–acetate–EDTA gel containing SybrSafe stain (Invitrogen S33102) and visualized on an ImageQuant LAS4000 machine.

### Mouse behavior

All testing was performed by experimenters blinded to mouse genotype.

#### Open field

Exploratory activity in a novel environment was assessed by a 1-hr trial in an open-field chamber (41 cm × 41 cm × 30 cm) crossed by a grid of photobeams (VersaMax system, AccuScan Instruments). Counts were taken of the number of photobeams broken during the trial in 5-min intervals, with separate measures for locomotor activity (total distance traveled) and vertical rearing movements. Time spent in the center region was used as an index of anxiety-like behavior.

#### Conditioned fear

Mice were evaluated for conditioned fear using the near-infrared image tracking system (MED Associates, Burlington, VT). The procedure had the following phases: training on day 1, a test for context-dependent learning on day 2, and a test for cue-dependent learning on day 3. *Training*. On day 1, mice were placed in the test chambers, contained in sound-attenuating boxes. The mice were allowed to explore the novel chambers for 2 min before presentation of a 30-s tone (80 dB), which co-terminated with a 2-s scrambled foot shock (0.4 mA). Mice received two additional shock-tone pairings, with 80 s between each pairing, and were removed from the test chambers 80 s following the third shock. *Context- and cue-dependent learning*. On day 2, mice were placed back into the original conditioning chambers for a test of contextual learning. Levels of freezing (immobility) were determined across a 5-min session. On day 3, mice were evaluated for associative learning to the auditory cue in another 5 min session. The conditioning chambers were modified using a Plexiglas insert to change the wall and floor surface, and a novel odor (dilute vanilla flavoring) was added to the sound-attenuating box. Mice were placed in the modified chamber and allowed to explore. After 2 min, the acoustic stimulus (an 80-dB tone) was presented for a 3-min period. Levels of freezing before and during the stimulus were obtained by the image tracking system.

#### Grip strength

Grip strength was evaluated using precision force gauges. Measures were based on paw grasp of a metal grid by a mouse gently pulled by the tail. Digital force meters (Chatillon DFIS-10; Largo, FL) were mounted on an acrylic platform (San Diego Instruments), with two different grids: a left-hand grid for the front paws, and a right-hand grid for all-four paws. Each grid connected to a force transducer, which provided measures of peak force (newtons). Each mouse was given three trials, with at least 1 min between each trial. Each trial had two components: front-paw measures from the left-hand grid, immediately followed by all-four-paw measures from the right-hand grid.

#### Rotarod

Subjects were tested for motor coordination and motor learning on an accelerating rotarod (Ugo Basile, Stoelting Co, Wood Dale, IL). For the first test, mice were given three trials, with 45 s between each trial. Two additional trials were given 48 hr later. Rpm (revolutions per minute) was set at an initial value of 3, with a progressive increase to a maximum of 30 rpm across 5 min (the maximum trial length). Measures were taken for latency to fall from the top of the rotating barrel.

#### Morris water maze

The water maze was used to assess spatial and reversal learning, swimming ability, and vision. The water maze consisted of a large circular pool (diameter = 122 cm) partially filled with water (45 cm deep, 24–26°C), located in a room with numerous visual cues. The procedure involved three separate phases: a visible platform test, acquisition in the hidden platform task, and a test for reversal learning (an index of cognitive flexibility).

#### Visible platform test

Each mouse was given 4 trials per day, across 2 days, to swim to an escape platform cued by a patterned cylinder extending above the surface of the water. For each trial, the mouse was placed in the pool at one of four possible locations (randomly ordered), and then given 60 s to find the visible platform. If the mouse found the platform, the trial ended, and the animal was allowed to remain 10 s on the platform before the next trial began. If the platform was not found, the mouse was placed on the platform for 10 s, and then given the next trial. Measures were taken of latency to find the platform and swimming speed via an automated tracking system (Noldus Ethovision).

#### Acquisition and reversal learning in a hidden platform task

Following the visible platform task, mice were tested for their ability to find a submerged, hidden escape platform (diameter = 12 cm). Each mouse was given 4 trials per day, with 1 min per trial, to swim to the hidden platform. The criterion for learning was an average group latency of 15 s or less to locate the platform. Mice were tested until the group reached criterion, with a maximum of 9 days of testing. When the group reached criterion (on day 5 in the present study), mice were given a 1-min probe trial in the pool with the platform removed. Selective quadrant search was evaluated by measuring the number of crosses over the location where the platform (the target) had been placed during training, versus the corresponding area in the opposite quadrant. Following the acquisition phase, mice were tested for reversal learning, using the same procedure as described above. In this phase, the hidden platform was re-located to the opposite quadrant in the pool. As before, measures were taken of latency to find the platform. On day 5 of testing, the platform was removed from the pool, and the group was given a probe trial to evaluate reversal learning.

#### Acoustic startle test

This procedure was used to assess auditory function, reactivity to environmental stimuli, and sensorimotor gating. The test was based on the reflexive whole-body flinch, or startle response, that follows exposure to a sudden noise. Measures were taken of startle magnitude and PPI, which occurs when a weak prestimulus leads to a reduced startle in response to a subsequent louder noise.

Mice were placed into individual small Plexiglas cylinders within larger, sound-attenuating chambers. Each cylinder was seated upon a piezoelectric transducer, which allowed vibrations to be quantified and displayed on a computer (San Diego Instruments SR-Lab system). The chambers included a ceiling light, fan, and a loudspeaker for the acoustic stimuli. Background sound levels (70 dB) and calibration of the acoustic stimuli were confirmed with a digital sound level meter (San Diego Instruments). Each session began with a 5-min habituation period, followed by 42 trials of 7 different types: no-stimulus (NoS) trials, trials with the acoustic startle stimulus (AS; 40 ms, 120 dB) alone, and trials in which a prepulse stimulus (20 ms; either 74, 78, 82, 86, or 90 dB) occurred 100 ms before the onset of the startle stimulus. Measures were taken of the startle amplitude for each trial across a 65 ms sampling window, and an overall analysis was performed for each subject’s data for levels of PPI at each prepulse sound level (calculated as 100 − [(response amplitude for prepulse stimulus and startle stimulus together/response amplitude for startle stimulus alone) × 100]).

### Tissue harvest and preparation

At each end point, mice were anesthetized deeply with isoflurane and euthanized via rapid decapitation. The hippocampus and neocortex were dissected out of the brain on a cold surface using clean surgical tools, placed into cryo-safe nuclease-free microcentrifuge tubes, flash frozen in liquid nitrogen (LN2), and stored at −80°C until processing. Frozen tissue was then pulverized in LN2-cooled stainless steel Cryo-Cups using cold stainless-steel pestles and transferred into cold nuclease-free microcentrifuge tubes and immediately stored at −80°C until use.

### Solubility fractionation, nucleo-cytoplasmic fractionation, and immunoblotting

All steps of protein fractionation were performed on ice unless otherwise indicated. For solubility fractionation, pulverized tissue was suspended in 5 µl/mg of ice-cold 1× RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 1% NP-40, 5 mM EDTA, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate [SDS]) containing a mix of protease, phosphatase, and deacetylase inhibitors [1 µg/ml Peptstatin A (Sigma P4265), 1 µg/ml Leupeptin (Sigma L2023), 1 µg/ml *N*_α_-Tosyl-l-lysine chloromethyl ketone hydrochloride (TPCK) (Sigma T7254), 1 µg/ml Trypsin inhibitor (Sigma T9003), 1 µg/mL *N*-p-Tosyl-l-phenylalanine chloromethyl ketone (TLCK) (Sigma T4376), 0.67 µg/ml trichostatin A, 10 mM nicotidamide, 1 mM phenyline thanosulfyl fluoride, 1 mM phenylmethylsulfonyl fluoride]. The solution was homogenized by sonication and centrifuged at 4°C for 45 min at 18,000 × rcf. The supernatant was removed and saved as the RIPA-soluble (soluble) protein fraction. The pellet was resuspended in RIPA buffer with inhibitor mixture, sonicated, and centrifuged as described above, and the supernatant discarded. The resulting pellet of RIPA-insoluble material was resuspended in approximately 1 µl/µg of Urea buffer (7 M urea, 2 M thiourea, 4% CHAPS, 30 mM Tris, pH 8.5) with the inhibitor mixture (as above), sonicated to homogenize, and centrifuged at RT for 45 min at 21,000 × rcf. The resulting supernatant of RIPA-insoluble, urea-soluble protein fraction was saved as the ‘insoluble’ protein fraction.

Nuclear and cytoplasmic soluble proteins were isolated using the Thermo Fisher NE-PER Nuclear and Cytoplasmic Extraction Kit (Thermo Scientific 78835) per the manufacturer’s instructions, with the addition of the protease, phosphatase, and deacetylase inhibitors (as above) to each buffer.

All soluble protein fractions were analyzed by Bicinchoninic acid (BCA) assay (Thermo Scientific 23225) to determine protein concentration. Equal quantities of protein per sample were run onto 4–20% Tris-Glycine SDS–polyacrylamide gel electrophoresis gels (Bio-Rad 5671095) under reducing conditions and then transferred onto nitrocellulose membranes. Total transferred protein (TTP) was assessed using PonceauS (Research Products International Corp P56200) protein stain on nitrocellulose membranes per the manufacturer’s instructions. Membranes were washed three times in Tris-buffered saline with 0.1% Tween-20 (TBST), once in 1x Tris-buffered saline (TBS), and blocked in 2% nonfat milk in 1× TBS for 1–2 hr at RT. Membranes were incubated with primary antibodies (Supplementary file 4) diluted in 2% milk overnight at 4°C. The primary antibody solution was removed and membranes washed three times in TBST, once in TBS, and incubated with cross adsorbed horseradish peroxidase (HRP)-conjugated goat secondary antibodies (Supplementary file 4) diluted in 2% milk at 1:10,000 or 1:2000 for soluble or insoluble protein immunoblots, respectively, for 1–2 hr at RT. Blots were then visualized by chemiluminescent imaging using an ImageQuant LAS4000 machine. Densitometry analysis to quantify western blot images was performed in LI-COR Image Studio Lite (Lincoln, NE, USA).

### Mouse brain RNA isolation, RNA sequencing, and data analysis

Mouse brain tissue was isolated, flash frozen, and pulverized as described above. Approximately 20 mg of pulverized brain tissue per sample was used to isolate RNA. 1 ml of TRIzol (Invitrogen 15596018) was added to each nuclease-free Eppendorf tube containing pulverized tissue, and tissues were lysed via trituration with a P1000 pipette tip, followed by trituration with a 21-G and then a 25-G needle on a 1-ml syringe. Samples were centrifuged at 4°C for 5 min at 10,000 rcf to remove tissue debris. The supernatant was removed and added to a new tube containing 200 µL of chloroform, which were mixed by inversion and cooled on ice for 5 min. Samples were centrifuged at 4°C for 15 min at 10,000 rcf, and the upper aqueous phase containing RNA was transferred into a new tube, followed by the addition of 100 µl of isopropanol to precipitate RNA and overnight incubation at −20°C. The next day, samples were centrifuged at top speed (18,000 rcf) for 20 min at 4°C to pellet the RNA. The pellets were washed twice with 1 ml of ice-cold 70% molecular biology grade ethanol and then air dried for 15 min at RT. The RNA pellets were resuspended in 20 µl of nuclease-free water. On-column DNAse digestion and RNA clean-up were then performed using the QIAGEN RNeasy mini kit (QIAGEN, Inc 74106) per the manufacturer’s instructions, followed by elution in nuclease-free water.

RNA concentration was assessed using Qubit RNA BR Assay Kit (Q10210) and a Qubit 3.0 Fluorometer. RNA integrity was assessed using an Agilent 4150 TapeStation system and associated RNA screen tape reagents (Agilent 5067-5576). Only samples with an estimated RNA integrity number (RIN) ≥7.0 were sent to the New York Genome Center (NYGC) for bulk total RNA sequencing. Upon receipt at NYGC, RNA samples were re-evaluated for quantification and integrity, using Ribogreen and Fragment Analyzer 5300, respectively. Total RNA libraries were prepped using Kapa Total library prep with Ribo-Erase, in accordance with manufacturer recommendations. Briefly, 500 ng of total RNA was used for ribosomal depletion and fragmentation of total RNA. Depleted RNA underwent first- and second-strand cDNA synthesis. cDNA was then adenylated, ligated to Illumina sequencing adapters, and amplified by PCR (using nine cycles). The cDNA libraries were quantified using Fragment Analyzer 5300 (Advanced Analytical) kit FA-NGS-HS (Agilent DNF-474-1000) and Spectramax M2 (Molecular Devices) kit Picogreen (Life Technologies P7589). Libraries were sequenced on an Illumina NovaSeq sequencer, using paired end sequencing (2 × 100 bp cycles) to a depth of >75 M read pairs per sample.

Raw reads were then trimmed and filtered of adapter sequencing using cutadapt (Martin, 2011) and filtered such that at least 90% of bases had a quality score of at least 20. Reads were then aligned to the reference mouse genome (mm10, RefSeq gene annotations) using STAR v2.5.2b (Dobin et al., 2013), and transcript abundance was estimated using salmon (Patro et al., 2017). Differential expression between TDP43-KQ and TDP43-WT cortex and hippocampus was then detected using DESeq2 v1.34.0 (Love et al., 2014) in R v4.1.0 (R Development Core Team, 2022), using a design that corrects for both mouse sex and litter effects. These batch effects were also removed from the VST-normalized expression values using limma (Ritchie et al., 2015). The correlation between log2 fold change values between DEGs in the cortex and hippocampus was determined and Pearson correlation coefficient and two-sided p-value were computed by ggpubr stat_cor (Kassambara, 2020; Wickham, 2016), and the smoothed linear model was fit using geom_smooth with method="lm".

DEGs (p_adj_ < 0.05) were then separated into 6 groups based on their intersections between the two brain regions using UpSetR v1.4.0 (Conway et al., 2017) and plotted with ComplexUpset (Krassowski et al., 2021). Normalized expression values were then centered around the mean of TDP43-WT for each respective brain region and plotted with ComplexHeatmap (Gu et al., 2016). GO enrichments were then assessed using gprofiler2 v0.2.1 (Raudvere et al., 2019; Kolberg et al., 2020) and summarized using simplifyEnrichment v1.7.2 (Gu and Hübschmann, 2023). Previously published DEGs from Hasan et al., 2022 and Polymenidou et al., 2011 were retrieved from the respective publications; significant over-enrichments as well as human gene symbol mappings to mouse orthologs were performed using gprofiler2 (g:Orth). Differential splicing analyses were performed on splice junctions extracted from genome-aligned BAM files using regtools and LeafCutter (Li et al., 2018), where tests compared TDP43-KQ to TDP43-WT correcting for sex for each brain region. Results were then summarized and visualized using LeafViz (Knowles, 2022).

### Quantitative Reverse Transcription-Polymerase Chain Reaction (RT-PCR)

RNA was isolated from mouse brain tissue as described above. For quantitative RT-PCR (RT-qPCR) experiments involving mouse primary cortical neurons or human iPSC-derived cortical neurons, cells were washed with 1× PBS, harvested from the culture dish, and RNA was extracted using the QIAGEN RNeasy mini kit (QIAGEN, Inc 74106) with on-column DNAse digestion per the manufacturer’s instructions. RNA concentration was determined using a NanoDrop 2.0 spectrophotometer, 250 ng to 1 µg of RNA was used to generate cDNA using Applied Biosystems High-capacity RNA-to-cDNA kit (#4387406) per the manufacturer’s instructions. cDNA was generated from 250 to 500 ng of RNA using Applied Biosystems High-capacity RNA-to-cDNA kit (#4387406) per the manufacturer’s instructions. Quantitative PCR was performed on a QuantStudio 6 Real Time Polymerase Chain Reaction (PCR) system (with Thermo Fisher Design & Analysis Software version 2.6.0) using PowerUp SYBR Green master mix (Applied Biosystems A25776). The PCR phase consisted of 40 cycles of 15 s at 95°C and 1 min at 60°C. Forward and reverse primer sequences for *Tardbp*, *Sort1-WT*, *Sort1-total*, *Sort1-ex17b*, *TARDBP*, *SORT1-WT*, *SORT1-ex17b*, *SORT1-total*, *UNC13A*, *UNC13A* cryptic exon, *STMN2*, truncated *STMN2*, and the reference genes *β-Actin*, *Pgk1*, and *RPLP0* are listed in Supplementary file 3. Relative quantification of transcripts was performed using the Pflaff method (Pfaffl, 2001) with both *β-Actin* and *Pgk1* as reference genes for mouse tissue and mouse primary neurons, and RPLP0 used as the reference gene for hiPSC-derived neurons. Primers generated for this paper were designed using PrimerBank (Wang et al., 2012) and synthesized by Integrated DNA Technologies (IDT).

### Tissue collection, staining, and immunofluorescence

Mice were transcardially perfused with 1× PBS followed by 4% PFA, and brains were removed and post-fixed for 24 hr in 4% PFA. Brains were cryoprotected in 15% sucrose in 1× PBS for 24 hr followed then 30% sucrose in 1× PBS for 48 hr, and then embedded in Fisher Tissue-Plus OCT compound (4585). Forebrain (~Bregma +1.78 mm), midbrain (~Bregma +0.50 mm), and hippocampal (~Bregma –1.94 mm) 10 mm cryosections were collected onto Superfrost Plus charged slides using a Leica CM1950 cryostat.

#### Luxol Fast Blue and Cresyl Violet staining

Slides were acclimated to RT and rinsed in distilled water. They were then incubated in 70% ethanol for ~60 hr followed by 95% ethanol for 30 min. Tissues were stained with 0.1% Luxol Fast Blue Solution overnight at 60°C, rinsed in distilled water, and differentiated as needed by 0.05% Lithium Carbonate followed by 70% ethanol. They were then counterstained with 0.1% Cresyl Echt Violet, rinsed in distilled water, and differentiated again by 95% ethanol. Finally, slides were dehydrated in 100% ethanol, cleared in Xylene, and coverslipped with DPX mountant (Millipore-Sigma 44581).

#### Immunofluorescence

Slides were acclimated to RT and rinsed in distilled water. Heat-induced epitope retrieval was performed at 120°C using pH 6.0 buffer (Epredia, TA-135-HBL). The tissues were then blocked in 10% NGS for 1 hr. Primary antibodies were applied overnight at 4°C: Mouse Anti-NeuN (clone A60) conjugated to Alexa Fluor 555 (Millipore, MAB377A5), and Rabbit Anti-TDP-43 (Cell Signaling, 89789) or Rabbit anti-Iba1 (Wako, 019-19741) and mouse anti-GFAP conjugated to Alexa Fluor 488 (Cell Signaling, 3655) (Supplementary file 4). After rinsing, secondary antibodies were applied for 2 hr at RT: Alexa Fluor 488 Goat Anti-Rabbit IgG (Invitrogen, A32731) or Alexa Fluor 680 Goat anti-Rabbit IgG (Invitrogen 32734). All antibodies were diluted using Da Vinci Green Diluent (Biocare Medical, PD900L). Finally, slides were coverslipped using Fluorogel II with DAPI (Electron Microscopy Sciences, 17985-50).

### Tissue microscopy and image analysis

Brain sections stained with Cresyl Violet (CV) and brain sections labeled with Iba1 and GFAP anatibodies were imaged on a Nikon Eclipse Ti2 widefield microscope equipped with a Nikon DS-Fi3 CMOS color camera (for CV imaging) and a pco.edge 4.2Q High QE sCMOS camera (PCO, Kelheim, Germany) using a ×20/0.5 NA Plan Fluor objective and NIS-Elements software (Nikon, Minato City, Tokyo, Japan). Immunofluorescently labeled brain sections were imaged on a Leica SP8X Falcon confocal microscope equipped with hybrid GaAsP detectors using a ×40/1.30 NA Plan Apochromatic (oil) objective and Leica Application Suite X Life Sciences software (Leica, Wetzlar, Germany). Cell counting (density of CV- and NeuN-positive cells), as well as TDP-43 fluorescence intensity, TDP-43 localization measurements, GFAP fluorescence intensity and area, and Iba1 fluorescence intensity and area were performed using CellProfiler (Carpenter et al., 2006; Stirling et al., 2021). Prior to quantifying TDP-43 immunofluorescence intensity and prior to confocal image segmentation, immunofluorescent images were denoised using NIS-Elements Batch Denoise.ai under default conditions. Prior to quantifying Iba1 and GFAP fluorescence characteristics, images of the necortex and hippocampus were cropped to exclude fluorescent signal from the corpus callosum. Within CellProfiler, the Cellpose 2.0 plugin (Stringer and Pachitariu, 2022; Stringer et al., 2021) was used to perform neuron identification and the subcellular segmentation of nucleus and cytoplasm within neurons. DAPI fluorescence was used to identify nuclei, and NeuN immunoreactivity was used to identify neuronal nuclei and the surrounding soma. Images were pseudocolored and formatted for publication using Fiji ImageJ (Schindelin et al., 2012).

### Statistical analysis

Statistical analysis of RNA sequencing data was performed as described above. For data shown in Figures 1B, C, 2B, C, 4B, C, E, F , and H, I, we used linear mixed effects (LME) models with random intercept to allow for an animal or a well specific effect. Restricted maximum likelihood (REML) approach was used for parameter estimation. For Figures 1B, C,, 2B, C, wells were used as a ‘by-subject’ random effect. For Figure 4B, C, animals were used as a ‘by-subject’ random effect. For 4E, F and 4H, I, animal ID and image ID were included as nested random effects. Either genotype or treatment group were included as fixed effects in each LME model. Results are presented as fixed effect estimates, standard errors and 95% confidence intervals (see Supplementary file 2). All statistical analyses were performed in R version 4.2.1 (R Development Core Team, 2022). Complete case analysis was considered, with p < 0.05 determining statistical significance. All other data were analyzed in GraphPad Prism Version 9.4.1 for Windows, GraphPad Software, San Diego, CA, USA, https://www.graphpad.com. For datasets with *n* > 10, outliers were identified and removed (if any) using the ROUT method (Motulsky and Brown, 2006) at *Q* = 1%. Details regarding the statistical test performed, sample sizes, and what the datapoints and error bars represent can be found in the appropriate figure legends. All statistical tests were two sided. Statistical significance was determined as p < 0.05. Supplementary statistical information about data presented in main figures and figure supplements can be found in the accompanying source data files.

## Data Availability

The TDP-43K145Q mouse line is now available at the Mutant Mouse Resource and Research Center (MMRRC) at University of North Carolina at Chapel Hill, an NIH-funded strain repository, with the following identifiers (RRID:MMRRC_068119-UNC). Raw and processed RNA-seq data have been deposited to the Gene Expression Omnibus (GEO) under accession GSE216294. All data generated in this work are included in the manuscript and the supporting files. Any plasmids or lentiviruses generated in this study are available upon request. The following dataset was generated: SimonJM NecarsulmerJC CohenTJ 2022A TDP-43 acetylation-mimic mutation that disrupts RNA-binding drives FTLD-like neurodegeneration in a mouse model of sporadic TDP-43 proteinopathyNCBI Gene Expression OmnibusGSE216294 The following previously published datasets were used: GerritsE GianniniL BrouwerN MelhemS SeilheanD BerLe KamermansA KooijG de VriesH BoddekeE SeelaarH van SwietenJ EggenB 2022Neurovascular dysfunction in GRN-associated frontotemporal dementia identified by single-nucleus RNA-sequencing of human cerebral cortexNCBI Gene Expression OmnibusGSE16312210.1038/s41593-022-01124-335879464 ClevelandDW YeoGW 2011Disrupted processing of long pre-mRNAs and widespread RNA missplicing are components of neuronal vulnerability from loss of nuclear TDP-43 (RNA-seq)NCBI Gene Expression OmnibusGSE27218

# Supplementary material for: RNA-binding deficient TDP-43 drives cognitive decline in a mouse model of TDP-43 proteinopathy
**Source:** eLife. 2023 Oct 11;12:RP85921. doi: 10.7554/eLife.85921
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Provided in methods section.                      |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                           | N/A |
|-----------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | List of antibodies and associated details provided in Supplementary Table 8 |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                                              | N/A |
|---------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | List of DNA/oligonucleotide sequences and associated details provided in Supplementary Table 7 |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Provided in methods section                       |     |

|                                                                                        |                             |  |
|----------------------------------------------------------------------------------------|-----------------------------|--|
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Provided in methods section |  |
|----------------------------------------------------------------------------------------|-----------------------------|--|

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Provided in methods section and figure legends        |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                       | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                       | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                       | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided: section/figure legend) or state if these demographics were not collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                          | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                       | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided: section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                       | N/A        |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               | Not done                                                                                                  |     |
| Randomisation                                                           |                                                                                                           | N/A |
| Blinding                                                                | Details provided in methods section                                                                       |     |
| Inclusion/exclusion criteria                                            | Details provided in methods sections                                                                      |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------|------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Provided in methods section and figure legend  |     |
| Define whether data describe technical or biological replicates.       | Provided in methods section and figure legends |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form                                                                    | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                                                                     | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Details provided in methods section (approved by UNC Institutional Animal Care and Use Committee, protocol #21.257) |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                                                                     | N/A |

| Dual Use Research of Concern (DURC) | Indicate where provided: section/submission form | N/A |
|-------------------------------------|--------------------------------------------------|-----|
|-------------------------------------|--------------------------------------------------|-----|

|                                                                                                                                                          |  |     |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend                                                                                                        | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | In analyses with a sample size larger than 10 replicates, the ROUT method for data point exclusion was utilized with Q=1% (written in methods sections). |     |

| Statistics                                                   | Indicate where provided:<br>section/figure legend                             | N/A |
|--------------------------------------------------------------|-------------------------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Found in figure legends, figure source data files, and Supplementary table 9. |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form                                       | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In Data Availability section of manuscript or in appropriate figure legend/method section |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | In Data Availability section of manuscript or in appropriate figure legend/method section |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Cited in appropriate figure legend and method sections                                    |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Cited in methods section                          |     |

|                                                                                                                                                                                                              |                          |     |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------|-----|
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |                          | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                      | Cited in methods section |     |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend | N/A            |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|----------------|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                | N/A (not done) |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence

intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

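Total RNA, depleted of ribosomal RNA, was sequenced from the neocortex and hippocampus of TDP-43 wt and TDP-43 KQ/KQ mice of 18 months. The neocortex holds 5 TDP-43 wt and 6 TDP-43 KQ/KQ libraries and the hippocampus 4 and 5. Condition, sex, litter and region were taken from the sample labels. The labels do not state which libraries of the 2 regions are from 1 mouse, but the 6 female libraries agree between the regions in genotype, number and litter. The hippocampus males match neocortex males of litter 5 in genotype and litter but not in number, and were taken as separate mice. Replicate numbers within a sex do not pair the genotypes: libraries of the same number were often of different litters, and none correlated best with its namesake. The authors trimmed reads with cutadapt, aligned them with STAR 2.5.2b to mm10, quantified transcripts with Salmon and called DEGs with DESeq2 1.34.0 in R 4.1.0 with correction for sex and litter. The deposited values are log2-like: the authors applied the variance-stabilizing transformation of DESeq2 and removed sex and litter with limma.

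The deposited table has 24528 genes, of which 4383 are at 0 in every library. Values run from -3.36 to 6.61. Every gene has a mean of 0 over the neocortex TDP-43 KQ/KQ libraries, so expression level and depth cannot be read from the table, and precision comes from the spread between libraries alone. With the 4 groups of region and genotype kept, the largest sex or litter coefficient fitted on the values over both regions was 4.76e-08, as left by a removal over both regions jointly. Coordinates are those of GRCm38, the assembly mm10.

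Calculations used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. For each region lmFit and eBayes of limma were run with genotype, sex and litter as terms, and p was adjusted after Benjamini and Hochberg with a threshold of 0.05. Sex and litter were fitted again so that the residual degrees of freedom are those of the full model (4 in the neocortex, 3 in the hippocampus). The libraries alone in their litter were neocortex TDP-43 KQ/KQ female 2 and TDP-43 wt male 1, and hippocampus TDP-43 KQ/KQ female 2 and TDP-43 wt female 3. A fit of both regions together had a genotype effect for each region and shared sex and litter terms (11 residual degrees of freedom); it takes libraries of the 2 regions as independent, although the female ones are probably from the same 6 mice. The difference between the regions was tested as a contrast of the genotype effects with sex and litter terms for each region, and in the neocortex an interaction of genotype and sex was tested. The 3 main alternatives to these terms were genotype alone, sex without litter, and litter as a random effect (duplicateCorrelation). A replicate block, eBayes with robust estimation, no filter, and the omission of each library in turn were also run.

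The tests, comparisons, gene lists and alternatives were set before the data were examined. As the table holds no expression level, some could not be run as written, and their replacements were chosen after seeing the data. In place of a floor on mean expression, genes at 0 throughout and genes tied in all 3 libraries of 1 sex and litter were left out, which kept 18329 genes in the neocortex, 18310 in the hippocampus and 17863 in both; a stricter filter left 17492 and 17522. eBayes was run without a trend of the variance with the mean. Quantile normalization was not run, and each library was centred on its median instead. Random lists were matched on the standard error in 20 bins. The fit of both regions was also applied after seeing the data to gene lists, genes near Tardbp, spliced genes and gene length, and its counts were repeated without each library, with each female mouse as a random effect (duplicateCorrelation, correlation 0.274), and in splits that keep the female mice whole. The difference between the regions was tested with that random effect too, also without each library, in such splits and by camera on values freed of the mouse correlation; on simulated values for 5000 unchanged genes with a mouse correlation of 0.6, 6.78% had a p under 0.05 with sex and litter terms for each region. List medians were also taken without each library.

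The test was checked on simulated values for 17863 genes of which 200 were changed. With sex and litter fitted again, 5.12% and 4.94% of the unchanged genes had a p under 0.05 in the neocortex and hippocampus. Of 100 genes changed by 0.5 (log2), the fit of both regions called 93 in the neocortex and 86 in the hippocampus; of 100 changed by 1 it called 100 and 97. Such shares need not hold in the real libraries. With genotype as the only term, 342 and 46 unchanged genes were called, and 129 and 1 when no gene was changed.

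The 33 gene lists were written by hand from general knowledge after the study's tables had been read, and the members in those tables were counted. Calls of lists with such members are thus no independent evidence. Lists of at least 5 measured members were tested with camera of limma at a preset correlation between genes of 0.01, adjusted over the lists; alternatives were camera with an estimated correlation, fry, and the lists without members in the study's tables. Members were also adjusted over the list alone. Tardbp and list means were compared by exact permutation of the deposited values, without regard to litter and sex. Named are the genes the study names, the 10 genes of lowest p in each direction among those called, up to 4 members of lowest p of each list, and genes called for a difference between the regions; values in the paper's tables count as seen when this rule was set. Genes named beyond it (those called in both regions or in a study list with both regions in 1 model, and single members of a list) were chosen after their values were seen. A library was set apart in a group of 4 to 10 by Dixon's gap test. For each count and for r, 100 random splits of the libraries into groups of the same sizes, the real one included, were fitted alike; 189 draws that could not be fitted were redrawn. Genes within 10 Mb of Tardbp and the study's differentially spliced genes were compared with the other genes by Fisher's exact test, the latter also with 10000 random lists. Log2 fold changes were compared over deciles of gene length. Splicing, PCR, protein and spinal cord data, the human FTLD-TDP data and the knockdown data were not analysed here, and no enrichment of GO terms was run. Single values of some genes are not reported here, while these genes stay in the counts over all genes and in the lists.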

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

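The tests of whether striatal markers, and whether meningeal and choroid plexus genes, vary together within a genotype, the test of single libraries in the glucocorticoid-responsive genes, and the test of the coagulation and complement genes and the 95% intervals in the tests with covariates, were chosen only after the result was seen. Of 252 groups of libraries tested for a library far from the others, 11 had one, and chance alone gives about 1 in 20 groups, or 12.6. In the hippocampus TDP-43 wt female 2 was highest in the mean of the homeostatic microglia genes at 0.41 (others 0.078 to 0.12), of the astrocyte genes at 0.40 (others 0.15 to 0.18) and of the disease-associated microglia genes at 0.29 (others 0.18 to 0.19). TDP-43 wt male 1 was highest there in the immediate early genes at -0.21 (others -0.32 to -0.31), TDP-43 KQ/KQ female 2 in the circadian clock genes at -0.21 (others -0.29 to -0.27) and TDP-43 KQ/KQ male 1 in the interferon response genes at 0.25 (others 0.11 to 0.14), and TDP-43 KQ/KQ male 2 was lowest in Gid4 at -0.100 (others 0.017 to 0.031). In the neocortex TDP-43 wt female 1 was lowest in the striatal neuron genes at 0.068 (others 0.32 to 0.41), TDP-43 KQ/KQ male 2 highest in the pericyte and smooth muscle genes at 0.25 (others -0.070 to -0.013), TDP-43 KQ/KQ female 2 lowest in Meis2 at -0.14 (others -0.0081 to 0.065) and TDP-43 KQ/KQ male 3 lowest in Rnd2 at -0.094 (others -0.0056 to 0.038).

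The genotype effect on 13 lists differed between the regions by camera, with sex and litter terms for each region and with shared terms; reactive astrocyte, pan-neuronal, disease-associated microglia, and pericyte and smooth muscle genes did so with the former terms alone, and hypothalamic and olfactory peptide genes (adjusted p = 0.0125) and thalamic genes (adjusted p = 0.0386) with the latter alone. With each female mouse as a random effect all 13 passed under either set of terms, and none did with an estimated correlation. The adjusted p was 2.91e-17 for meningeal and perivascular fibroblast genes, 1.87e-14 for choroid plexus genes, 6.10e-10 for striatal neuron genes, 1.27e-09 for glutamatergic synapse genes, 9.37e-08 for unfolded protein response genes, 5.96e-04 for neuronal genes with very long introns, 9.70e-04 for interferon response genes, 0.00224 for endothelial genes, 0.00285 for coagulation and complement genes, 0.00316 for oligodendrocyte and myelin genes as for oligodendrocyte transcription factors, and 0.00621 for hippocampal subfield genes as for heat shock genes. With an estimated correlation none of the 13 passed (adjusted p from 0.224 for the meningeal genes to 0.538 for the oligodendrocyte and myelin genes).

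Some lists outside the genes the paper discusses passed camera in a region with a TDP-43 KQ/KQ mean outside the range of the TDP-43 wt libraries, and none passed with an estimated correlation (lowest adjusted p = 0.501 in the neocortex and 0.311 in the hippocampus). Their median log2 fold changes in the neocortex were -0.19 for homeostatic microglia, -0.17 for disease-associated microglia, -0.091 for astrocyte, -0.34 for striatal neuron, 0.33 for glucocorticoid-responsive, 0.13 for circadian clock and 0.042 for cholesterol synthesis genes, and 0.42 for nuclear-retained noncoding RNAs. In the hippocampus they were -0.20 for homeostatic microglia, -0.17 for astrocyte, 0.11 for reactive astrocyte, -0.13 for pan-neuronal, -0.10 for immediate early, 1.63 for choroid plexus, 0.63 for meningeal and perivascular fibroblast, 0.084 for thalamic, -0.15 for hippocampal subfield, 0.37 for glucocorticoid-responsive, 0.19 for unfolded protein response and 0.23 for interferon response genes.

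Striatal and GABAergic genes were both lower in the TDP-43 KQ/KQ neocortex, and a different share of striatal tissue in the dissections may underlie the striatal genes. A set of 6 striatal markers, among them Drd1, Drd2 and Adora2a, varied together within a genotype (mean pairwise correlation 0.728; 95th percentile of 200 random sets 0.160), as such tissue would bring. The median of 10 interneuron genes was -0.146, and -0.145 with the striatal marker mean as a covariate. Pvalb (-0.13 to -0.14), Npy (-0.16 to -0.17), Vip (-0.094 to -0.12), Crhbp (-0.31 to -0.39) and Sst (-0.21 to -0.15) stayed lower. The other interneuron genes moved more widely. Calb2 went from -0.26 to -0.69, Cort from -0.34 to -0.61 and Cck from 0.040 to -0.10. Reln went from 0.053 to -0.13 and Lhx6 from -0.13 to 0.096. For these genes striatal tissue and a change of interneurons cannot be told apart, since the effect on their mean with the covariate (-0.24, 95% interval -0.50 to 0.011; -0.15 without it) has an interval that takes in -0.038, the bound set for tissue as the cause. An effect of genotype stays open for both and was not tested apart from the dissections. Gad1 and Gad2 are not among the 10 interneuron genes and were not tested with the covariate. All 22 striatal genes tested are above the floor in the neocortex, and Foxp1, Bcl11b, Meis2 and Pde1b are also genes of cortical neurons.

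Meningeal and choroid plexus genes were higher in the TDP-43 KQ/KQ hippocampus, and with both regions in 1 model so were the coagulation and complement genes. Members of the first 2 lists varied together within a genotype (mean pairwise correlation 0.501 and 0.968), so attached meninges and choroid plexus may underlie these lists. For the 26 coagulation and complement genes such tissue and a change of these genes cannot be told apart: their median in the fit of both regions was 0.193, and 0.0697 with both list means as covariates, and the effect on their mean was 0.16 without and 0.082 with them (95% interval -0.13 to 0.29), an interval that takes in 0.041, the bound set for tissue as the cause. Single values went from 0.58 to 0.30 for Cd59a, from 0.47 to 0.39 for Plat and from 0.27 to 0.24 for F3. A change of these tissues with genotype stays open.

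Glucocorticoid-responsive and circadian clock genes were higher in the TDP-43 KQ/KQ neocortex. No single neocortex library carries the call of the glucocorticoid list by camera: its highest adjusted p with each left out was 4.44e-05, against 5.22e-08 with all. The list did not pass with an estimated correlation (adjusted p = 0.501), and other splits of the libraries called as many lists in 48 of 100. Nor did it pass without the genes in the study's tables (adjusted p = 0.398). The study chose those genes by their change in these libraries, so that loss decides nothing, and the call with them is no independent evidence. For a time of day at collection that differed between the genotypes, the median of Arntl, Npas2, Clock and Nfil3 was -0.00933 beside 0.182 for the Per arm, and this cannot be told apart from no shift, since it lies between the bounds set for each. In the hippocampus, where the clock genes did not pass, the same medians were 0.038 and 0.13. Time of day, handling before collection and genotype may each contribute and stay open.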

How the results depend on the processing

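Alternatives added after seeing the data are the stricter filter, median centring, the fit of both regions on lists, genes near Tardbp, spliced genes and gene length, the omission of libraries from the fit of both regions, from gene length and from list medians, and the random effect of the mouse, also in the difference between the regions; a filter of 1.5 above the floor and quantile normalization were not run. Of the main results 185 values under alternatives kept their direction and side of the threshold, 64 moved, 8 became stronger and 2 weaker; of named genes and lists 4070 stayed, 551 became stronger, 145 weaker and 36 reversed. For the changes below the cause was not tested, apart from the fewer degrees of freedom spent where terms are left out. The values hold no depth, so what depth limits cannot be given.

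With no sex or litter terms, 2745 genes were called in the neocortex and 373 in the hippocampus; with sex only 1939 and 147; with litter as a random effect 2423 and 150; with a replicate block 1856 and 0 (2648 at an unadjusted p under 0.05 by limma); with both regions together 40 and 69, and 36 and 51 with a random effect of the mouse added. In the neocortex robust eBayes called 12 and the fit with no filter 0 (2573 at an unadjusted p under 0.05). Without single libraries the count was 0 to 9 in the neocortex and 0 to 128 in the hippocampus, and with both regions together 7 to 123 and 8 to 137. The difference between the regions passed for 855 genes with a random effect of the mouse and for 0 to 5319 without single libraries. Tardbp in the neocortex stayed at 0.99 with no filter but missed the threshold, and was 0.86 to 1.05 without single libraries. In the hippocampus Tardbp passed at 0.83 with no sex or litter terms and with both regions together, and at 0.84 with sex only and with litter as a random effect.

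The correlation between the regions was 0.750 with no sex or litter terms and with both regions together, 0.748 with sex only, 0.771 with litter as a random effect, 0.743 with the replicate block, 0.311 over all genes, 0.970 over genes called here, 0.709 as Spearman's rho, and 0.642 to 0.725 without single libraries. Camera with an estimated correlation passed 0 lists in the neocortex and 0 in the hippocampus, and fry 2 and 0. Fry passed 8 and 10 with both regions together, 14 and 13 with no sex or litter terms, and 9 and 0 with the replicate block. With no sex or litter terms 1 list of the neocortex also passed camera with an estimated correlation (adjusted p = 0.0233). The p53 target genes in the neocortex reversed without the genes in the study's tables (adjusted p = 0.840). The glucocorticoid-responsive (adjusted p = 0.398 by camera), cholesterol synthesis (0.225) and long-intron calls (0.121) ended there too. Glutamatergic synapse (0.0494), endothelial (0.0160) and coagulation genes (0.0494) passed there. In the hippocampus the p53 (0.477) and glucocorticoid calls (0.416) ended and long-intron genes passed (0.0401). The study chose the removed genes by their change in the same libraries, so the ended calls decide nothing, and the calls with them are no independent evidence.

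Genes within 5 Mb of Tardbp gave a Fisher exact p = 0.0295. For differentially spliced genes it was 0.0232 in the neocortex and 0.000174 in the hippocampus with no sex or litter terms, and 0.0112 in the hippocampus with both regions together. The longest minus the shortest genes differed by 0.0145 in the neocortex and 0.013 in the hippocampus with no filter (0.032 and 0.038 in the main fits). With no sex or litter terms the values were 0.045 and 0.022, and with both regions together 0.048 and 0.026. Without single libraries they were -0.016 to 0.082 in the neocortex and -0.0015 to 0.079 in the hippocampus.

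Homer3 in the neocortex was 0.0039 with no sex or litter terms and with both regions together, 0.0088 with sex only and 0.012 with the replicate block. Gad2 in the hippocampus was 0.016 with no sex or litter terms and with both regions together, 0.026 with sex only, 0.037 with litter as a random effect and 0.046 with the replicate block, and Tdo2 in the hippocampus 0.023, 0.036, 0.070 and 0.027 in the same order. Without single libraries, signs changed in the neocortex for Camk4 (-0.098 to 0.090), Cnih2 (-0.043 to 0.0076), Homer3 (-0.11 to 0.060), Nsmf (-0.019 to 0.048) and Serping1 (-0.086 to 0.13), and in the hippocampus for Gad2 (-0.065 to 0.024) and Nptx1 (-0.32 to 0.011).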

Differences from the paper's values

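The paper's tables give 372 genes past an adjusted p of 0.05 in the neocortex (212 higher, 160 lower; the paper's values), against 7 here (2 higher, 5 lower; 2503 at an unadjusted p under 0.05 by limma). None of the 7 alternatives set before the data were examined came within 1.5 times of these counts. For the hippocampus the paper gives 385 genes (153 higher, 232 lower; the paper's values), against 0 here (2224 at an unadjusted p under 0.05 by limma). There the fit with no sex or litter terms gave 373 (153 higher, 220 lower) and did not differ. The fit without TDP-43 wt male 1, which rests on 1 TDP-43 KQ/KQ library, is set aside, and the other alternatives differed. Of the genes in the paper's tables, no sex or litter terms called 371 and 269 in the neocortex and hippocampus, sex only 371 and 126, litter as a random effect 371 and 128, the replicate block 367 and 0, both regions together 40 and 69, and robust eBayes 11 and 0. Without single libraries up to 8 of them were called in the neocortex and, with TDP-43 wt male 1 kept, up to 1 in the hippocampus. The paper's threshold on the adjusted p is the same, but its test was DESeq2 on counts. Here limma was run on variance-stabilized values in each region alone, with 4 and 3 residual degrees of freedom. The counts are thus not like for like, and how much of the gap this explains was not tested.

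The paper's r of log2 fold changes between the regions is 0.61, against 0.687 here over 640 of its genes, and it differed under each alternative set before the data were examined.

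Of 48 log2 fold changes of named genes in the paper's tables, 13 differed by more than the larger of the paper's standard error and the SD between libraries here; with no sex or litter terms, both regions together or the replicate block 7 differed, and with sex only or litter as a random effect 9. The paper's values come from DESeq2 on counts and those here from variance-stabilized values, 2 scales that are not alike, and how much of the gaps this explains was not tested. In each pair below the paper's value comes first. In the neocortex Abat was -0.128 in the paper and -0.214 here (no difference with no sex or litter terms and both regions together, -0.195, sex only and litter as a random effect, -0.198, or without TDP-43 wt male 2, -0.152, or TDP-43 KQ/KQ male 2, -0.191). Gad2 was -0.159 in the paper and -0.316 here (no difference only without TDP-43 wt male 2, -0.173, or without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1, -0.278). Nptx1 was 0.158 in the paper and 0.308 here (no difference only without TDP-43 wt female 2, 0.253). Syt7 was 0.153 in the paper and 0.252 here (no difference with no sex or litter terms and both regions together, 0.236, sex only, 0.235, litter as a random effect, 0.230, the replicate block, 0.227, or without TDP-43 wt female 2, 0.204, or TDP-43 KQ/KQ female 1, 0.173). Sema5b was -0.928 in the paper and -0.690 here, and differed under every alternative run.

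In the hippocampus Sema5b was -0.967 in the paper and -0.720 here (no difference only without TDP-43 KQ/KQ female 1, -0.841), and Nkx2-2 was -0.704 in the paper and -0.420 here and Pmaip1 0.648 in the paper and 0.323 here (both differed under every alternative run). Bcl2l1 was 0.133 in the paper and 0.247 here (no difference with no sex or litter terms, sex only and both regions together, 0.186, litter as a random effect, 0.177, the replicate block, 0.179, or without TDP-43 KQ/KQ female 1, 0.163). Brinp1 was -0.172 in the paper and -0.272 here (no difference with litter as a random effect, -0.229, or the replicate block, -0.228). Camk2a was -0.137 in the paper and -0.251 here (no difference with no sex or litter terms and both regions together, -0.222, litter as a random effect, -0.219, the replicate block, -0.205, or without TDP-43 wt female 2, -0.201, TDP-43 KQ/KQ female 1, -0.213, or TDP-43 KQ/KQ male 2, -0.221). Nsmf was -0.196 in the paper and -0.284 here (no difference with no sex or litter terms and both regions together, -0.271, the replicate block, -0.276, or without TDP-43 wt female 2, -0.246, TDP-43 KQ/KQ female 1, -0.222, or TDP-43 KQ/KQ male 2, -0.275). Sesn1 was 0.142 in the paper and 0.223 here (no difference with no sex or litter terms and both regions together, 0.186, sex only, 0.183, litter as a random effect, 0.177, the replicate block, 0.187, or without TDP-43 wt male 1, 0.154, or TDP-43 KQ/KQ male 1, 0.190). No filter and robust eBayes differed for each of these genes.

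The paper places Sema5b at rank 3 among the reduced genes of the neocortex, where it ranked 1 of 160 here, and lowest in the hippocampus, where it ranked 1 of 232. The paper describes GABAergic genes as reduced in the neocortex alone and coagulation genes as raised in the hippocampus alone; the difference between the regions did not pass here for Gad1, Gad2, Abat, Gnb5, F3, Plat or Cd59a with libraries taken as independent (adjusted p 0.461 to 0.927), and with each female mouse as a random effect it passed for Cd59a alone (adjusted p = 0.0353).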

Other observations

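Of the tests in this part, the fit of both regions for genes near Tardbp, for spliced genes and for gene length, gene length without single libraries, and the splits for genes at an unadjusted p under 0.05 and for the correlation over all genes, the splits that keep the female mice whole, the random effect of the mouse, and list medians without single libraries, were chosen only after the result was seen. Microglial genes were lower in TDP-43 KQ/KQ mice. Among 22 homeostatic microglia genes, 20 were lower in the neocortex, led by Ptprc, Ctss, Cx3cr1 and C1qb (median -0.19, -0.22 to -0.13 without single libraries, adjusted p = 5.22e-08 by camera, adjusted p = 0.555 with an estimated correlation), and 21 in the hippocampus, led by Irf8 and C1qa to C1qc (median -0.20, -0.27 to -0.077 without single libraries, adjusted p = 2.82e-06 by camera, adjusted p = 0.418 with an estimated correlation); adjusted over the list alone 0 rose and 10 fell, and 0 rose and 0 fell. The library hippocampus TDP-43 wt female 2 stood above the other TDP-43 wt libraries in these genes and in the astrocyte genes, and without it the medians there were -0.13 and -0.11. Of 18 disease-associated microglia genes all were lower in the neocortex (median -0.17, -0.22 to -0.10 without single libraries, adjusted p = 5.22e-08 by camera, adjusted p = 0.501 with an estimated correlation; 0 rose and 7 fell adjusted over the list alone) and 13 in the hippocampus (median -0.082, -0.092 to -0.056 without single libraries, adjusted p = 0.060 by camera; adjusted p = 0.0178 without TDP-43 wt female 1; adjusted p = 8.22e-04 with both regions in 1 model, where adjusted p = 0.300 with an estimated correlation). The 15 astrocyte genes, with the transcription factor Sox9 leading, were lower in the neocortex (median -0.091, -0.16 to -0.067 without single libraries, adjusted p = 1.98e-04 by camera, adjusted p = 0.501 with an estimated correlation) and hippocampus (median -0.17, -0.26 to -0.094 without single libraries, adjusted p = 3.20e-04 by camera, adjusted p = 0.418 with an estimated correlation), while 14 reactive astrocyte genes, among them Vim and Gfap, went both ways in the neocortex (median -0.0011, -0.042 to 0.041 without single libraries, adjusted p = 0.80 by camera) and were higher for 9 in the hippocampus (median 0.11, 0.083 to 0.15 without single libraries, adjusted p = 0.0316 by camera, adjusted p = 0.311 with an estimated correlation; adjusted p = 0.127 without TDP-43 wt male 1; adjusted p = 0.0532 with both regions in 1 model). Endothelial genes passed neither in the neocortex (median -0.091, -0.13 to -0.064 without single libraries, adjusted p = 0.0546 by camera; adjusted p = 0.0221 without TDP-43 wt female 2; 0.00994 without TDP-43 KQ/KQ male 2) nor in the hippocampus (median 0.086, -0.017 to 0.18 without single libraries, adjusted p = 0.0621 by camera; adjusted p = 1.48e-04 without TDP-43 wt female 1; 0.0342 without TDP-43 KQ/KQ female 1; 0.0227 without TDP-43 KQ/KQ male 1). Pericyte and smooth muscle genes, led by Acta2 and Tagln, were higher in the hippocampus (median 0.22, 0.14 to 0.30 without single libraries, adjusted p = 2.67e-04 by camera, adjusted p = 0.418 with an estimated correlation; adjusted p = 0.142 without TDP-43 wt male 1) and did not pass in the neocortex (median 0.033, -0.0020 to 0.098 without single libraries, adjusted p = 0.203 by camera). Blood cell genes did not pass in the neocortex (median -0.100, -0.38 to 0.22 without single libraries, adjusted p = 0.14 by camera; adjusted p = 4.75e-04 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.0301 without TDP-43 wt male 2) or hippocampus (median -0.11, -0.35 to 0.18 without single libraries, adjusted p = 0.362 by camera; adjusted p = 0.0116 toward higher values without TDP-43 KQ/KQ female 1; 0.00244 toward lower values without TDP-43 wt male 1; 0.00867 toward lower values without TDP-43 KQ/KQ male 1). In these lists no member passed over all genes in either region fitted alone.

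Neurofilament genes led the 15 pan-neuronal genes, which were lower in the hippocampus for 14 (median -0.13, -0.20 to -0.10 without single libraries, adjusted p = 3.46e-05 by camera, adjusted p = 0.311 with an estimated correlation) and did not pass in the neocortex (median -0.032, -0.073 to -0.023 without single libraries, adjusted p = 0.0991 by camera; adjusted p = 0.0422 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; adjusted p = 0.0202 with both regions in 1 model, where adjusted p = 0.569 with an estimated correlation). Immediate early genes, which follow neuronal activity, were lower in the hippocampus, led by Bdnf and Ier2 (median -0.10, -0.15 to -0.034 without single libraries, adjusted p = 0.00795 by camera, adjusted p = 0.311 with an estimated correlation; adjusted p = 0.294 without TDP-43 wt male 1; 0.128 without TDP-43 KQ/KQ male 2; adjusted p = 0.128 with both regions in 1 model), and did not pass in the neocortex (median -0.083, -0.10 to -0.050 without single libraries, adjusted p = 0.188 by camera; adjusted p = 0.0471 without TDP-43 wt female 2; 0.0181 without TDP-43 wt male 2; adjusted p = 0.0397 with both regions in 1 model, where adjusted p = 0.622 with an estimated correlation). Marker genes of hippocampal subfields such as C1ql2 and Neurod6 were lower in the hippocampus (median -0.15, -0.20 to -0.13 without single libraries, adjusted p = 3.20e-04 by camera, adjusted p = 0.311 with an estimated correlation; 0 rose and 6 fell adjusted over the list alone; Tdo2 went from -0.29 to 0.023 with both regions in 1 model) and did not pass in the neocortex (median -0.039, -0.079 to 0.013 without single libraries, adjusted p = 0.403 by camera). Thalamic genes were higher in the hippocampus (median 0.084, 0.055 to 0.18 without single libraries, adjusted p = 0.0270 by camera, adjusted p = 0.311 with an estimated correlation; adjusted p = 0.0516 without TDP-43 KQ/KQ female 1; 0.0994 without TDP-43 wt male 1; 0.0765 without TDP-43 KQ/KQ male 1) and did not pass in the neocortex (median 0.025, -0.11 to 0.15 without single libraries, adjusted p = 0.622 by camera; adjusted p = 0.0436 without TDP-43 KQ/KQ female 1). Hypothalamic and olfactory peptide genes passed fry in the neocortex (adjusted p = 0.0320, a call that ended at 0.197 without TDP-43 wt female 1; 0.183 without TDP-43 wt female 2; 0.199 without TDP-43 wt female 3; 0.450 without TDP-43 KQ/KQ female 1; 0.217 without TDP-43 KQ/KQ female 3; 0.0590 without TDP-43 wt male 2; 0.206 without TDP-43 KQ/KQ male 1; 0.230 without TDP-43 KQ/KQ male 2; 0.260 without TDP-43 KQ/KQ male 3; median -0.14, -0.23 to 0.00090 without single libraries, adjusted p = 0.0948 by camera; adjusted p = 0.501 with an estimated correlation), with Nts, Oxt and Avp leading (the highest median is that without TDP-43 KQ/KQ female 1), and not in the hippocampus (median -0.0044, -0.034 to 0.0032 without single libraries, adjusted p = 0.771 by camera). Neuronal genes with very long introns, which TDP-43 binds, were higher in the neocortex for 18 of 24 (median 0.065, -0.018 to 0.095 without single libraries, adjusted p = 0.0451 by camera, adjusted p = 0.669 with an estimated correlation; adjusted p = 0.106 without TDP-43 wt female 1; 0.0510 without TDP-43 wt female 2; 0.998 without TDP-43 KQ/KQ female 1; 0.0637 without TDP-43 KQ/KQ male 2) and lower in the hippocampus for 17 (median -0.066, -0.079 to -0.047 without single libraries, adjusted p = 0.0556 by camera; adjusted p = 0.0297 without TDP-43 wt female 2; 0.0415 without TDP-43 KQ/KQ female 1; 0.0455 without TDP-43 KQ/KQ male 1). The 24 FTLD and ALS genes, among which Tardbp rose, did not pass in the neocortex (median -0.018, -0.027 to -0.0065 without single libraries, adjusted p = 0.641 by camera) or hippocampus (median -0.042, -0.11 to -0.0091 without single libraries, adjusted p = 0.276 by camera).

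The unfolded protein response genes, led by Creld2, Herpud1, Hspa5 and Xbp1, were higher in the hippocampus for 17 of 21 (median 0.19, 0.15 to 0.23 without single libraries, adjusted p = 1.32e-06 by camera, adjusted p = 0.311 with an estimated correlation; 9 rose and 0 fell adjusted over the list alone), and in the neocortex 11 were higher (median 0.0077, -0.082 to 0.038 without single libraries, adjusted p = 0.492 by camera; adjusted p = 0.0127 toward lower values without TDP-43 wt male 2). Heat shock genes did not pass in the neocortex (median -0.064, -0.11 to -0.047 without single libraries, adjusted p = 0.403 by camera) or hippocampus (median 0.039, 0.0096 to 0.076 without single libraries, adjusted p = 0.0621 by camera; adjusted p = 0.00615 without TDP-43 wt female 2; 0.00518 without TDP-43 KQ/KQ female 1; 0.0404 without TDP-43 KQ/KQ male 1), nor did oxidative stress response genes (median -0.010, -0.026 to 0.0072 without single libraries, adjusted p = 0.935 by camera, and median 0.036, -0.012 to 0.057 without single libraries, adjusted p = 0.378 by camera). Interferon response genes, led by Irf9 and Mx2, were higher in the hippocampus for 15 of 16 (median 0.23, 0.13 to 0.27 without single libraries, adjusted p = 5.58e-06 by camera, adjusted p = 0.311 with an estimated correlation; adjusted p = 0.0576 without TDP-43 wt male 1) and did not pass in the neocortex (median 0.029, -0.063 to 0.11 without single libraries, adjusted p = 0.262 by camera; adjusted p = 2.49e-04 without TDP-43 KQ/KQ female 1). Circadian clock genes were higher in the neocortex, led by Tef, Per1 and Per2 (median 0.13, 0.057 to 0.25 without single libraries, adjusted p = 3.87e-04 by camera, adjusted p = 0.501 with an estimated correlation; 6 rose and 0 fell adjusted over the list alone), and did not pass in the hippocampus (median 0.081, 0.050 to 0.081 without single libraries, adjusted p = 0.060 by camera; adjusted p = 0.0477 without TDP-43 wt female 1; adjusted p = 0.0414 with both regions in 1 model, where adjusted p = 0.343 with an estimated correlation). Nuclear-retained noncoding RNAs such as Snhg11, Miat and Meg3 were higher in the neocortex (median 0.42, 0.14 to 0.69 without single libraries, adjusted p = 9.58e-04 by camera, adjusted p = 0.620 with an estimated correlation; adjusted p = 0.177 without TDP-43 KQ/KQ female 1) and did not pass in the hippocampus (median 0.22, 0.037 to 0.37 without single libraries, adjusted p = 0.0945 by camera; adjusted p = 0.00153 without TDP-43 wt female 1; 0.0227 without TDP-43 KQ/KQ male 1). Cholesterol synthesis genes, led by Lss, passed in the neocortex (median 0.042, 0.020 to 0.11 without single libraries, adjusted p = 0.0244 by camera, adjusted p = 0.624 with an estimated correlation; adjusted p = 0.241 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; 0.582 without TDP-43 wt male 2; 0.0632 without TDP-43 KQ/KQ male 2) and not in the hippocampus (median 0.035, -0.075 to 0.14 without single libraries, adjusted p = 0.354 by camera; adjusted p = 9.51e-05 without TDP-43 KQ/KQ female 1; adjusted p = 0.0421 with both regions in 1 model, where adjusted p = 0.513 with an estimated correlation).

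Within 10 Mb of Tardbp, 1 of 239 genes (Spsb1) was called in the neocortex, against 5 of 18037 elsewhere (Fisher exact p = 0.0760); with no sex or litter terms p was 0.465 in the neocortex and 0.818 in the hippocampus, and with both regions together 0.402 and 0.223. In the hippocampus limma called 0 genes near Tardbp, with 29 at an unadjusted p under 0.05. Of the study's differentially spliced genes, 1 of 263 (Meis2) was called in the neocortex (Fisher exact p = 0.0962), and the median absolute t was 1.27 against 1.08 in random lists (99.7th percentile of 10000 lists); in the hippocampus 0 of 120 were called, with the median absolute t at the 80.5th percentile. The longest decile of genes had a median log2 fold change higher than the shortest by 0.032 in the neocortex and 0.038 in the hippocampus. In the neocortex leaving out a library gave 0.014 without TDP-43 wt female 2; 0.049 without TDP-43 wt female 3, TDP-43 KQ/KQ female 3 or TDP-43 KQ/KQ male 1; -0.016 without TDP-43 KQ/KQ female 1; 0.082 without TDP-43 wt male 2, and in the hippocampus 0.022 without TDP-43 wt female 2; -0.0015 without TDP-43 KQ/KQ female 1; 0.079 without TDP-43 wt male 1. No gene of the neocortex passed for an interaction of genotype and sex (limma, 411 at an unadjusted p under 0.05; 0 and 221 with the litter term left out), and the hippocampus, with 1 TDP-43 wt male, was not tested for it.

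In other splits of the same libraries, chance can be excluded for the 7 genes called in the neocortex (2 of 100 splits as large, highest other 7, from the split that mirrors the real one in the libraries that enter), and for the 40 (1 of 100, highest other 1) and 69 genes (2 of 100, highest other 176) called with both regions together. The splits behind the last 2 counts were drawn for each region apart, as if no mouse gave both regions. In splits that keep the 6 female mice whole, the 40 genes were reached in 2 of 100 (highest other 112) and the 69 in 3 of 100 (highest other 333). Pairs of males, which the labels of litter 5 allow, were not kept whole. In splits with whole female mice the 855 genes that differed between the regions with a random effect of the mouse were reached in 1 of 100. Other splits came close, with 770 and 735 genes called. Another split had 4038 genes at an unadjusted p under 0.05 by limma, against 4031 in the real grouping. Chance is thus not excluded for the 855 genes. Their count also ended at 0 without single libraries of TDP-43 KQ/KQ female 1 or TDP-43 wt female 2. Chance cannot be excluded for the 2503 genes of the neocortex (20 of 100, highest other 4053) or the 2224 of the hippocampus (20 of 100, highest other 2847) at an unadjusted p under 0.05, for the correlation of 0.311 over all genes (16 of 100, highest other 0.585), or for the 13 lists of the neocortex (48 of 100, highest other 19) and 18 of the hippocampus (16 of 100, highest other 21). The splits decide nothing for the correlation of 0.687 (2 of 100, highest other 0.723), since the study chose its genes with the real grouping of these libraries. Nor do they for counts of 0 by limma, which every split reaches: the genes called in the hippocampus (100 of 100, highest other 249; 2224 at an unadjusted p under 0.05), those with a difference between the regions (100 of 100, highest other 1735; 1654 at an unadjusted p under 0.05) and those with a difference between the sexes (87 of 87, highest other 17; 411 at an unadjusted p under 0.05). The splits that call 249, 176 and 1735 genes call more than the real grouping does (0, 69 and 0 by limma) and point to a structure of the samples. The first sets hippocampus TDP-43 KQ/KQ female 1 apart together with TDP-43 wt libraries of litter 6, and the second follows sex in part.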
